# Role of dual specificity phosphatase 1 in influencing inflammatory pathways in macrophages modulated by *Borrelia burgdorferi* lipoproteins

**DOI:** 10.3389/fimmu.2026.1766756

**Published:** 2026-04-07

**Authors:** Venkatesh Kumaresan, Susanta Pahari, Chiung-Yu Hung, Brian P. Hermann, Larry S. Schlesinger, J. Seshu

**Keywords:** bone marrow-derived macrophages, dual-specificity phosphatases, lipoprotein, Lyme disease, mitochondrial oxidative stress, scRNA-Seq

## Abstract

*Borrelia burgdorferi (Bb)*, the spirochetal agent of Lyme disease, has a large array of lipoproteins that play a significant role in mediating host-pathogen interactions within ticks and vertebrates. While prior work has established that borrelial lipoproteins (*Bb*LP) modulate immune signaling pathways, the broader transcriptional and proteomic programs induced by these molecules in macrophages are unclear. Here, we used integrated multi-omics approaches to characterize host signaling pathways activated specifically by purified borrelial lipoproteins in murine bone marrow derived macrophages (BMDMs). Single-cell RNA-Seq (scRNA-Seq) performed on BMDMs treated with various concentrations of borrelial lipoproteins revealed macrophage subsets within the BMDMs. Differential expression analysis showed that genes encoding various receptors, type I IFN-stimulated genes, signaling chemokines are upregulated while mitochondrial and ribosomal genes are downregulated in BMDMs in response to lipoproteins. Unbiased proteomics analysis of lysates of BMDMs treated with lipoproteins corroborated several of these findings. Notably, dual specificity phosphatase 1 (*Dusp1*) gene was upregulated during the early stages of BMDM exposure to *Bb*LP. Pharmacological inhibition with benzylidene-3-cyclohexylamino-1-indanone hydrochloride (BCI), an inhibitor of both DUSP1 and 6 prior to exposure to *Bb*LP, demonstrated that DUSP1 negatively regulates NLRP3-mediated pro-inflammatory signaling and positively regulates the expression of interferon-stimulated genes and those encoding *Ccl5*, *Il1b*, and *Cd274*. Using human monocytic reporter cell lines, we showed MyD88- and IKK-dependent pathways contribute to mitochondrial alterations upon stimulation with lipoproteins. Extracellular flux analysis using the Seahorse assay revealed decreased oxygen consumption rate (OCR) and increased extracellular acidification rate (ECAR), indicating time-dependent metabolic reprogramming and a shift toward a glycolytic, pro-inflammatory metabolic state in BMDMs following *Bb*LP stimulation. Collectively, these findings define signaling networks, regulatory nodes and metabolic alterations induced by borrelial lipoproteins in macrophages and highlight DUSP1 as a key modulator of lipoprotein-driven innate immune responses. This work provides a mechanistic framework for understanding how borrelial lipoproteins shape macrophage signaling, independent of the broader complexity of infection with intact pathogen.

## Importance

*Borrelia burgdorferi*, the agent of Lyme disease, express numerous lipoproteins that play a crucial role as a pathogen-associated molecular pattern affecting interactions with tick- and vertebrate-host cells. However, the specific cellular programs triggered by these lipoproteins compared to intact live spirochetes are unclear. Single cell transcriptomics validated using unbiased proteomics and targeted molecular approaches, purified borrelial lipoproteins were shown to drive dose- and time-dependent transcriptional and metabolic reprogramming in murine macrophages. Distinct populations of macrophages, alterations in immune signaling pathways, cellular energy production, and mitochondrial responses were identified and validated using primary murine macrophages and human monocytic reporter cell lines. Notably, the roles of Dual Specificity Phosphatase 1 (DUSP1) in influencing several inflammatory, metabolic, and mitochondrial responses of macrophages were demonstrated in these studies using known pharmacological inhibitors. Together, this work provides mechanistic insight into how lipoproteins shape macrophage responses and supports the development of novel strategies using purified borrelial lipoproteins to interfere with the immunomodulatory and survival capabilities of *B. burgdorferi*.

## Introduction

Lyme disease is the most common tick-borne infectious disease in the US with 63,000 cases reported to Centers for Disease Control and Prevention (CDC, Atlanta) with around 476,000 cases estimated to occur each year in the US (1). The spirochetal agent of Lyme disease, *Borrelia burgdorferi (Bb)*, is transmitted to humans following the bite of infected *Ixodes scapularis* ticks (2). Lyme disease is characterized by an inflammatory skin lesion called erythema migrans at the site of tick bite and the bacterium disseminates to deeper tissues leading to Lyme arthritis, carditis and neuroborreliosis (3–5). While most cases of Lyme disease are cured with a course of oral antibiotics, a minority of patients in spite of antimicrobial therapy continue to report a range of non-specific symptoms referred to as Post-Treatment Lyme Disease Syndrome (PTLDS) (6–8). The molecular basis of PTLDS is unclear although the nature of host response to *Bb* infection, co-infection with other tick-borne pathogens and persistence of borrelial antigens such as its peptidoglycan or lipoproteins are likely to contribute to clinical manifestation of PTLDS (9–12).

*Bb* has several unique cellular features as a prokaryotic pathogen such as an outer membrane composed of numerous surface exposed lipoproteins (13–16); glycolipids, absence of lipopolysaccharide (17–19); a unique peptidoglycan cell wall (20); and components incorporating host-derived cholesterol and lipids (3, 21) in addition to a variety of periplasmic, membrane bound and soluble proteins mediating interactions with mammalian (22, 23) and tick host cells (24). Many of these pathogen-derived determinants play a key role in the transmission, colonization, pathogenicity and survival of *Bb* within a wide range of highly divergent hosts (25). Several past studies on interactions of *Bb* with cells from mammalian and tick hosts have provided a trove of knowledge on the pathogen-specific gene and protein expression profiles and the regulatory mechanisms that facilitate the survival of the spirochetes in tick and mammalian hosts (26, 27). Lipoproteins, which make up 8% of the *B. burgdorferi* genome, play a key role in host-pathogen interactions. In *B. burgdorferi* strain B31, around 120 potential lipoproteins are encoded, with 52 on the outer surface and 23 in the periplasm, driving the inflammatory and pathogenic effects in infected mammalian hosts (28). Notably, several major surface exposed lipoproteins such as Outer surface protein A (OspA) (29, 30), Outer surface protein C (OspC) (29), fibronectin binding proteins such as BBK32, RevA (31, 32) and decorin binding proteins A and B (DbpA/B) (33), among others, mediate interactions with host matrices and host cell surfaces to facilitate colonization and eventual dissemination of *Bb* within an infected host (26, 31, 34). Plasticity of lipoproteome of *Bb* also contributes to pathogen fitness within 1) a wide range of hosts, 2) microenvironments within each host and 3) capability to link metabolic constraints to pathogenic attributes. Hence, targeting host cell signaling pathways engaged by borrelial lipoproteins are likely to provide novel targets to limit pathogen burden or counteract specific pathogenic outcomes in infected hosts.

The surface exposed lipoproteins serve as the predominant Pathogen Associated Molecular Patterns (PAMPs) driving the innate and subsequent adaptive immune responses of the mammalian hosts via interactions with Toll-like receptors (TLRs) and non-TLR receptors on host cell surfaces (35, 36). Among the 13 known TLRs (10 in human and 12 in mice), borrelial components interact with TLR1/TLR2 (diacylated/triacylated lipoproteins), TLR4 (glycolipids), TLR5 (flagellin), TLR6 (diacylated/triacylated lipoproteins), TLR7 (ssRNA), TLR8 (bacterial RNA) and TLR9 (nucleic acids in endosomes of macrophages and monocytes) (37–39). The fatty acid chains in the N-terminus of borrelial lipoproteins that serve as the TLR2/1 PAMP are tethered in the outer membrane, which results in reduced recognition of lipoproteins in intact spirochetes at the host cell surface (13, 40). However, upon phagocytosis and degradation of spirochetes in the phagosomes of macrophages, the borrelial lipoproteins and nucleic acids are readily recognized by TLRs or intracellular sensors (41–43). All TLRs, except TLR 3 (dsRNA), are known to signal via MyD88 (44). Further, MyD88 interacts with IRAKs and TRAFs to activate the Ubc13/TAK1 pathway. TAK1 complex activates IKK kinase complex comprising of IKKα and IKKβ and a regulatory component NEMO/IKKγ to phosphorylate IkB, which is degraded allowing translocation of NF-κB to the nucleus for transcriptional regulation of genes encoding inflammatory effectors (39, 45).

Pathways independent of MyD88 (via TLR3) or NF-κB (via TLR7//TLR8/TLR9/MyD88 dependent) are also involved in the expression of Type1 IFN genes/IFN stimulated genes (ISGs). Moreover, expression of ISGs has been shown to be independent of two critical adaptor proteins of TLRs namely MyD88 and TRIF (46–48). Recently, it has been shown that IFN-1 is induced following co-localization of internalized spirochetes with cyclic GMP-AMP synthase (cGAS) in mouse macrophages and is dependent on Stimulator of Interferon Genes (STING) - a sensor of intracellular DNA (43). It remains to be determined if host cell derived (mitochondrial or nuclear) or *Bb*-derived nucleic acids drive the cGAS/STING activation leading to ISG expression in murine macrophages.

Macrophages are one of the predominant innate immune cells in the mammalian host, playing a vital role in the early recognition of pathogens. They also significantly influence tissue-specific responses to infection, affecting pathogen colonization and immunomodulatory events across multiple organs (49). Specifically, during *Bb* infection, macrophages contribute to Lyme arthritis (50), Lyme carditis (51) and neuroborreliosis (5, 52). Furthermore, the phagocytosis of an extracellular pathogen such as *Bb* modulates the immune responses, contributing to the complexity of pathogenesis and survival of *Bb* (41). Hence, interrogation of effects of borrelial lipoproteins using murine bone marrow derived macrophages at the single cell level are likely to provide additional host cell factors that influence cytokine, chemokine and inflammatory responses that either contribute to survival of pathogen within reservoir hosts or be cleared from accidental hosts. Single-cell RNA-Seq (scRNA-Seq) analysis enables the study of transcriptional changes in small populations of cells at single cell resolution; identification of distinct cell subsets, heterogeneity within defined cell populations, and uncovering developmental branch points or unknown pathways in response to a variety of signals (53–56). Interactions between macrophages and fibroblasts in the ankle joints of mice infected with *B. burgdorferi* as well as differential gene expression patterns influencing inflammatory and non-inflammatory processes in various cell populations were recently observed using scRNA-Seq methodology (57). Moreover, scRNA-Seq analysis combined with B cell receptor sequencing revealed an increased number of B cells in human skin lesions with erythema migrans, providing immunophenotyping of inflammatory responses at the site of tick bites and deposition of Lyme spirochetes (58).

Prior studies from our group using *ex vivo* infection of splenocytes with *Bb* revealed a role for the Dual Specificity Phosphatase 1 (DUSP1) in the Caspase-3 dependent apoptosis of bone marrow derived neutrophils using scRNA-Seq analysis (59). Here, we demonstrate that borrelial lipoproteins (*Bb*LP) induce macrophage activation and drive polarization toward a pro-inflammatory state. Integrated single-cell RNA sequencing and proteomic analyses revealed that *Bb*LP promote inflammatory cytokine production, remodel intercellular signaling networks, and disrupt mitochondrial function in murine bone marrow derived macrophages (BMDMs). Follow-up validation experiments confirmed the key genes and regulatory pathways underlying these responses. *Bb*LP stimulation further induced time-dependent metabolic reprogramming, characterized by a shift toward glycolysis consistent with a pro-inflammatory metabolic state. Notably, *Bb*LP treatment triggered rapid upregulation of DUSP1 within one hour, followed by a marked decline at both the mRNA and protein levels. Functional interrogation using a pharmacological inhibitor of DUSP1/6 linked DUSP1 dynamics to the regulation of PD-L1, CCL5, and IL-1β, as well as NLRP3-associated induction of CXCL1 and CXCL2. Overall, this work defines a mechanistic link between borrelial lipoprotein sensing and macrophage immunometabolic programming, uncovering targets for modulating innate immune responses during infection.

## Results

### Comparative scRNA-Seq analysis of BMDMs treated with *Bb*LP

To analyze molecular changes in macrophages at a single cell level, borrelial lipoproteins (*Bb*LP) were purified from *Bb* strain B31 employing detergent partitioning method using Triton X-114 (60). The absence of FlaB, the major flagellin of *Bb*, in the detergent fraction was used as a measure of purity of *Bb*LP fraction (**Supplementary Figure 1**). Murine BMDMs were treated with 1 µg/mL of *Bb*LP for 1 (LP1) and 4 hours (LP4) with PBS-treated cells maintained as control (Ctrl). 

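The gene expression of single BMDMs was measured by droplet-based single-cell RNA sequencing, which labels each transcript with the barcode of its cell and a unique molecular identifier (UMI). The data are 1 library for Ctrl, 1 for LP1 and 1 for LP4. For each, the cells of 3 wells were pooled before capture, so no condition has a replicate and the spread between cultures was not measured. Ctrl and LP4 cells were collected at 4 hours and LP1 cells at 1 hour. The authors aligned the reads to the mm10 transcriptome with Cell Ranger and deposited the UMI counts of 32285 genes in the barcodes that it called as cells, without normalization. The counts sum to 35749924 UMIs in Ctrl, 52773906 in LP1 and 64787139 in LP4. From these counts, cells were selected with the limits the paper gives, and the UMIs of each gene were summed over the selected cells of a library and divided by all UMIs of those cells. The result is given per 1000000 UMIs (CPM). The sums rest on 35688939 UMIs in Ctrl, 52475723 in LP1 and 61402275 in LP4. Libraries were compared by the log2 ratio of CPM, with an exact interval for a ratio of counts at the 95% level. All intervals cover counting error only. With 1 library per condition, no test between conditions was run. Positions of genes are those of GENCODE vM21 on GRCm38, the mouse build also called mm10.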

Single-cell RNA sequencing was performed using ~5,000 macrophages per condition, pooled from three independent biological replicates, to enable comparative analysis of the cellular composition and transcriptional responses of *Bb*LP-treated BMDMs relative to PBS-treated controls. Cell Ranger analysis was conducted on the FASTQ files, and the data visualization and analyses were performed using the Seurat packages and LOUPE Browser software. The count analysis identified 6,125, 5,119, and 5,039 barcodes for Ctrl, LP1, and LP4, respectively. 

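The matrices hold 6123 barcodes for Ctrl, 5119 for LP1 and 5039 for LP4. A barcode held a median of 5109 UMIs in Ctrl, 9293 in LP1 and 11590 in LP4, and no barcode had fewer than 500. The median number of genes with a UMI per barcode was 2018, 2900 and 3258, in the same order.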

Quality control steps were implemented to exclude cells with a high percentage of mitochondrial genes (>5%). Further quality control steps were applied to retain cells with UMI counts > 500, genes > 500, and mitochondrial UMIs (mouse) < 5%, ultimately including 12,111 cells for downstream analysis.

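With these limits applied to the matrices, 6071 Ctrl cells (99.2% of the barcodes, exact binomial 95% interval 98.9 to 99.4), 5065 LP1 cells (98.9%, 98.6 to 99.2) and 4670 LP4 cells (92.7%, 91.9 to 93.4) were kept. They make 15806 cells of 16281 barcodes, beside the paper's reported value of 12111 cells. Mitochondrial UMIs were counted over the 13 genes of the mitochondrial genome. Their median share in the kept cells was 1.97% in Ctrl, 2.84% in LP1 and 3.17% in LP4. The mitochondrial limit removed 18 barcodes in Ctrl, 43 in LP1 and 273 in LP4 that passed the limits on UMIs and genes. The kept cells had a median of 5133 UMIs in Ctrl, 9343 in LP1 and 11784 in LP4. The alternative that moved these shares most left the mitochondrial limit out, under which 98.1% of the LP4 barcodes and 16140 barcodes in all were kept.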

All three samples (Ctrl, LP1, and LP4) were integrated, and UMAPs were generated using Harmony-based clustering in Seurat, identifying eleven distinct clusters (**Figure 1A**). 

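The 15806 kept cells were clustered on 2000 variable genes whose CPM differed by less than 1.5 times between any pair of libraries, after each gene was centred within each library. Leiden clustering of 30 principal components at a resolution of 0.5 gave 11 clusters, called A to K by size. They held 3844, 3007, 2457, 2431, 1375, 1278, 1029, 236, 85, 51 and 13 cells. From markers fixed beforehand, A to F and J were macrophage-like, G cycling-like, H dendritic cell-like and I neutrophil-like. K had no 3 markers of any type and stayed unnamed; stromal genes such as *Mgp* and *Col1a2* led it, and *Ddit3*, a stress gene, led J. Macrophage-like and cycling-like clusters together held 97.9% of Ctrl cells, 98.0% of LP1 cells and 97.7% of LP4 cells. The number of clusters was 9 at a resolution of 0.3 and 13 at 0.8.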

Differential gene expression (DEG) analysis revealed that clusters 1, 3, 4, 7, and 9 shared genes related to phagocytosis, while clusters 0, 2, and 6 were enriched for genes involved in antigen presentation. 

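Each cluster's 10 genes with the largest ratio of its CPM to that of all other cells were searched for the genes that the paper assigns to its classes. Cluster B, with 19.0% of all cells, had 3 of the phagocytosis genes among them, *Slc9a9*, *Cd86* and *Apoe*. Cluster A, with 24.3% of all cells, had 2 of the antigen presentation genes, *Ccnd1* and *Fgf13*. Cluster G, with 6.51% of all cells, had 3 of the cell cycle genes, and cluster I 1, *S100a9*. Clusters C, D, E, F, H, J and K had none of these classes. Cluster B took 4.19% of its cells from LP4, so genes that fell in LP4 also rank high in it.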

Clusters 5, 8, and 10 were associated with cell cycle-related genes, distinct from other clusters (**Figure 1B**). List of cluster specific genes are listed in **Supplementary Table 1**. A bubble plot of selected genes showed that phagocytosis-related genes, such as *Apoe* and *Slc9a9*, were predominantly expressed in phagocytosis-associated clusters, while *Fgf13* and *Ccnd1* were enriched in antigen presentation clusters. In contrast, cell cycle-related genes, including *Hist1h1b* and *Hist1h2ap*, were uniquely expressed in clusters associated with cell cycle regulation (**Figure 1C**). 

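*Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188), *Slc9a9* (ENSMUSG00000031129, chromosome 9, 94669909 to 95230445), *Fgf13* (ENSMUSG00000031137, chromosome X, 59062145 to 59568071) and *Ccnd1* (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925) did not enter the clustering, since their CPM differed between the libraries. They were compared within each library over the 8 clusters with at least 50 cells in every library, A to H. In Ctrl, *Apoe* was highest in cluster B at 941 CPM and lowest in A at 101 CPM. *Slc9a9* was highest in B at 614 CPM and lowest in E at 42.6 CPM. *Fgf13* was highest in A at 687 CPM and *Ccnd1* in A at 232 CPM, and both were lowest in B, at 23.6 and 3.68 CPM. In LP1, *Apoe* and *Slc9a9* were again highest in B, at 762 and 519 CPM. In LP4, both were highest in cluster F, at 566 and 101 CPM. *Fgf13* was highest in A in LP1 and LP4, at 769 and 147 CPM. In these libraries *Ccnd1* was highest in the cycling-like cluster G, at 313 and 154 CPM, with A next at 287 and 146 CPM.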

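*Hist1h1b* (ENSMUSG00000058773, chromosome 13, 21779883 to 21780625) and *Hist1h2ap* (ENSMUSG00000094777, chromosome 13, 21833026 to 21833507) belong to histone families with near-identical members, between which the counting of reads can be uncertain. Among the 8 clusters compared, both were highest in the cycling-like cluster G in every library. *Hist1h1b* stood at 1149 CPM in G in Ctrl, 1470.3 in LP1 and 1439 in LP4, and the next cluster reached 18.8, 12.5 and 10.5 CPM. *Hist1h2ap* stood at 965 CPM in G in Ctrl, 561 in LP1 and 884 in LP4. Over all libraries together, the 85 cells of the neutrophil-like cluster I also held both, at 1539.7 CPM of *Hist1h1b* and 1255 CPM of *Hist1h2ap*.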

A heatmap comparing the top DEGs between phagocytosis (*Ccl3, Ccl4, Cd86, Slc9a9, Zfp36l1, Ier3, Selenop*), antigen-presentation (*Lpl, Fgf13, Actb, Atp6v0a1, Lgals3*), and cell-cycle (*Hist1h1b, Hist1h2ap, Hist1h2bm, Hist1h3c, Prc1, S100a9, Klf4*) -related macrophages was generated by grouping similar clusters (**Figure 1D**). 

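Among clusters A to H in Ctrl, *Ccl3*, *Ccl4*, *Cd86*, *Zfp36l1*, *Ier3* and *Selenop* were all highest in B, with *Ier3* at 1261 CPM and *Selenop* at 1141 CPM. In LP4, *Zfp36l1*, *Ier3* and *Selenop* were highest in F, and *Ccl3*, *Ccl4* and *Cd86* in the dendritic cell-like cluster H, with F next. *Lpl* and *Actb* were highest in A in every library, at 3411 and 12991 CPM in Ctrl. *Atp6v0a1* and *Lgals3* were highest in E in every library, at 845 and 15581 CPM in Ctrl. *S100a9* (ENSMUSG00000056071) lay almost entirely in the neutrophil-like cluster I, at 56538 CPM (exact Poisson 95% interval 55871 to 57212), against 7.75 CPM in the cycling-like cluster G. *Klf4* reached 206 CPM in J and 36.7 CPM in G.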

The UMAP feature plots of these hub genes demonstrated distinct expression patterns for each macrophage subset (**Figure 1E**), indicating that BMDMs exhibit functionally specialized macrophage subpopulations, with a high degree of diversity in their roles. In addition, we performed differential expression analysis using LOUPE browser and observed comparable subsets of BMDMs and DEGs as shown in the results presented in the supplementary section (**Supplementary Figures 2**, **3**).

**Figure 1:**
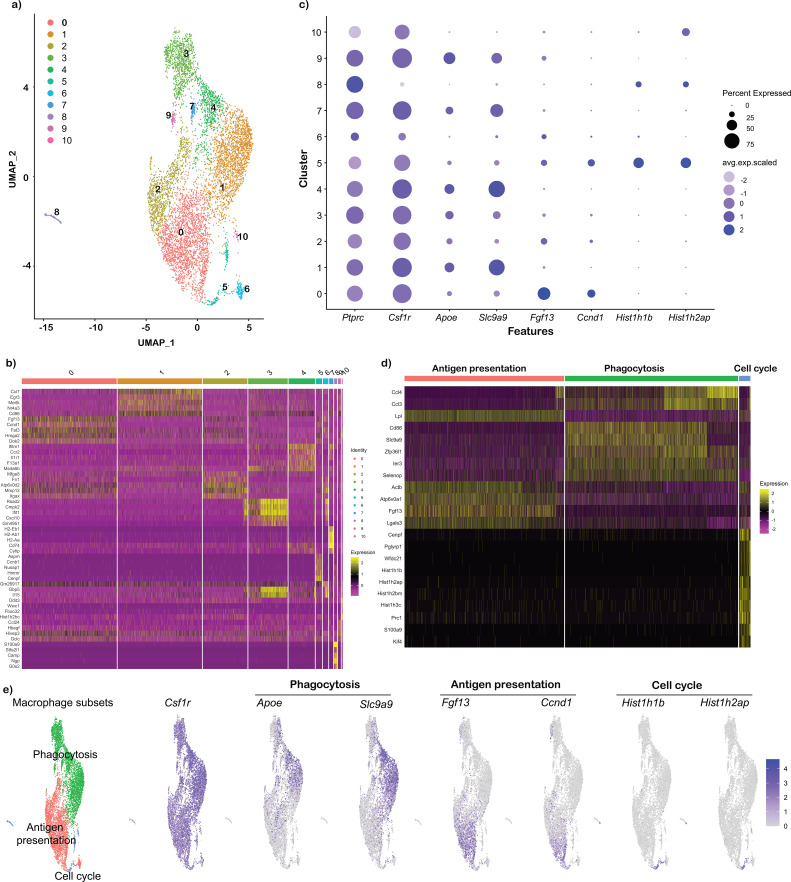
Murine bone marrow derived macrophage (BMDM) clusters identified using scRNA-Seq. FASTQ files from control BMDS (Ctrl) or exposed to *B. burgdorferi* lipoproteins (*Bb*LP) for 1 hour (LP1) or 4 hours (LP4) were processed by CellRanger, subjected to harmony integrated UMAP. **(a)** Total of 11 clusters were identified based on the DEGs using Seurat. **(b)** Heat map showing the top 5 genes from each cluster, showing several clusters sharing similar gene expression pattern, where the cluster information are showed on the top of the plot and the scale showing high expression (yellow) and low expression (red). **(c)** Bubble plot showing the expression of selected genes including macrophage markers (*Ptprc*, *Csf1r*), antigen presentation markers (*Fgf13*, *Ccnd1*), phagocytosis markers (*Apoe*, *Slc9a9*) and cell cycle (*Hist1h1b*, *Hist1h2ap*). **(d)** Heat map showing the top 7 DEGs between the clusters grouped as antigen presentation (clusters 0,2,5,6), phagocytosis (clusters 1,3,4,7,9) and cell cycle (clusters 5,8,10). **(e)** UMAPs showing the expression pattern of select genes from each macrophage subset, with the scale at the right.

### *Bb*LP induce transcriptional reprogramming of BMDMs towards a pro-inflammatory state

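The separation of the libraries was measured without integration, on all variable genes and on 4670 cells drawn from each library, by the library of each cell's 20 nearest neighbours. Libraries that mix would give 33.3% of neighbours from a cell's own library. The mean was 73.2% for Ctrl cells, 77.6% for LP1 cells and 99.0% for LP4 cells. LP4 cells took 0.358% of their neighbours from Ctrl and 0.630% from LP1. Since each condition is 1 library, a separation by condition and one by library are the same in these data. The alternative that moved these shares most used the genes that do not differ between libraries, centred within each library, and gave 36.4% for Ctrl, 51.9% for LP1 and 70.1% for LP4.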

Harmony-integrated analysis using Seurat revealed a significant shift in the clustering of BMDMs treated with *Bb*LP at 4 hours (LP4) compared to those treated at 1 hour (LP1) and the control (Ctrl). (**Figure 2A**). Notably, while cells in the Ctrl and LP1 groups were distributed across several clusters, most LP4 cells grouped predominantly within the phagocytosis cluster (**Figure 2B**). 

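Cluster B, led by the paper's phagocytosis genes, held 27.5% (95% interval 26.4 to 28.7) of Ctrl cells, 23.9% (95% interval 22.7 to 25.1) of LP1 cells and 2.70% (95% interval 2.25 to 3.20) of LP4 cells. Of these genes, *Apoe*, *Slc9a9*, *Zfp36l1*, *Ier3* and *Selenop* were highest in cluster F within LP4, and *Ccl3*, *Ccl4* and *Cd86* in cluster H. Cluster F held 23.6% (95% interval 22.4 to 24.9) of LP4 cells, 1.34% of LP1 cells and 1.75% of Ctrl cells. As 86.4% of its cells came from LP4, it can reflect that library as well as a type of cell. Cluster A held 22.8% of Ctrl, 26.8% of LP1 and 23.6% of LP4 cells, and cluster D 15.2%, 13.3% and 17.9%. The resolution moved these shares most. At 0.3, the cluster led by phagocytosis genes held 31.8% of Ctrl, 27.8% of LP1 and 29.5% of LP4 cells. Its leading genes included *Egr3*, which leads B, and *Ms4a4a*, a leading gene of F.

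**Figure D1:**
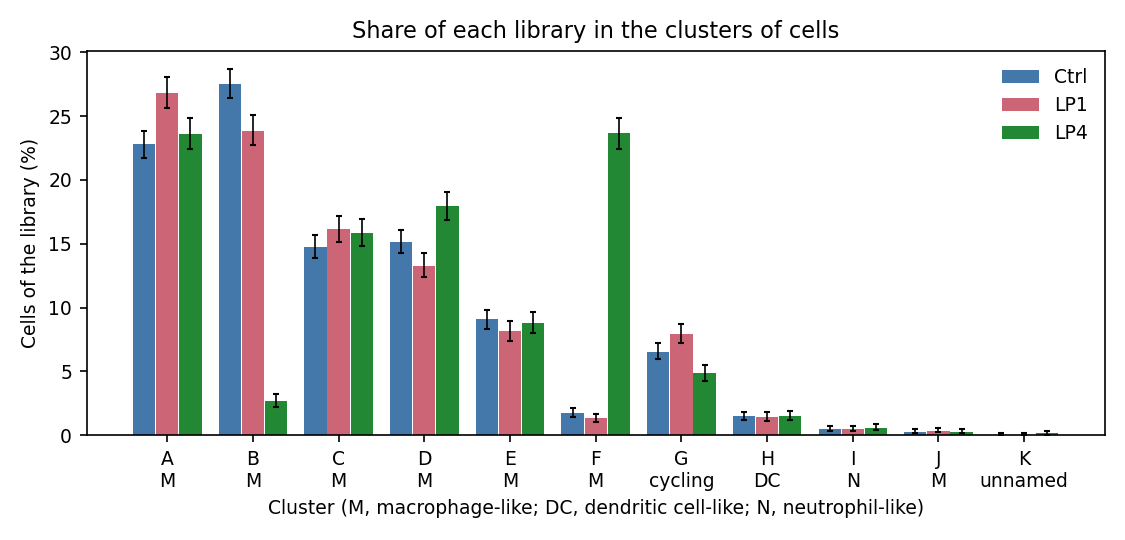
Share of the cells of each library (percent) in the clusters A to K, as bars for Ctrl, LP1 and LP4 with exact binomial 95% intervals. Cluster B holds 2.70% and cluster F 23.6% of the LP4 cells, and the libraries' shares of cluster C lie between 14.8% and 16.2%.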

Pseudotime analysis showed that BMDMs progress from a baseline state (control) to more activated states after 1-hour (LP1) and 4-hour (LP4) *Bb*LP treatments. Control clusters (1, 2, and 4) had early pseudotime values, indicating a mostly unstimulated state. LP1 clusters (3, 5, 6, 11, 13) showed intermediate pseudotime values, marking the initial activation response. In contrast, LP4 clusters (7, 8, 10, 12) had later pseudotime values, reflecting a more distinct response. These patterns suggest that macrophages progressively change their transcriptional profile as they respond to *Bb*LP over time (**Supplementary Figure 4**).

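Pseudotime was not recomputed. The position of LP1 between Ctrl and LP4 was measured instead across the 8103 genes with at least 10 CPM in 1 library, by setting the log2 change of each gene in LP1 against that in LP4. Each change was taken against a different random part of the Ctrl cells, 3035 and 3036, since the counting error of a shared control makes such changes correlate. Both parts come from the 1 Ctrl library, so a deviation of that library would still enter both changes. The simulations given below hold no such deviation. The correlations therefore cannot tell it from a response shared by LP1 and LP4. The slope of the LP1 change on the LP4 change was 0.107, with a Pearson correlation of 0.321 and a Spearman correlation of 0.400 across genes, which are not independent replicates. In 100 simulations in which neither LP1 nor LP4 changed, the Pearson correlation lay between -0.0690 and 0.0612 and the Spearman correlation between -0.0238 and 0.0341. The standard deviation of the log2 changes across genes was 0.334 in LP1 and 1.000 in LP4, against 0.126 between the parts of Ctrl. With genes of at least 50 CPM only, the slope was 0.0887. With these genes the Pearson correlation was 0.297, against simulated values from -0.275 to 0.277. Their Spearman correlation was 0.388, against simulated values from -0.0371 to 0.0440.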

**Figure 2:**
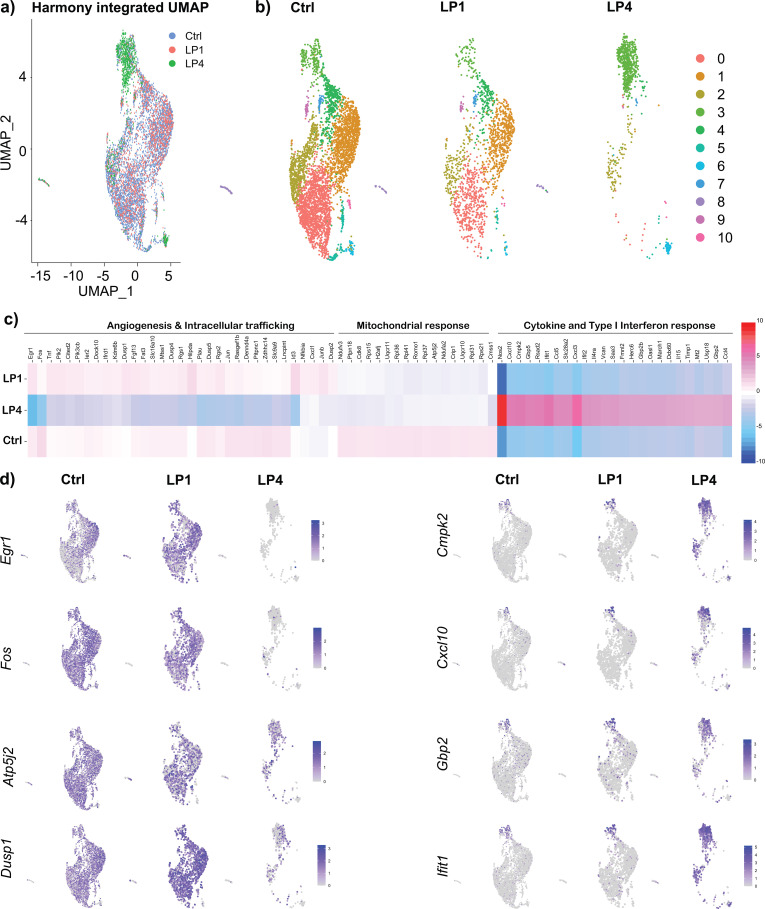
Transcriptional reprogramming of BMDMs by *Bb*LP. **(a)** Harmony integrated UMAP displaying the cells grouped as samples, where blue dots represent cells from Ctrl, red from LP1 and green from LP4 samples. **(b)** Individual UMAPs displaying clusters from each samples All green cells were grouped together in LP4, denoting transcriptional reprogramming in macrophages towards a pro-inflammatory phenotype. **(c)** Heat map showing top DEGs identified from all three clusters and the functional relevance of the identified DEGs are displayed at the top of those genes as proliferation and differentiation, intracellular trafficking, mitochondrial responses, where the genes are downregulated in LP4, while cytokine and type I interferon response associated genes are upregulated in LP4, compared to Ctrl and LP1. **(d)** UMAP plots showing differential expression of select genes between the samples.

In addition, *Bb*LP treatment significantly upregulated several genes in murine BMDMs at both 1- and 4-hours post-treatment. 

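Over the 8103 genes with at least 10 CPM in 1 library, the median log2 ratio was -0.02 for LP1 over Ctrl and -0.08 for LP4 over Ctrl. Scaling by TMM or by median of ratios moved the second median by 0.17 and 0.21, and the first by 0.07 and 0.08. Among genes with at least 50 CPM in the higher library, mitochondrial, ribosomal protein and unnamed genes left out, the 5 with the largest rise in LP1 were *Cebpb*, *Gnb2*, *Arf5*, *Ccl2* and *Cers2*. *Cebpb* (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418) rose from 98.8 to 346 CPM, a log2 ratio of 1.81 (95% interval 1.76 to 1.86), and stood at 1657 CPM in LP4. The other 4 had log2 ratios between 1.38 and 1.45 in LP1. The 5 genes with the largest rise in LP4 were *Ch25h*, *Nos2*, *Cxcl3*, *Fpr3* and *Tnfsf15*, of which *Fpr3* (21 UMIs in Ctrl, 3824 in LP4) had a log2 ratio of 6.73 (95% interval 6.11 to 7.42) and *Tnfsf15* (22 and 3278 UMIs) one of 6.44 (95% interval 5.84 to 7.11). The 5 genes with the largest fall in LP1 were *Lst1* at -1.28, *Hist1h4d* at -1.22, *Romo1* at -1.17, *Ndufa2* and *Uqcr11*.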

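*Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) fell from 712 CPM in Ctrl to 24.6 CPM in LP4, a log2 ratio of -4.86 (95% interval -4.93 to -4.78), and *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) from 287 to 3.39 CPM, a log2 ratio of -6.40 (95% interval -6.61 to -6.21). The log2 ratios of LP4 over Ctrl were -6.41 for *Fosb*, -3.03 for *Rgs2* and -4.13 for *Egr2*. The median of these 5 genes was -4.86. In LP1 their median was 0.14; the paper chose the genes from these same libraries. *Rab7b*, *Pik3cb* and *Tnf* had log2 ratios of -2.33, -1.84 and -1.58 in LP4. *Pik2* is not the symbol of a gene in the matrices. The paper's supplementary lists name *Plk2*, which may be meant and was not included here. The median of *Rab7b*, *Pik3cb* and *Tnf* was -1.84 against Ctrl and -2.06 against LP1. *Atp5j2*, *Ndufv3*, *Ndufa2*, *Uqcr10* and *Uqcr11* had log2 ratios of -0.98, -1.30, -1.01, -0.96 and -1.09 against Ctrl. Against LP1, they had 0.07, -0.35, 0.10, 0.07 and 0.00.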

DEG analysis revealed the upregulation of 24 genes at 1 hour and 280 genes at 4 hours (p<0.01) compared to unstimulated BMDMs indicating distinct transcriptional changes over time (**Supplementary Table 2**), Comparative analysis across the three samples showed a pronounced difference in LP4, where genes involved in proliferation and differentiation (*Fos*, *Fosb*, *Rgs2*, *Egr1*, and *Egr2)*, intracellular-trafficking (*Rab7b*, *Pik2*, *Pik3cb*, and *Tnf*) and mitochondrial energy metabolism (*Atp5j2*, *Ndufv3*, *Ndufa2*, *Uqcr10*, *Uqcr11*) were downregulated. In contrast, LP4 sample exhibited upregulation of interferon response and monocyte recruitment genes (*Ifit1*, *Ifi204*, *Isg15*, *Gbp2*, *Gbp5*, *Hcar2*, *Rsad2*), cell signaling receptors (*Cd274*, *Icam1*) and inflammatory cytokine responses (*Cxcl3*, *Cxcl10*, *Ccl5*, *Il1b*, *Il15*) (**Figure 2C**). 

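*Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) stood at 39.4 CPM in Ctrl (exact Poisson 95% interval 37.3 to 41.5) and 1998 CPM in LP4 (1987 to 2009), a log2 ratio of 5.67 (95% interval 5.59 to 5.74). All 7 interferon response and monocyte recruitment genes were higher in LP4 than in Ctrl, from 2.58 for *Ifi204* to that of *Ifit1*, with a median of 3.36. *Isg15* rose by 3.35, *Gbp5* by 5.21, *Rsad2* by 5.27 and *Hcar2* by 2.74 (95% interval 2.46 to 3.03) on the log2 scale. The 5 cytokine genes had a median of 4.89: *Cxcl3* rose from 142 to 31233 UMIs with a log2 ratio of 7.00 (95% interval 6.76 to 7.25), *Cxcl10* had 5.52 and *Il15* 3.70. The alternative that moved the cytokine median most averaged each gene's share of UMIs over cells and gave 4.56. *Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) had 214 CPM in Ctrl, 211 in LP1 and 217 in LP4, a log2 ratio of LP4 over Ctrl of 0.02 (95% interval -0.02 to 0.06), which is 0.19 under TMM and 0.22 under median of ratios.

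**Figure D2:**
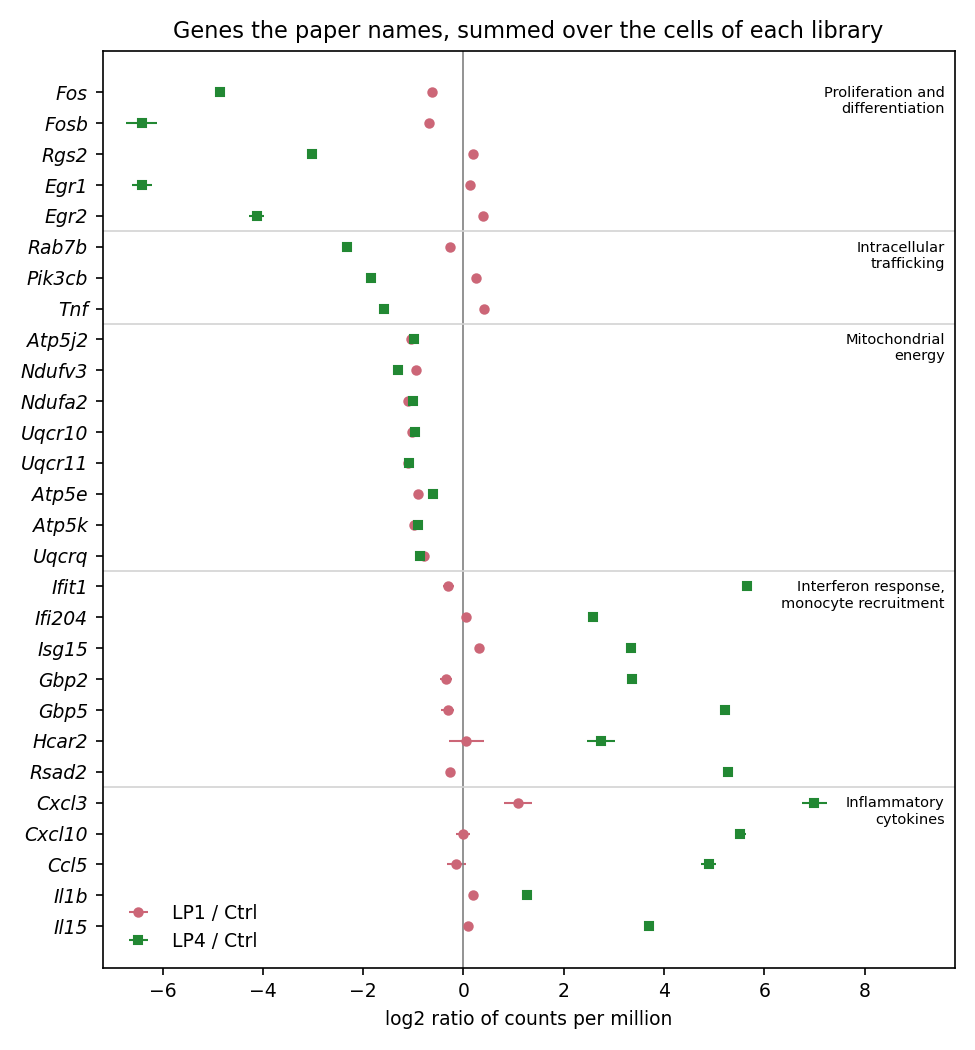
Log2 ratios of CPM of LP1 over Ctrl (circles) and LP4 over Ctrl (squares) for the genes of the paper's proliferation, trafficking, mitochondrial, interferon and cytokine lists, with exact 95% intervals for counting error. The interferon and cytokine genes lie between 1.26 and 7.00 in LP4 over Ctrl.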

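*Dusp1* (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128) stood at 391 CPM in Ctrl, 598 in LP1 and 165 in LP4. Its log2 ratio was 0.61 (95% interval 0.59 to 0.64) for LP1 over Ctrl and -1.86 (95% interval -1.89 to -1.83) for LP4 over LP1. *Dusp2* had 131, 179 and 90.3 CPM, with a log2 ratio of LP1 over Ctrl of 0.45 (95% interval 0.40 to 0.50). *Dusp4* had a ratio of 0.11 (95% interval 0.07 to 0.16) and *Dusp5* one of -0.06 (95% interval -0.10 to -0.02) in LP1 over Ctrl, and the latter is 0.02 under median of ratios. The median of the 4 genes was 0.28 in LP1 over Ctrl. In LP4 over LP1, all 4 were lower, with a median of -2.08.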

In LP1, genes encoding several dual-specificity phosphatases such as *Dusp1*, *Dusp2*, *Dusp4*, *Dusp5* are upregulated compared to LP4 and Ctrl. In addition to these genes, receptors and signaling molecules modulated by lipoprotein ligands such as *Tlr2* and *Myd88* were also upregulated in treated BMDMs. 

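*Tlr2* (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) had 107 CPM in Ctrl, 119 in LP1 and 309 in LP4, which are log2 ratios over Ctrl of 0.15 (95% interval 0.09 to 0.20) and 1.53 (95% interval 1.48 to 1.58). *Myd88* (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411) had 15.4, 21.9 and 58.0 CPM, with log2 ratios of 0.51 (95% interval 0.36 to 0.66) in LP1 and 1.92 (95% interval 1.79 to 2.05) in LP4.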

We further used Harmony-integrated UMAP plots to analyze macrophage subset-specific expression of selected DEGs across the Ctrl, LP1, and LP4 groups. 

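*Egr1*, *Fos*, *Id3* (ENSMUSG00000007872) and *Dusp1* were each compared between the libraries within clusters A to H, as CPM of the cells of 1 cluster. All were lower in LP4 than in Ctrl and than in LP1 in each of the 8 clusters. The log2 ratio of LP4 over Ctrl lay between -9.28 (cluster B) and -4.06 (cluster H) for *Egr1* and between -6.92 (cluster F) and -2.87 (cluster E) for *Fos*. For *Id3* it lay between -4.32 (cluster B) and -1.94 (cluster A), and for *Dusp1* between -1.62 (cluster C) and -0.71 (cluster H). The lowest ratio of *Egr1* rests on 1 UMI in the LP4 cells of cluster B, with a counting interval from -14.59 to -6.81. In LP1, *Dusp1* and *Id3* were higher than in Ctrl in all 8 clusters, *Fos* was lower in all 8, and *Egr1* was higher in 6 and lower in 2. At a resolution of 0.3, which moved these ranges most, they were lower in LP4 than in Ctrl in all 5 clusters compared, and *Egr1* lay between -7.45 and -4.04.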

Notably, genes such as *Egr1*, *Fos*, *Id3*, and *Dusp1* were almost entirely downregulated in all clusters of LP4 compared to Ctrl and LP1. In contrast, *Cxcl10* (cytokine), *Cmpk2* (mitochondrial gene), and type-I interferon-inducible genes *Gbp2* and *Ifit1* were highly expressed in all clusters of LP4 compared to Ctrl and LP1 (**Figure 2D**). These findings suggested that all macrophage subsets uniformly responded to *Bb*LP, likely due to the robust activation of the TLR2-MyD88 signaling cascade in BMDMs. Together, these gene expression changes reflect the transcriptional reprogramming of macrophages in response to borrelial lipoproteins, offering insights into potential targets for modulating disease outcomes. 

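*Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was higher in LP4 than in Ctrl in each of the 8 clusters A to H, with log2 ratios between 4.38 (cluster F) and 8.28 (cluster E). *Cmpk2* lay between 4.62 (cluster F) and 6.62 (cluster A), *Gbp2* between 2.74 (cluster F) and 4.30 (cluster A) and *Ifit1* between 4.12 (cluster F) and 6.49 (cluster A), all higher in every cluster. Against LP1, the smallest log2 ratios over the clusters were 4.23 for *Cxcl10*, 4.79 for *Cmpk2*, 2.99 for *Gbp2* and 5.06 for *Ifit1*.

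**Figure D3:**
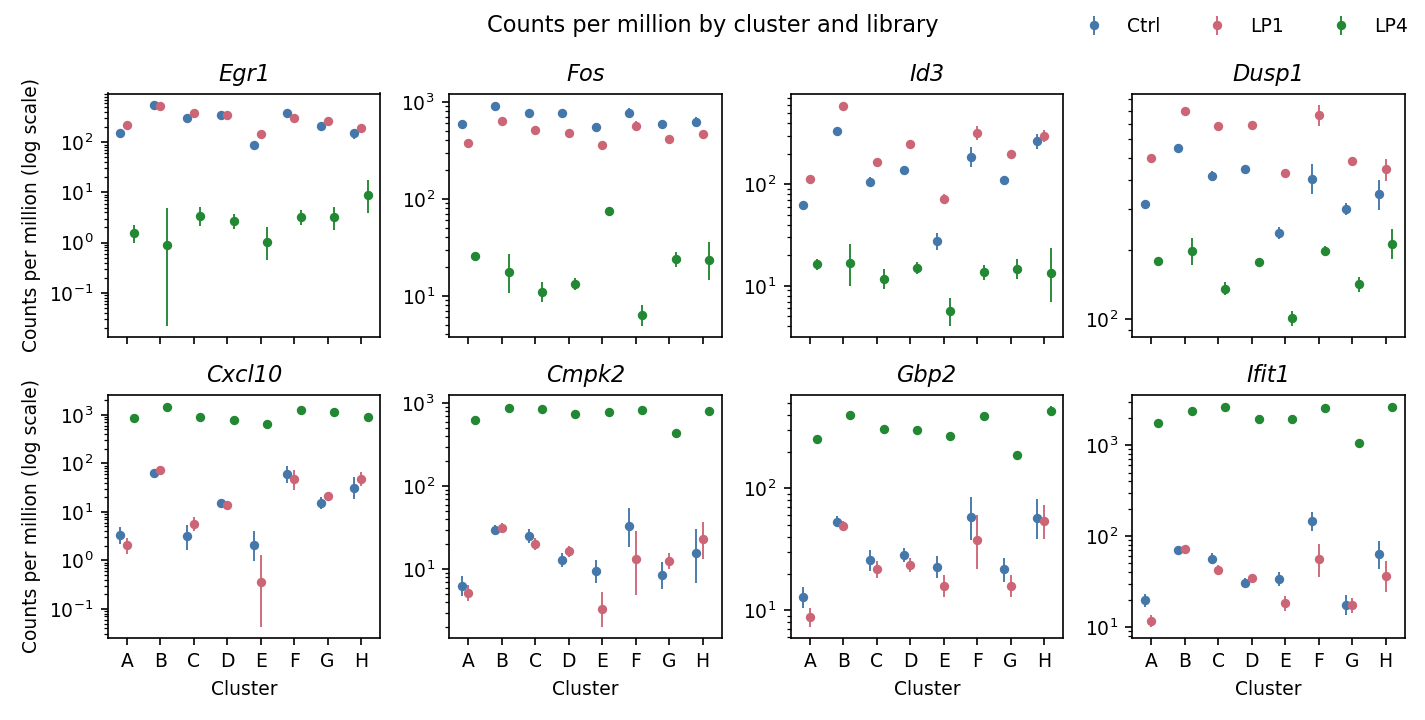
CPM (log scale) of 8 genes in the cells of clusters A to H, for Ctrl, LP1 and LP4, with exact Poisson 95% intervals. *Egr1*, *Fos*, *Id3* and *Dusp1* are lower and *Cxcl10*, *Cmpk2*, *Gbp2* and *Ifit1* higher in LP4 than in the other libraries in each of the 8 clusters.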

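For the share of cells with a UMI of a gene, each cell was thinned to 2000 UMIs, which left out 122 Ctrl, 13 LP1 and 45 LP4 cells. *Ifit1* was then seen in 5.55% (95% interval 4.98 to 6.16) of Ctrl cells, 4.24% (95% interval 3.70 to 4.83) of LP1 cells and 86.0% (95% interval 84.9 to 87.0) of LP4 cells. In the neutrophil-like cells of LP4 it was seen in 10.7% (95% interval 2.27 to 28.2). The thinned LP4 cells had a median of 11838 UMIs before thinning and the neutrophil-like ones 9262. Without thinning, the share for *Ifit1* was 11.1% in Ctrl and 97.1% in LP4. *Cxcl10* was seen in 49.7% (95% interval 48.3 to 51.2) of thinned LP4 cells and 69.5% of LP4 cells at their own depth, against 17.9% and 42.9% of the neutrophil-like ones. Its shares in Ctrl (2.74%) and LP1 (2.36%) lay below those of their neutrophil-like cells, at 19.0% (95% interval 5.45 to 41.9) and 23.8% (95% interval 8.22 to 47.2), so the neutrophil-like cells give no level of free RNA for this gene. Thinning to 1000 UMIs gave 72.7% for *Ifit1* and 38.5% for *Cxcl10* in LP4. From genes that changed in the same direction in every cluster, the paper proposes that all macrophage subsets responded uniformly to *Bb*LP, through activation of TLR2-MyD88 signaling.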

Overall, these observations demonstrated that *Bb*LPs induced significant transcriptional changes in BMDMs, skewing them toward a pro-inflammatory phenotype, as evidenced by the DEGs in LP4 and LP1 compared to Ctrl. 

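Across the genes with at least 10 CPM in 1 library, the standard deviation of the log2 ratio to all Ctrl cells was 0.325 in LP1 and 0.997 in LP4. *Ccl3* and *Ccl4* rose at both times, with log2 ratios of 1.00 and 1.35 in LP1 and 2.50 and 4.47 in LP4. *Junb* had 1.02 in LP1 and -0.25 in LP4, and *Ccr1* 0.57 and 2.75.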

The identified markers and the temporally constrained transcriptional changes in lipoprotein-treated macrophages provide potential therapeutic targets to modulate inflammation and pathogen clearance from reservoir hosts.

### Networks and pathways modulated by *Bb*LP in BMDMs

STRING protein network analysis revealed that most upregulated genes in LP1 and LP4 are functionally interconnected. Compared to Ctrl, mitochondrial ATP synthase genes, (*Atp5e*, *Atp5k*, *Atp5j2*); ubiquinol cytochrome C complex genes, (*Uqcrq*, *Uqcr10*, *Uqcr11)* and several ribosomal genes are downregulated in LP1 and LP4 (**Figure 3A**), suggesting a reduction in the capacity for energy production and protein synthesis, respectively, in infected macrophages (61). 

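In LP1, the log2 ratio to Ctrl was -0.91 (95% interval -0.94 to -0.88) for *Atp5e* (ENSMUSG00000016252, chromosome 2, 174461072 to 174464105), -0.98 for *Atp5k*, -1.05 for *Atp5j2*, -0.78 for *Uqcrq*, -1.03 for *Uqcr10* and -1.10 for *Uqcr11*. In LP4, *Atp5e* had -0.61 (95% interval -0.64 to -0.58), *Atp5k* -0.91 and *Uqcrq* -0.86. The 8 mitochondrial energy genes that the paper names, *Ndufv3* and *Ndufa2* included, had a median of -1.01 in LP1 and -0.97 in LP4, which is -0.99 and -0.90 relative to the median of all genes. Of 82 ribosomal protein genes, 51 were lower in LP1 than in Ctrl and 65 were lower in LP4. Relative to the median of all genes, their median was -0.13 in LP1 and -0.34 in LP4. Ribosomal protein genes have many processed pseudogenes, so the counting of their reads can be uncertain.

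**Figure D4:**
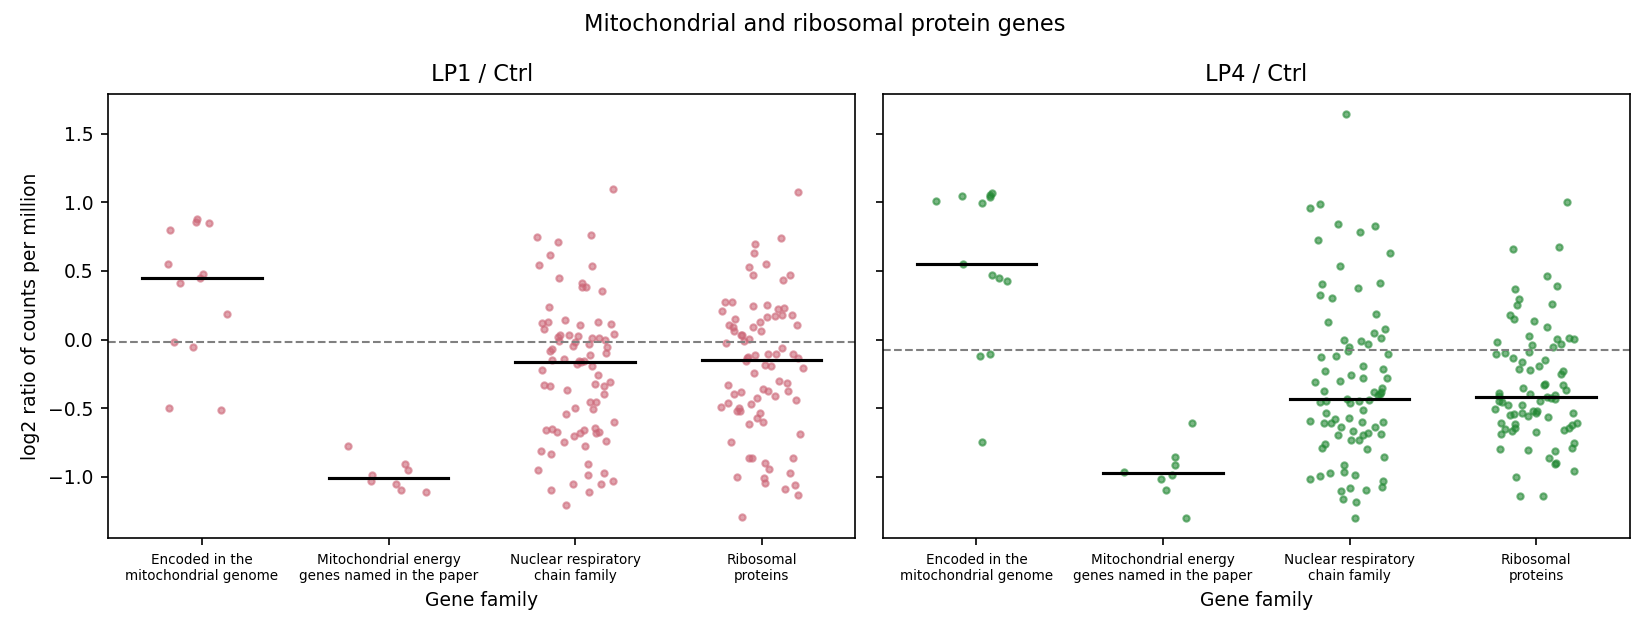
Log2 ratios of CPM of LP1 over Ctrl (left) and LP4 over Ctrl (right) for the genes of 4 groups, 1 point per gene, with the median of each group as a black line and the median of all genes as a dashed line. The 8 named mitochondrial energy genes lie between -1.30 and -0.61 in LP4 over Ctrl, and the ribosomal protein genes between -1.14 and 1.00.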

In LP1 clusters, genes encoding DUSP1/2/4/5 phosphatases are significantly upregulated compared to Ctrl and LP4 clusters (**Figure 3B**). 

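Over the clusters A to H, the highest CPM of *Dusp4* (ENSMUSG00000031530) was 226 in Ctrl, 233 in LP1 and 51.2 in LP4, in cluster D each time. Its lowest was 106, 112 and 20.2 CPM. *Dusp5* (ENSMUSG00000034765) ranged from 159 to 323 CPM in Ctrl, from 186 to 331 in LP1 and from 6.00 to 76.3 in LP4. *Dusp2* (ENSMUSG00000027368) ranged from 88.6 to 222, from 132 to 298 and from 39.2 to 198 CPM, in the same order. The log2 ratio of LP1 over Ctrl of *Dusp1* lay between 0.36 in cluster H and 0.91 in cluster F.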

In LP4 clusters, several genes encoding type-1 interferon stimulated genes and signaling molecules including pro-inflammatory cytokines are significantly upregulated compared to control and LP1 clusters (**Figure 3C**). 

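In LP4 over LP1, the interferon response genes had a median log2 ratio of 3.71, with all 7 higher, and the cytokine genes one of 5.04, with all 5 higher. Of further interferon-stimulated genes and signaling molecules that the paper names, *Ifit2* had a log2 ratio of LP4 over LP1 of 4.72, *Usp18* 3.53 and *Stat2* 3.41. The 5 genes with the largest rise from LP1 to LP4 were *Nos2*, *Ch25h*, *Fpr3*, *Cxcl5* and *Olfr56*; *Cxcl5* went from 77 to 7860 UMIs, a log2 ratio of 6.45 (95% interval 6.12 to 6.79). The 5 with the largest fall were *Egr1*, *Fosb*, *Nr4a1*, *Egr2* and *Fos*; *Nr4a1* went from 5197 to 115 UMIs, a log2 ratio of -5.72 (95% interval -6.00 to -5.46).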

Cellular localization analysis showed that downregulated genes are associated with mitochondria while transiently upregulated genes at 1 hour are associated with endosomal compartments and delayed upregulated genes at 4 hours are localized in lysosome and sub-cellular vesicles (**Figures 3D-F**). KEGG pathway analysis of the identified DEGs using InnateDB database showed that pathways such as MAPK, NOD-like receptor, Toll-like receptor, T cell receptor, RIG-I like receptor and chemokine signaling pathways are involved in LP1 and LP4 BMDMs (**Supplementary Figures 5A–C**). Notably, Fc epsilon RI signaling pathway related genes are upregulated in LP1 while Fc gamma receptor mediated phagocytosis and Jak-Stat pathways are upregulated in LP4.

**Figure 3:**
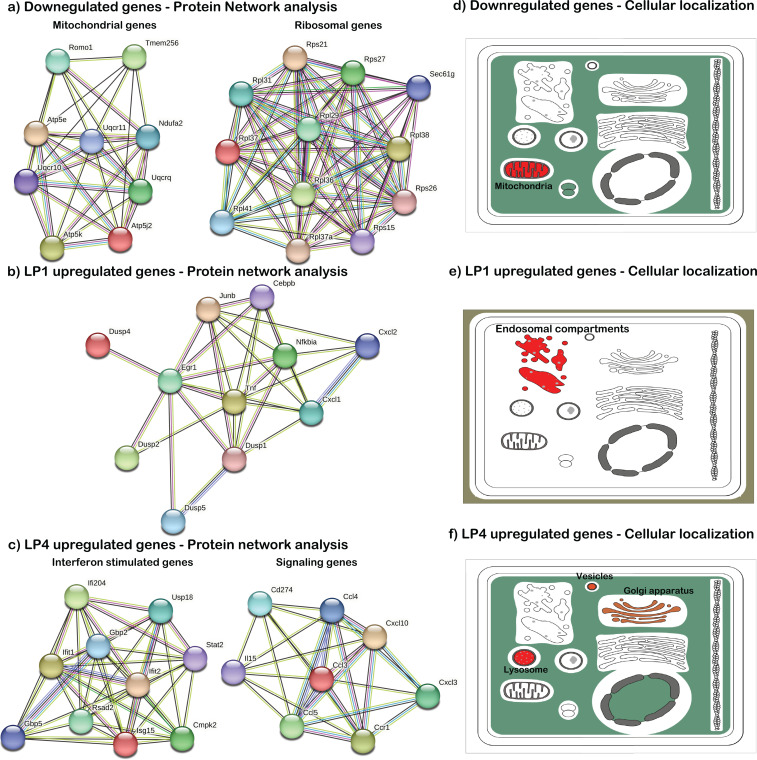
Network and cellular localization analysis of the upregulated genes in BMDMs treated with *Bb*LP. Protein network analysis of the genes that are upregulated in **(a)** Control, **(b)** LP1 and **(c)** LP4 compared to the uninfected BMDM. The lines between each circle shows the interaction between the identified genes. Proteins related to specific functions are indicated by blue rings along with the functional relevance. Graphical representation of cellular localization of the upregulated genes in **(d)** Control, **(e)** LP1 and **(f)** LP4. Red color indicate that more upregulated genes are associated with that organelle.

### Proteomics analysis

Total protein lysates of BMDMs either PBS-treated (Ctrl) or treated with *Bb*LP (1µg/mL) for 1 (*Bb*LP1) or 4 hours (*Bb*LP4) were subjected to unbiased mass spectrometry (MS) analysis. Two biological replicates for each sample were analyzed. Protein abundance analysis indicated that all the samples exhibited similar protein abundance (**Figure 4A**). There were significant differential protein expression patterns between all three samples (**Figure 4B**). 4253 individual proteins were identified from Ctrl and *Bb*LP treated samples, among which 49 shared homologies to *B. burgdorferi* proteome. After removing the low abundant non-consensus proteins, 21 proteins were identified as Borrelial proteins that are significantly expressed only in *Bb*LP treated samples but not in Ctrl BMDMs (**Figure 4C**). The identified borrelial proteins include OspA/B/C/D, lipoproteins, Flagellar filament, and a few membrane proteins, reflecting the borrelial lipoproteins as the predominant component of borrelial subcellular fractions used in the study.

**Figure 4:**
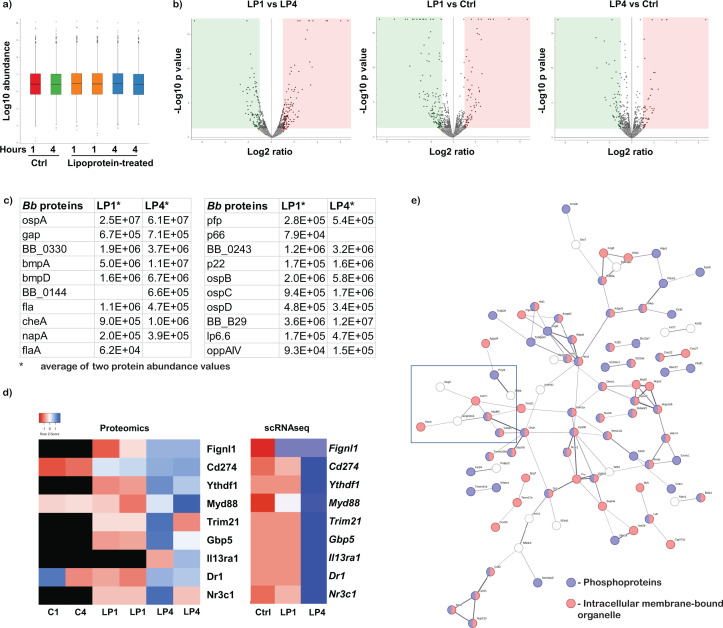
Proteomics analysis of BMDMs treated with *Bb*LPs. **(a)** Box plot showing the normalized protein intensities of 6 protein samples extracted from BMDM, treated with lipoprotein for 1 and 4 hours or PBS-treated control in duplicates. **(b)** Volcano plots visualizing the −log10 (p-value) versus the log2 fold change of proteins between the three samples with sample information mentioned at the top of each plot. Dots colored gray indicate proteins with a p-value >0.05 while red and green indicate upregulated and down regulated proteins respectively with a p-value <0.05. **(c)** List of identified Borrelial proteins from the LP1 and LP4 samples. **(d)** Heat maps showing the upregulation of expression of nine consensus proteins identified from proteomics and scRNA-Seq. Scale bar represent that red indicates down regulation and blue indicates upregulation while white represent no difference in expression. Black represent absence of expression of the selected proteins. **(e)** Protein network analysis of the upregulated proteins from the LP4 compared to uninfected BMDM. Blue circle represents phosphoproteins and the red circles represent the proteins involved in intracellular-membrane bound organelles.

Among the 4253 total identified proteins, 4185 proteins were identified from *Mus musculus and* the abundance of each protein was compared between the six samples (2 each for PBS-treated and *Bb*LP stimulated for 1 and 4 hours). Low abundant proteins were removed and only proteins with abundance of over 1x10^4^ were retained for comparative analysis. Comparative proteomics analysis between LP4 and Ctrl samples further corroborated scRNA-Seq findings such as activation of proteins involved in the MyD88/CD274(PD-L1) axis as well as select proteins GBP5, IL13RA1, FIGNL1, NR3C1, among others (**Figure 4D**). The glucocorticoid receptor (GR, encoded by *Nr3c1*), which translocate to the nucleus upon binding to a ligand to regulate gene transcription, regulates several genes including PD-L1, while GBP5, IL13RA1, FIGNL1 are regulated by interferon (62–65). Although the expression of fidgetin-like-1 (FIGNL1) does not directly interact with the immune system, its role in cell division and motility could influence macrophage recruitment to the site of infection. Consistent with the scRNA-Seq analysis, several kinases and phosphatases were upregulated in LP4 samples. Protein network analysis showed that majority of the identified proteins are phosphoproteins localized to the intracellular membrane bound organelles (**Figure 4E**), suggesting a role for these phosphoproteins following treatment of macrophages with LP4. Moreover, several upregulated proteins in LP4 were consistent with the scRNA-Seq cellular localization analysis, where most of the upregulated genes are localized in the sub-cellular vesicles and lysosome (**Figure 3F**).

### *Bb*LP transiently upregulates DUSP1 in BMDMs

Quantitative RT-PCR analysis of BMDMs treated with 1 and 0.1 µg of *Bb*LP showed increased transcriptional levels of *Dusp1* at 1 hour and the expression levels were subsequently reduced at 4 and 24 hours (**Figure 5A**). Immunoblot analysis also showed increased levels of DUSP1 at 1 and 2 hours with a marked reduction at 48 hours correlating with the transcriptional data (**Figures 5B, D**). To delineate the role of IκB kinase (IKK) in controlling DUSP1 protein expression and determine the regulatory role of DUSP1 during *Bb*LP treatment, BMDMs were treated with Bay 11-7082 (Ikb kinase inhibitor) or BCI (DUSP 1/6 inhibitor), respectively for 1 hour prior to treatment with *Bb*LP. *Bb*LP stimulation of BMDMs in the presence of either an IKK inhibitor or a DUSP1 inhibitor did not result in increased DUSP1 expression compared with untreated control BMDMs, whereas *Bb*LP- or *E. coli* LPS-stimulated BMDMs exhibited significantly elevated DUSP1 expression at the 1-hour time point. (**Figures 5C, E**). Furthermore, confocal microscopy showed that DUSP1 levels were higher in *Bb*LP-treated BMDMs compared to the controls (**Figure 5F**), while BCI treated BMDMs had reduced DUSP1 expression irrespective of *Bb*LP treatment, indicating that BCI treatment reduced the DUSP1 protein levels in BMDM. Taken together, these results showed that DUSP1 expression was induced during early stages of treatment of BMDMs with *Bb*LP and that its levels could be reduced using a specific inhibitor, BCI.

**Figure 5:**
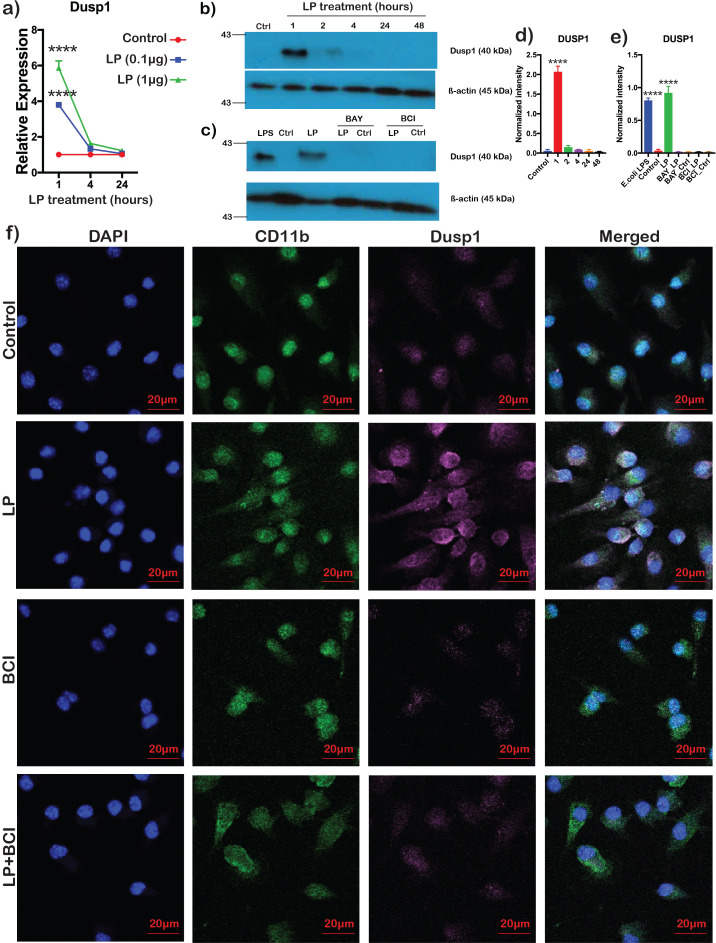
Transient upregulation of Dusp1 in BMDMs treated with *Bb*LP. **(a)** Line graph showing the kinetics of relative expression of *Dusp1* gene in BMDM treated with *Bb*LP (1 and 0.1 µg) at 1, 4 and 24 hours determined by qPCR analysis. Dusp1 protein expression detected by **(b)** western blotting and **(d)** bar graph showing mean ± standard deviation from LP (1 µg) treated BMDM at 1, 2, 4, 24 and 48 hours compared to the uninfected BMDM. **(c)** western blotting and **(e)** bar graph showing mean ± standard deviation from BAY and BCI pre-treated BMDM, followed by *Bb*LP (1 µg) treated for 1 hour. *E. coli* LPS was used as positive control and uninfected BMDM was used as negative control. Mouse actin was used as the normalization control for both the blots. **(f)** Confocal microscopy of the colocalization of DUSP1 (Purple) and CD11b (Green) in BMDM at 1 hour with and without LP treatment (Control). BMDM were either pre-treated with BCI inhibitor or PBS-treated for 1 hour before LP treatment. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. ****p < 0.0001.

### NLRP3-inflammasome pathway associated genes are upregulated in BMDMs by *Bb*LP

The scRNA-Seq analysis revealed that NLRP3-inflammasome pathway-associated genes, including *Nlrp3*, *Cxcl1*, *Cxcl2*, *Ccrl2*, and *Il1f9*, were significantly upregulated in BMDMs at 1 and 4 hours stimulated with *Bb*LP. To confirm this upregulation, BMDMs were treated with 1 and 0.1 µg/mL of *Bb*LP for 1, 4, and 24 hours. 

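*Nlrp3* (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956) had 573 CPM in Ctrl, 533 in LP1 and 197 in LP4, with log2 ratios over Ctrl of -0.10 (95% interval -0.13 to -0.08) and -1.54 (95% interval -1.57 to -1.51). *Cxcl1* had log2 ratios of 0.88 in LP1 and 0.13 (95% interval 0.11 to 0.15) in LP4. *Cxcl2* stood at 4378 CPM in Ctrl and had ratios of 0.06 (95% interval 0.05 to 0.07) and -1.56, and *Ccrl2* had 0.52 and 0.47. *Il1f9*, with 31, 58 and 445 UMIs, had 0.35 (95% interval -0.31 to 1.03) and 3.06 (95% interval 2.53 to 3.64). The median of the 5 genes was 0.35 in LP1, with 4 higher and 1 lower, and 0.13 in LP4, with 3 higher and 2 lower. Counting all barcodes, the alternative that moved the LP1 median most, gave 0.13.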

Transcriptional levels of *Nlrp3*, *Cxcl1*, *Cxcl2*, *Ccrl2*, and *Il1f9* were significantly upregulated in *Bb*LP-treated BMDMs, irrespective of dose, compared to PBS-treated BMDMs at all timepoints, with *Actb* serving as a control (**Figure 6A****;****Supplementary Table 3**). Kinetic analysis revealed that *Nlrp3* and *Cxcl2* expressions declined by 24 hours, whereas *Cxcl1, Ccrl2*, and *Il1f9* remained increasingly elevated at this time point.

**Figure 6:**
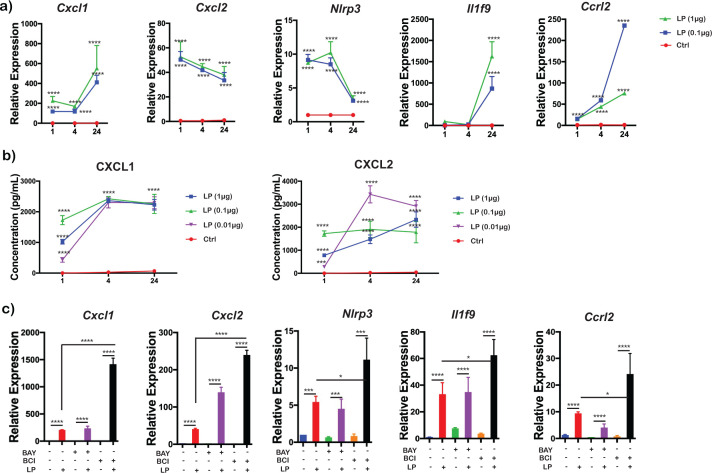
Modulation of Nlrp3-associated genes by IKK and DUSP1/6 inhibitors in BMDMs treated with *Bb*LP. **(a)** Line graphs showing the kinetics of relative expression of *Cxcl1*, *Cxcl2*, *Nlrp3*, *Il1f9* and *Ccrl2* genes in BMDM during *Bb*LP treatment (1 and 0.1 µg) at 1, 4 and 24 hours determined by RT-PCR analysis. **(b)** Line graphs showing the levels of cytokines Cxcl1 and Cxcl2 from the supernatant of LP-treated (1, 0.1 and 0.01 µg) and PBS-treated BMDM quantified by ELISA. **(c)** Bar graphs showing the relative expression of *Cxcl1*, *Cxcl2*, *Nlrp3*, *Il1f9* and *Ccrl2* genes in BMDM during *Bb*LP treatment (1 µg) pre-treated with or without BAY and BCI inhibitors, determined by RT-PCR analysis. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Additionally, BMDMs were treated with 1, 0.1, 0.01, and 0 µg/mL of *Bb*LP for 1, 4, and 24 hours and ELISA was performed to measure CXCL1 and CXCL2 levels in the culture supernatants. Both CXCL1 and CXCL2 cytokine levels were significantly elevated across all *Bb*LP doses, with no expression detected in PBS-treated BMDMs (**Figure 6B**). Notably, CXCL1 and CXCL2 expression was significantly higher at 4 and 24 hours compared to 1 hour, indicating sustained *Bb*LP-induced cytokine production in BMDMs over this period.

### IKK and DUSP1/6 inhibitors modulate *Bb*LP induced expression of NLRP3-associated genes

To understand the roles of IKK and dual specificity phosphatases in regulating the expression of NLRP3-associated genes in response to *Bb*LP treatment, BMDMs were treated with BAY or BCI inhibitors prior to treatment with *Bb*LP (0.1 µg/mL). BMDMs treated with *Bb*LP with no inhibitors were maintained as controls. At 4 hours, RNA was isolated and RT-PCR analysis was performed. *Bb*LP stimulation in the presence of DUSP1 inhibitor, BCI markedly enhanced expression of *Nlrp3, Cxcl1, Cxcl2, Ccrl2*, and *Il1f9* compared with *Bb*LP alone, indicating that DUSP1 restrains NLRP3-associated transcription, whereas IKK inhibition with BAY had no significant effect on these responses (**Figure 6C**). Together, these results indicate that dual specificity phosphatases negatively regulate the *Bb*LP-induced expression of NLRP3-associated genes in BMDM.

### *Bb*LP induce time-dependent changes in inflammatory cytokines

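*Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had 399 UMIs in Ctrl, 530 in LP1 and 20354 in LP4, with a log2 ratio of LP4 over Ctrl of 4.89 (95% interval 4.75 to 5.04). In LP1 over Ctrl the ratio was -0.15 (95% interval -0.34 to 0.04), a difference not detectable at this depth. *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had 391 CPM in Ctrl, 448 in LP1 and 939.7 in LP4, with a log2 ratio of LP4 over Ctrl of 1.26 (95% interval 1.24 to 1.29).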

scRNA-Seq analysis indicated that *Bb*LP upregulated several inflammatory cytokine genes, including *Ccl5* and *Il1b*, in the LP4 sample (**Supplementary Figure 3**). To validate scRNA-Seq data and assess dose-dependent effects of *Bb*LP, the upregulation of these genes was confirmed by RT-PCR using BMDMs treated with *Bb*LP (0.1 and 1 µg/mL). As shown in **Figures 7A**, the expression levels of *Ccl5* and *Il1b* were significantly upregulated in a time-dependent and dose-independent manner, compared to PBS-treated BMDM (**Figure 7A**). In addition, inhibitors of IKK and DUSP significantly reduced the levels of *Ccl5* and *Il1b* transcriptionally compared to BMDMs treated with *Bb*LP alone (**Figure 7B**). Moreover, BCI was relatively less effective in reducing the expression of CCL5 in *Bb*LP-treated BMDMs compared to the IKK inhibitor BAY. These results suggest that IKK and DUSP1 positively regulate the expression of *Ccl5* and *Il1b* in BMDM following *Bb*LP treatment.

**Figure 7:**
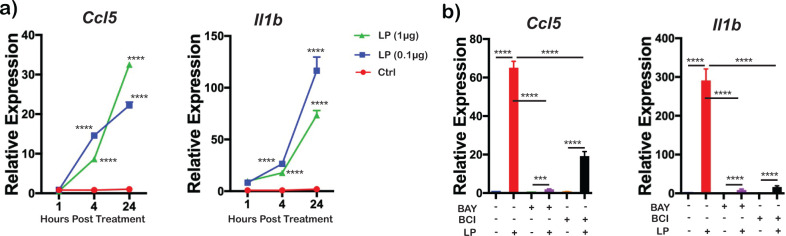
Modulation of pro-inflammatory cytokines by *Ccl5* and *Il1b* in BMDMs treated with *Bb*LP. **(a)** Line graphs showing the time-dependent increase in the expression of *Ccl5* and *Il1b* in BMDM during *Bb*LP treatment (1 and 0.1 µg) at 1, 4 and 24 hours compared to the uninfected BMDM determined by RT-PCR analysis. **(b)** Bar graphs showing the relative expression of *Ccl5* and *Il1b* genes in BMDM during *Bb*LP treatment (1 µg) pre-treated with or without BAY and BCI inhibitors, determined by RT-PCR analysis. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### *Bb*LP and Pam3CSK4 dependent modulation of select cytokines

We further dissected the ability of the structural features of borrelial lipoproteins in modulating the levels of select cytokines via IKK/DUSP1 dependent manner in comparison to TLR2 ligand Pam3CSK4 which is a mimic of the post-translational modification of borrelial lipoproteins (66). As shown in **Figures 8A**, levels of cytokines CXCL1, CXCL2, CCL5 and IL1B were elevated in culture supernatants of BMDMs treated with *Bb*LP or Pam3CSK4 at 24 hours indicating that these ligands activate a comparable initial cytokine response through TLR2 signaling (**Figures 8A, B**). BMDMs treated with IKK inhibitor BAY exhibited no significant changes in CXCL1, CXCL2, CCL5 and IL1B levels between unstimulated and *Bb*LP stimulated cells suggesting that the effects of *Bb*LP at the concentrations used were unable to overcome IKK inhibition. However, treatment of Pam3CSK4 was able to overcome IKK inhibition by BAY resulting in significantly higher levels of CXCL1, CXCL2 and IL1B while there was no such change in the levels of CCL5. In the presence of DUSP1 inhibitor BCI, CXCL1, CXCL2 and CCL5 were significantly elevated in the presence of *Bb*LP with no such significant change in the levels of IL1B. However, the addition of Pam3CSK4 was able to overcome the effects of BCI resulting in significantly higher levels of CXCL1, CXCL2, CCL5 and IL1B suggesting the possibility of DUSP1 independent mechanisms of stimulation of these cytokines (**Figures 8A, B**). Alternatively, it is also possible that concentration/structural features of Pam3CSK4 as a purified PAMP was more effective than as part of purified *Bb*LP in interacting with TLRs.

**Figure 8:**
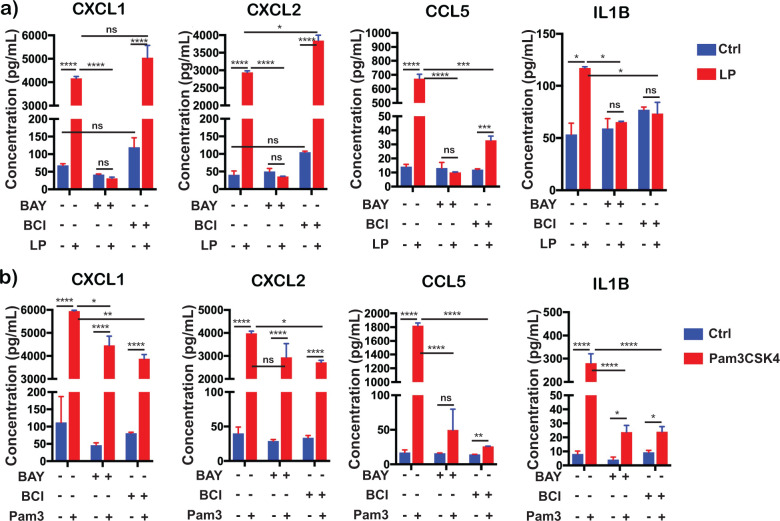
Differential cytokines expression induced in BMDMs by *Bb*LP and Pam3CSK4 pre-treated with IKK and Dusp1/6 inhibitors. Bar graphs showing the levels of cytokines, CXCL1, CXCL2, CCL5 and IL1B determined from the supernatant of BMDM pre-treated with or without inhibitors of IKK (BAY) and Dusp1/6 (BCI) followed by the treatment of **(a)** LP (1 µg) and **(b)** Pam3CSK4 (1µg) at 24 hours. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Type I interferon stimulated genes are upregulated by *Bb*LP in BMDM

scRNA-Seq analysis indicated that *Bb*LP upregulated type I interferon stimulated genes, commonly referred to as ISGs (Interferon-Stimulated Genes) in BMDM at 4 hours but not at 1 hour (**Figure 2**). 

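In LP1, the 7 interferon response genes of Fig. 2C had a median log2 ratio to Ctrl of -0.28, with 3 genes higher and 4 lower. Their values ran from -0.35 for *Gbp2* to 0.31 for *Isg15*. *Ifit1*, *Gbp5* and *Rsad2* had log2 ratios of -0.30 (95% interval -0.40 to -0.20), -0.31 (95% interval -0.44 to -0.19) and -0.28 (95% interval -0.33 to -0.22) in LP1. *Hcar2* had 0.06 (95% interval -0.29 to 0.42), a difference not detectable at this depth, and *Ifi204* 0.05 (95% interval -0.02 to 0.12), which is 0.12 under TMM. *Stat2* and *Ifit2* had -0.27 and -0.33 in LP1 and 3.14 and 4.39 in LP4.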

To further validate these findings and dose-response assessment rather than direct replication of the original omics datasets, BMDMs were treated with *Bb*LP (0.1 and 1 µg/mL) and RNA was isolated from BMDMs at 1, 4 and 24 hours. RT-PCR analysis showed upregulation of transcriptional levels of select ISGs such as *Gbp2*, *Gbp5*, *Ifit1*, *Isg15*, *Hcar2* and *Rsad2* in a time-dependent manner with both concentrations of *Bb*LP compared to PBS-treated controls (**Figure 9A**).

**Figure 9:**
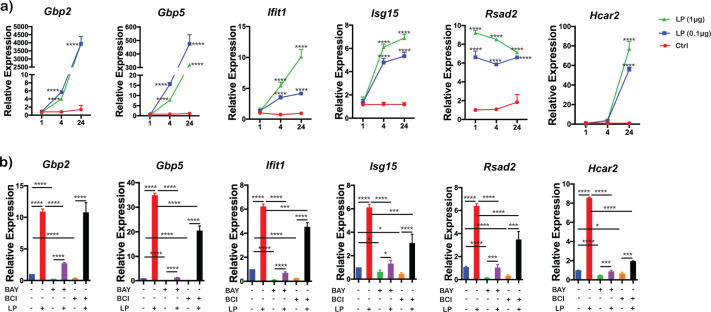
Modulation of IRF pathway genes in BMDMs by *Bb*LP. **(a)** Line graphs showing the kinetics of relative expression of *Gbp2*, *Gbp5*, *Ifit1*, *Isg15*, *Rsad2* and *Hcar2* genes in BMDM during *Bb*LP treatment (1 and 0.1 µg) at 1, 4 and 24 hours determined by RT-PCR analysis. **(b)** Bar graphs showing the relative expression of *Gbp2*, *Gbp5*, *Ifit1*, *Isg15*, *Rsad2* and *Hcar2* genes in BMDM during *Bb*LP treatment (1 µg) pre-treated with or without BAY and BCI inhibitors, determined by RT-PCR analysis. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

While IKK inhibitor BAY significantly inhibited ISGs tested, compared to *Bb*LP alone, this inhibition was not saturating as there was some induction in BAY plus *Bb*LP treated BMDMs compared to BAY treated cells. This was also true for DUSP inhibitor BCI although the levels of the tested ISGs were significantly higher in the presence of *Bb*LP (**Figure 9B**). These observations suggest that the IKK dependent effects on ISGs are pronounced compared to DUSP1 dependent effects.

### *Bb*LP upregulates PD-L1 expression in BMDMs

The scRNA-Seq and proteomics data sets revealed that *Cd274* gene encoding PD-L1 was upregulated in *Bb*LP infected BMDMs (**Figure 4D**). 

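*Cd274* (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) had 176 CPM in Ctrl, 181 in LP1 and 1069.6 in LP4. The log2 ratio was 2.60 (95% interval 2.57 to 2.64) for LP4 over Ctrl and 0.04 (95% interval -0.01 to 0.08) for LP1 over Ctrl. Over the clusters A to H it ranged from 803 CPM in G to 1334 in H in LP4, and from 117 in G to 309 in H in Ctrl.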

To further validate these findings, BMDMs were treated with *Bb*LP (0.1 and 1 µg/mL), stained using anti-PD-L1 antibody at 1 and 24 hours, followed by flow cytometry analysis. Compared to control BMDMs, *Bb*LP significantly increased the surface expression of PD-L1 (PD-L1^hi^ population) at 24 hours (**Figures 10A–C**). No significant differences were observed between *Bb*LP treated and control BMDMs at 1 hour. Further, to understand the involvement of DUSP1 in regulating the PD-L1 expression in response to *Bb*LP, BMDMs were first treated with BCI inhibitors followed by exposure to *Bb*LP. At 24 hours, flow cytometric analysis revealed that there was a significant reduction in PD-L1 expression in the BCI-treated BMDMs with or without *Bb*LP treatment (**Figures 10D–F**) indicating that *Bb*LP induced expression of PD-L1 in macrophages is regulated by DUSP1.

**Figure 10:**
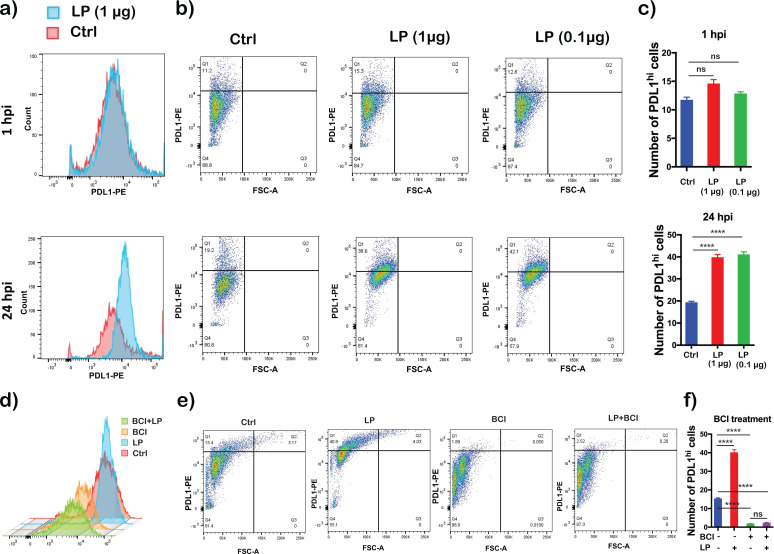
Flow cytometry analysis depicting expression levels of PD-L1 in *Bb*LP treated BMDMs. Expression pattern of PD-L1 in BMDM with or without LP treatment **(a)** Histogram, **(b)** Dot-plot, **(c)** Bar-graph showing the percentage of PD-L1^hi^ cells. Expression pattern of PD-L1 in BCI pre-treated or PBS-treated BMDM before LP treatment. **(d)** Histogram, **(e)** Dot-plot, **(f)** Bar-graph showing the percentage of PD-L1^hi^ cells. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Total cell lysates of BMDMs treated with *Bb*LP for 1, 2, 4, 24 and 48 hours were analyzed for PD-L1 levels by immunoblot analysis using commercially available anti-PD-L1 antibodies. PD-L1 levels were higher at 24 hours compared to other time points (**Figures 11A, C**), correlating with flow-cytometric analysis. Moreover, Pam3CSK4 treated cells induced PD-L1 activation similar to *Bb*LP at 24 hours in BMDMs (**Figures 11B, D**). These observations validated the multi-omics finding shown in **Figures 4D**, that *Bb*LP induced significantly higher PD-L1 expression in BMDMs. Confocal imaging showed increased PD-L1 intensity in *Bb*LP-treated BMDMs, co-localizing with CD11b, which was used as a macrophage surface marker to confirm cell identity, whereas PD-L1 levels were reduced in BCI-treated BMDMs compared with *Bb*LP-treated cells. (**Figure 11E**). Together, these observations demonstrated that PD-L1 surface expression is increased in response to borrelial lipoproteins and that DUSP1 inhibitor, BCI reduces the *Bb*LP induced PD-L1 expression on the BMDM.

**Figure 11:**
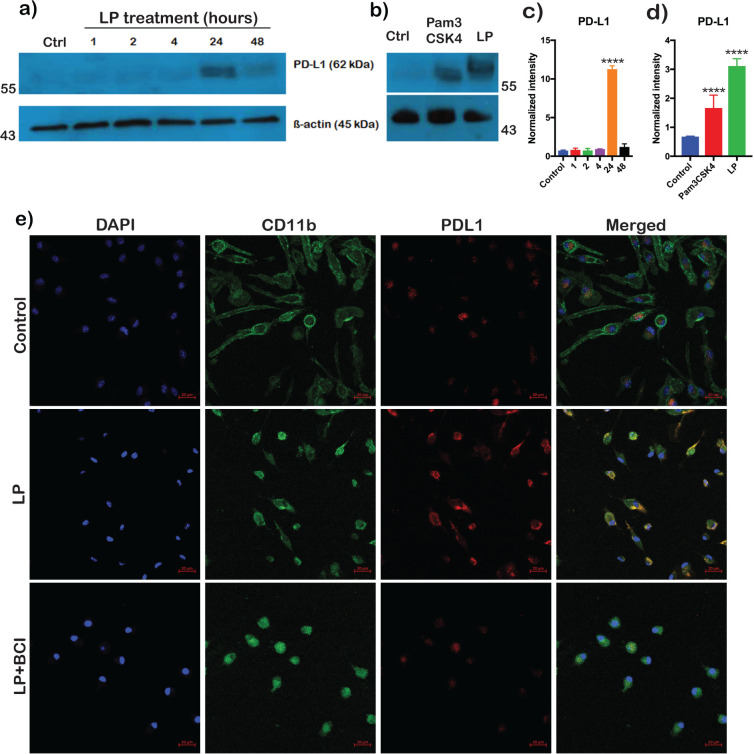
PD-L1 expression kinetics in BMDMs with *Bb*LP treatment. **(a)** western blotting and **(c)** bar graph showing mean ± standard deviation showing the expression of PD-L1 at 1, 2, 4, 24 and 48 hours post lipoprotein treatment in BMDM. **(b)** western blotting and d) bar graph showing mean ± standard deviation showing the expression of PD-L1 in BMDM stimulated with Pam3Csk4 and *Bb*LP at 24 h. PBS-treated BMDM was maintained as control and ß-actin was maintained as normalization control. **(e)** Co-localization of PD-L1 (Red) surface expression with CD11b (Green) and nuclear stain DAPI (Blue) in BMDM after 24 hours with or without LP treatment and pre-treated with BCI. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. ****p < 0.0001.

### MyD88 is necessary for *Bb*LP induced NF-κB & IRF responses in macrophages

*Bb*LP upregulated NF-κB-regulated genes (**Figure 6**) and ISGs through IRF-regulated expression in murine BMDMs by activating IKK (**Figure 9**). To specifically show NF-κB and ISG activation by *Bb*LP in macrophages, we used the THP1 dual-reporter human monocyte cell line. This cell line includes a luciferase reporter for ISG activation and a secreted embryonic alkaline phosphatase (SEAP) reporter for NF-κB activity, allowing simultaneous measurement of both pathways by monitoring luciferase and SEAP activity, respectively (67). THP1 cells, differentiated into macrophages using PMA, were treated with *Bb*LP, while cells treated with Pam3CSK4 served as positive control and bovine serum albumin (BSA) as a negative control. At 24 hours, SEAP was measured from the culture supernatants to assess NF-κB activity. THP1 cells treated with *Bb*LP showed significant SEAP activity at all tested concentrations, indicating that *Bb*LP induces NF-κB activation in THP1-derived macrophages, even at doses as low as 1 ng/mL (**Figure 12A**). Similarly, supernatants from cells treated with 1 ng/mL of TLR2 agonist, Pam3CSK4, also had significant SEAP activity. These results indicate that *Bb*LP induces TLR2 mediated NF-κB activity in human macrophages derived from THP1 monocyte like cell line consistent with what has been observed with the murine macrophages.

**Figure 12:**
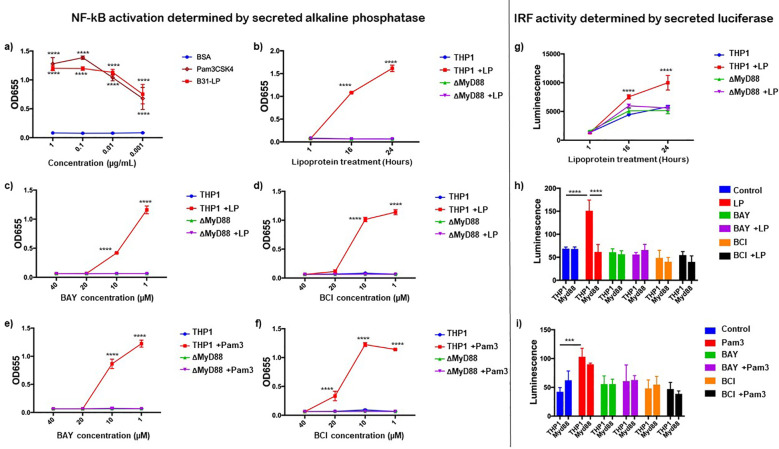
Activation of NFkB and IRF pathways in human THP1 dual reporter cells by *Bb*LP. NF-kB activation was determined by the secreted alkaline phosphatase. **(a)** SEAP activity in THP1 cells treated with different concentrations of BSA, Pam3CSK4 and LP at 24 hours. Kinetics of LP-induced SEAP activity in THP1 and MyD88 KO reporter cells, **(b)** at 1, 16 and 24 hours, and cells pre-treated with different concentrations of **(c)** BAY inhibitor and **(d)** BCI inhibitor. Kinetics of Pam3CSK4 induced SEAP activity in THP1 and MyD88 reporter cells pre-treated with different concentrations of **(e)** BAY inhibitor and **(f)** BCI inhibitor. IRF activity was determined by the secreted luciferase. **(g)** kinetics of LP-induced luminescence at 1, 16 and 24 hours post treatment. Bar graphs showing the luminescence induced by **(h)** LP and **(i)** Pam3CSK4 in THP1 and MyD88 KO THP1 reporter cells pre-treated with BAY or BCI inhibitors, while PBS-treated cells were maintained as control. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

scRNA-Seq analysis and proteomics data sets revealed the upregulation of MyD88 in macrophages following *Bb*LP treatment (**Figure 4D**). 

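In the single-cell libraries, *Myd88* was sparse, with 549 UMIs in Ctrl, 1150 in LP1 and 3564 in LP4. Over the clusters A to H it ranged from 11.1 to 21.7 CPM in Ctrl, from 13.7 to 32.5 CPM in LP1 and from 43.9 to 82.3 CPM in LP4.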

To understand the role of MyD88 in inducing NF-κB activity in macrophages, THP1 and MyD88 KO dual reporter cell lines were treated with 0.1 µg/mL *Bb*LP and SEAP activity was significantly high at 16 and 24 hours compared to the PBS-treated THP1 cells. However, in MyD88 KO-THP1 cells, no significant SEAP activity was observed at all the time points tested irrespective of the concentration of *Bb*LP (**Figure 12b**). These findings showed that *Bb*LP induced NF-κB pathway in THP1 cells via MyD88-dependent pathway consistent with previous findings (39, 45, 68).

In order to connect the effects of *Bb*LP on ISGs in human macrophages, we determined luciferase activity that tracks the IRF pathway using THP1 dual reporter cell lines (67). The luciferase activity was significantly higher in the *Bb*LP treated THP1 cells at 16 and 24 hours, compared to the PBS-treated THP1 cells (**Figure 12G**). However, there was no significant change in the luciferase activity in the *Bb*LP treated MyD88 KO-THP1 cells, compared to PBS-treated MyD88 KO cells. These results indicated that *Bb*LP treatment induces ISG54-regulated ISGs in human macrophages, via MyD88-dependent pathway.

### DUSP1 differentially regulates NF-κB pathway in *Bb*LP and Pam3CSK4 treated THP1 macrophages

To understand the involvement of IKK and DUSP1 in regulating NF-κB and IRF pathways in human macrophages induced by borrelial lipoproteins, THP1-dual reporter cells were treated with different concentrations (40, 20, 10 and 1 µM) of BAY and BCI inhibitors for 1 hour prior to treatment with *Bb*LP (0.1 µg/mL). Secreted SEAP and Luciferase activities were determined as absorbance (OD_655_) and luminescence respectively, from culture supernatants at 24 hours. Both BAY and BCI inhibitors completely inhibited *Bb*LP-induced SEAP activity at 20 and 40µM (**Figures 12C, D**). *Bb*LP-induced Luciferase activity was also inhibited by BAY and BCI inhibitors at 20 µM in THP1 cells (**Figure 12H**). Together, the results suggested that both IKK kinases and DUSP1 phosphatase regulate the NF-κB and ISG response in macrophages following treatment with *Bb*LP.

To determine if the inhibition of NF-κB/ISG activity by BAY and BCI inhibitors in macrophages is Tlr2-specific, we stimulated THP1 and MyD88-KO cells with Pam3CSK4 (10 ng/mL). Similar to *Bb*LP, levels of SEAP and Luciferase activity induced by Pam3CSK4 in THP1 cells were significantly reduced in the presence of 20µM of BAY and BCI inhibitors (**Figures 12E, F**). As expected, MyD88 KO did not show any significant difference following treatment with inhibitors or Pam3CSK4 stimulation, compared to PBS-treated THP1 (**Figure 12I**). These results demonstrated that IKK kinase and DUSP1/6 inhibitors significantly blocked the activation of NF-κB pathway during *Bb*LP and Pam3CSK4 stimulation in macrophages. This indicated that *Bb*LP induced NF-κB/IRF pathway in macrophages through MyD88-dependent TLR2 activation and are primarily regulated by IKK kinases and DUSP1 phosphatase.

### *Bb*LP modulates mitochondrial oxidative stress response pathways in THP1 macrophages

*Bb*LP treatment downregulated several mitochondrial genes in BMDM (**Figure 3A**), while mitochondrial antioxidant gene *Sod2* and a mitochondria-associated kinase cytidine monophosphate kinase 2, *Cmpk2* were upregulated, suggesting *Bb*LP modulate mitochondrial oxidative stress pathways. To validate scRNA-Seq findings on the effects of *Bb*LP on the transcriptional levels of *Cmpk2* and *Sod2* (**Figure 3C**), THP1 cells were treated with *Bb*LP for 1, 2, 4, 16, 24, and 48 hours. Expression levels of *Cmpk2* gene were significantly increased in *Bb*LP treated THP1 cells at 16 hours and gradually decreased at 24 and 48 hours (**Figure 13A**), whereas *Sod2* expression was significantly increased over time in treated macrophages from 4 to 48 hours compared to control macrophages (**Figure 13B**).

**Figure 13:**
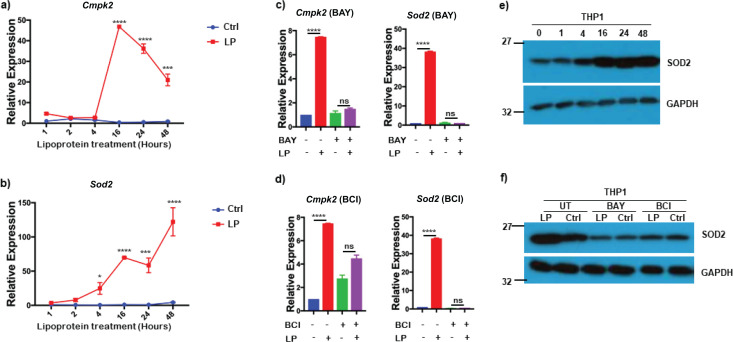
*Bb*LP upregulates mitochondrial stress related genes in THP1 cells. Line graphs showing the kinetics of relative expression of mitochondrial genes, **(a)***Cmpk2* and **(b)***Sod2* in LP-treated THP1 cells at 1,2,4,16,24 and 48 hours, determined by qPCR, while PBS-treated THP1 cells were maintained as control. Bar graphs showing the LP-induced relative expression of *Cmpk2* and *Sod2* genes in THP1 cells pre-treated with **(c)** BAY and **(d)** BCI inhibitors at 24 hours, determined by qPCR. Western blotting showing the expression of SOD2 protein in LP-treated THP1 **(e)** at 0,1,4,16,24 and 48 hours and **(f)** pre-treated with BAY and BCI inhibitors, while PBS-treated THP1 cells were maintained as control and GAPDH was used as normalization control. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Addition of both IKK inhibitor BAY and DUSP1 inhibitor BCI to PMA differentiated THP1 cells prior to treatment with *Bb*LP reduced the expression of *Cmpk2* and *Sod2* genes suggesting the role of NF-κB and DUSP1 mediated effects on mitochondrial oxidative stress responsive genes, *Cmpk2* and *Sod2* (**Figures 13C, D**). Furthermore, immunoblot analysis of total lysates of PMA differentiated THP1 cells treated with *Bb*LP resulted in increased levels of SOD2 at 4, 16, 24 and 48 hours compared to levels at 0- and 1-hour stimulation (**Figure 13E**). However, treatment with BAY or BCI prior to *Bb*LP addition reduced the levels of SOD2 in differentiated THP1 cells indicating the modulatory effects of both IKK and DUSP1 on mitochondrial genes (**Figure 13F**).

### *Bb*LP inhibits mitochondrial oxidative stress via MyD88 dependent pathway

While borrelial lipoproteins are known to signal through TLR2/1 and MyD88, we used MyD88-KO THP1 cells, differentiated into macrophages with PMA, to investigate the activation of mitochondrial oxidative stress-related genes by *Bb*LP at 24 hours. Both *Cmpk2* and *Sod2* expression levels were reduced in MyD88-KO THP1 cells compared to parental THP1 cells (**Figures 14A, B**).

**Figure 14:**
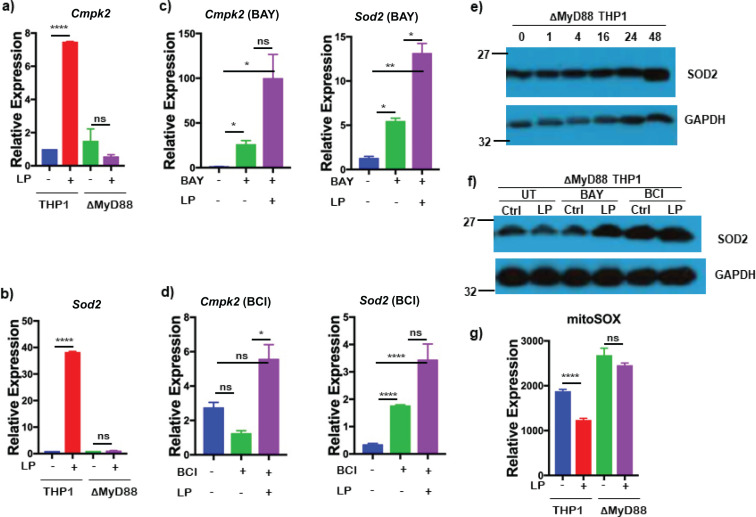
*Bb*LP-induced upregulation of mitochondrial stress is regulated by MyD88. Bar graphs showing the relative expression of mitochondrial genes, **(a)***Cmpk2* and **(b)***Sod2* in LP-treated MyD88 KO THP1 cells at 24 hours, determined by qPCR, while PBS-treated cells were maintained as control. Bar graphs showing the LP-induced relative expression of *Cmpk2* and *Sod2* genes in MyD88 KO THP1 cells pre-treated with **(c)** BAY and **(d)** BCI inhibitors at 24 hours, determined by qPCR. Western blotting showing the expression of SOD2 protein in LP-treated MyD88 KO THP1 **(e)** at 0,1,4,16,24 and 48 hours and **(f)** pre-treated with BAY and BCI inhibitors, while PBS-treated THP1 cells were maintained as control and GAPDH was used as normalization control. **(g)** Bar graph showing the median fluorescence intensity of mitoSOX in THP1 and MyD88 KO THP1 cells with and without *Bb*LP treatment. Graphs represent three biological replicates and are shown as mean ± SEM. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Treatment of MyD88-KO cells with BAY or BCI led to increased transcriptional levels of *Cmpk2* and *Sod2*, even without *Bb*LP, indicating the involvement of alternative pathways in the absence of MyD88 (**Figures 14C, D**). No significant changes in SOD2 protein levels were observed in MyD88-KO cells, except at 48 hours, which correlated with transcriptional data (**Figure 14E**). SOD2 protein levels were elevated in BAY- or BCI-treated cells (**Figure 14F**), similar to the transcriptional patterns of *Cmpk2* and *Sod2* in *Bb*LP-treated MyD88-KO cells. These results suggest that inhibition of IKK and DUSP1 impacts mitochondrial stress regulation in macrophages in a MyD88-dependent manner.

In addition, we tested mitochondrial reactive oxygen species (mtROS) production using mitoSOX in differentiated macrophages. The mitoSOX assay measures oxidative stress by detecting superoxide production in mitochondria. The median fluorescence intensity of mitoSOX^hi^ cells was significantly reduced in the *Bb*LP-treated parental THP1 macrophages, while no difference in mitoSOX was observed in *Bb*LP-treated MyD88 KO cells, compared to the PBS-treated controls (**Figure 14G**). This suggests that *Bb*LP reduces mtROS production in macrophages via a MyD88-dependent pathway, regulated by *Cmpk2* and *Sod2*, likely via their antioxidant properties.

### *Bb*LP induces a metabolic shift in BMDMs

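Of 83 nuclear genes of the respiratory chain and ATP synthase with at least 20 UMIs, 56 were lower in LP1 than in Ctrl and 64 were lower in LP4. Relative to the median of all genes, their median log2 ratio was -0.14 in LP1 and -0.35 in LP4. It lay at percentile 0 of the medians of 10000 random lists matched on expression in LP1 and 0.0100 in LP4. Members ranged from -1.30 to 1.65 in LP4 over Ctrl. From LP1 to LP4, the median of these genes relative to that of all genes was 0.03, at percentile 27.3 of such lists, and it was -0.05 for the ribosomal protein genes, at percentile 3.62. The 13 genes of the mitochondrial genome had a median of 0.45 in LP1, with 9 higher and 4 lower, and 0.55 in LP4, with 10 higher and 3 lower.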

Our single-cell RNA-Seq analysis identified downregulation of several mitochondrial genes and ribosomal genes in BMDM following stimulation with *Bb*LP (**Figure 3A**). Consistent with these observations, a MyD88-dependent reduction in mtROS (MitoSOX signal) was observed in human monocytic reporter cell lines, suggesting that *Bb*LP induce mitochondrial dysfunctions and alter cellular energy metabolism (**Figure 14G**). To directly assess metabolic reprogramming in murine BMDMs, we performed extracellular flux analysis following *Bb*LP stimulation to quantify oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) using Agilent Seahorse XF analyzer (**Figures 15A, B**). BMDMs obtained from three C3H/HeN mice were treated with *Bb*LP (1 µg), and metabolic kinetics were assessed at 1 h, 4 h, and 24 h. At early time points (1 h and 4 h), both basal and compensatory glycolysis were significantly increased, whereas basal respiration, maximal respiration, and spare respiratory capacity remained comparable to PBS-treated controls (**Figure 15C**). In contrast, after 24 h of *Bb*LP stimulation, maximal respiration and spare respiratory capacity were significantly reduced while glycolytic activity remained elevated relative to PBS-treated BMDMs (**Figure 15C**). These findings indicate a time-dependent metabolic shift in lipoprotein-stimulated macrophages, transitioning from an early glycolytic enhancement to a later state of constrained mitochondrial respiration coupled with sustained glycolysis.

**Figure 15:**
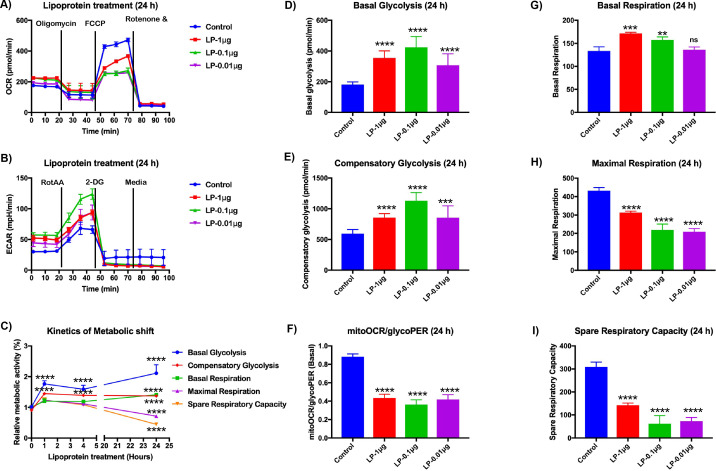
*Bb*LP stimulation induces time-dependent metabolic reprogramming in murine BMDMs. **(A, B)** Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured by Seahorse extracellular flux analysis in BMDMs isolated from C3H/HeN mice stimulated with *Bb*LP (1 µg) for 1 h, 4 h, or 24 h compared with PBS-treated controls. **(C)**. Levels of metabolic parameters significantly increased basal and compensatory glycolysis without affecting basal respiration, maximal respiration, or spare respiratory capacity following *Bb*LP exposure for 1–4 hours. At 24 hours, *Bb*LP stimulation significantly reduced maximal respiration and spare respiratory capacity while glycolytic activity remained elevated, indicating a shift from oxidative phosphorylation toward glycolysis. **(D-I)** To evaluate dose dependence, BMDMs were stimulated for 24 hours with decreasing *Bb*LP concentrations (1 µg, 0.1 µg, 0.01 µg). All doses significantly increased basal and compensatory glycolysis **(D, E)** and reduced the mitoOCR/glycoPER ratio **(F)**, maximal respiration **(H)**, and spare respiratory capacity **(I)** compared with PBS controls. Basal respiration increased in a dose-dependent manner following *Bb*LP treatment **(G)**. Comparisons between treated samples and PBS-treated controls were performed using a two-tailed Student’s *t*-test. Statistical significance is indicated as. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To determine whether this metabolic reprogramming is dose-dependent, BMDMs were stimulated with decreasing concentrations of *Bb*LPs (1 µg, 0.1 µg, and 0.01 µg) for 24 h. All concentrations significantly increased basal and compensatory glycolysis (**Figures 15D, E**) and reduced the mitoOCR/glycoPER ratio (**Figure 15F**), maximal respiration, and spare respiratory capacity (**Figures 15H, I**) compared to PBS-treated controls, indicating that even low levels of borrelial lipoproteins are sufficient to induce metabolic reprogramming in macrophages. Notably, basal respiration increased in a dose-dependent manner following *Bb*LP stimulation (**Figure 15G**), suggesting that mitochondria operate closer to their functional limit despite diminished respiratory reserve, a profile consistent with inflammatory mitochondrial stress and reduced bioenergetic flux.

## Discussion

The ability of spirochetes to modulate the host’s innate immune responses by exploiting components of tick saliva and its own PAMPs, such as lipoproteins, nucleic acids, peptidoglycan, and flagellin, plays a critical role in its survival during both the tick and mammalian phases of infection (11, 37, 42, 69–72). The interactions between *Bb* and the host largely depend on the spatial and temporal expression of various lipoproteins on the surface, which engage with TLRs and non-TLR receptors, influencing *Bb*’s survival, colonization, and pathogenicity (73, 74). Recently, scRNA-Seq of GFP-labeled *Bb*-infected murine splenocytes revealed that infected neutrophils upregulate *Dusp1*, *Cxcl2*, and *Il1β*, with elevated DUSP1 correlating with increased inflammatory cytokines and Caspase-3 compared with uninfected cells (59). We extended these studies and performed scRNA-Seq with murine bone marrow-derived macrophages (BMDMs) exposed to purified borrelial lipoproteins for 1 and 4 hours and compared the transcriptome changes with PBS-treated control BMDMs to interrogate signaling events mediated by *Bb*LP notably in integrating the role of DUSP1 with proinflammatory, anti-inflammatory and mitochondrial responses (summarized in **Figure 16**).

**Figure 16:**
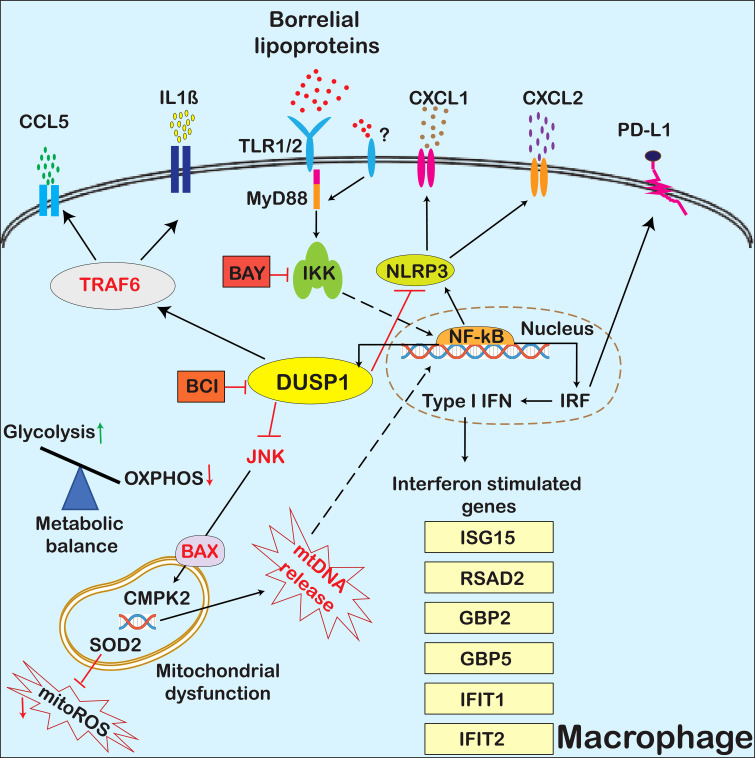
Overview of *Bb*LP induced changes in BMDMs. A graphical overview depicting the modulation of BMDMs by *Bb*LP. TLR1/2, bound to MyD88, are shown as the primary receptors for *Bb*LP. IKK and DUSP1 are highlighted as central regulators, marked in green and yellow, respectively, while their inhibitors BAY and BCI are shown in red boxes. Mitochondrial effectors like mtROS and mtDNA are depicted as stars. Type-I-IFN-regulated genes are listed in yellow boxes. Solid arrows indicate gene regulation pathways, while dotted arrows represent the translocation of proteins into the nucleus. Cytokines such as CXCL1, CXCL2, CCL5, and IL1B are shown as various colored granules in the extracellular space. The previously identified mediators, including JNK, BAX, TRAF6, and mtDNA, which were not experimentally examined in this manuscript, are highlighted in red.

A heterogeneous population of BMDMs, consisting of 11 distinct clusters, was identified across all three samples (Ctrl, LP1, LP4) based on DEGs (**Figures 1A–C**). However, all clusters expressed the leukocyte marker *Ptprc* (CD45) and the macrophage marker *Csf1r*, confirming that these clusters represent macrophage subtypes (**Figures 1C, D**). Furthermore, macrophage heterogeneity was evident based on DEGs within the samples, defining three functional classes of BMDMs: 1) inflammatory macrophages (*Fgf13*, *Ccnd1*) (75); 2) antigen-presenting macrophages (*Apoe*, *Slc9a9*) (76); and 3) cell cycle-related macrophages (*Hist1h1b*, *Hist1h2ap*) (77), identified based on the functionally relevant genes (**Figures 1D, E**). 

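*Ptprc* (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) stood between 289 CPM in cluster G and 513 CPM in cluster I over the cells of all libraries, apart from 109.6 CPM in the 13 cells of cluster K. *Csf1r* (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) stood, among clusters A to H, between 601 CPM in G and 1084 CPM in B in Ctrl, between 421 CPM in G and 759 CPM in B in LP1 and between 312 CPM in E and 599 CPM in F in LP4. Over the cells of all libraries, it had 350.5 CPM in J, 113 CPM (95% interval 85.4 to 148) in the neutrophil-like cluster I and 74.6 CPM (43.4 to 119) in K. After thinning, a UMI of *Csf1r* was seen in 15.7% of the cells of I (95% interval 8.11 to 26.4) and in 54.9% (J) to 81.1% (B) of those of clusters A to H and J. Without thinning the shares in I and B were 27.1% and 97.0%, at medians of 4601 and 4904 UMIs per cell. Over all cells of a library, *Csf1r* had 769 CPM in Ctrl, 522 in LP1 and 421 in LP4.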

Inflammatory macrophages constitute the major population exhibiting significant DEGs between PBS-treated and lipoprotein-treated BMDMs with several hub genes associated with pro-inflammatory functions. This is consistent with other scRNA-Seq studies that have identified inflammatory macrophages with similar sets of hub genes in various inflammatory disease conditions (78, 79).

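Ctrl cells took 26.6% of their 20 nearest neighbours from LP1 and 0.200% from LP4. LP1 cells took 22.1% from Ctrl and 0.301% from LP4. Clustered on genes that do not differ between libraries, the shares of Ctrl and LP1 cells were 9.08% and 8.15% in cluster E and 6.56% and 7.96% in the cycling-like cluster G.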

In the Harmony-integrated UMAP plots of the control, LP1, and LP4 samples, the LP4 clusters are distinctly separated, while BMDM subsets remained consistent between PBS-treated (Ctrl) and lipoprotein-treated (LP1) samples (**Figures 2A, B**). These findings were further supported by pseudotime analysis (**Supplementary Figure 4**). Pseudotime analysis of atherosclerotic macrophages showed that several macrophage subsets transitioned into M1 macrophages, aligning with multiple genes identified in this study reflecting broader responses of macrophages to activating signals (80). Many upregulated genes in the LP4 clusters were specific to classical M1 polarization (**Supplementary Figure 2**), including *Nos2*, *Cd40*, and *Ch25h* (81, 82). These results suggest that lipoproteins drive M1 polarization in macrophages, which are known to produce pro-inflammatory cytokines through transcription factors such as STAT1, NF-κB, and IRF-5 (83), along with additional macrophage phenotypes broadening the innate immune responses following *Bb* exposure (**Supplementary Table 2**). Moreover, receptors such as *Clec4d* and *Clec4e*, which were differentially regulated following *Bb* treatment, correlate the effects observed with purified lipoproteins (50, 84, 85). 

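*Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had 14 UMIs in Ctrl, 8 in LP1 and 11689 in LP4, a log2 ratio of LP4 over Ctrl of 8.92 (95% interval 8.18 to 9.79). *Ch25h* (ENSMUSG00000050370, chromosome 19, 34473778 to 34475164) had 4, 18 and 9881 UMIs, with a log2 ratio of 10.49 (95% interval 9.13 to 12.36). *Cd40* rose from 50.3 to 205 CPM, a log2 ratio of 2.03 (95% interval 1.96 to 2.10). In LP1 over Ctrl, *Cd40* had 0.05 (95% interval -0.03 to 0.14), which is 0.12 under TMM. A UMI of *Nos2* was seen in 19.2% (95% interval 18.1 to 20.4) of LP4 cells after thinning and 36.2% without, and in none of the 28 neutrophil-like cells of LP4, whose upper limit is 12.3%.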

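In LP1, the log2 ratios to Ctrl were -0.27 (95% interval -0.31 to -0.24) for *Rab7b* (ENSMUSG00000052688, chromosome 1, 131688695 to 131715439), 0.26 (95% interval 0.21 to 0.31) for *Pik3cb* (ENSMUSG00000032462, chromosome 9, 99036654 to 99140621), -0.68 for *Fosb* and 0.39 for *Egr2*. *Fos* and *Egr1* had -0.62 (95% interval -0.64 to -0.59) and 0.14 (95% interval 0.10 to 0.17) in LP1, and *Ndufv3* and *Ndufa2* -0.95 and -1.11. In LP4, *Dusp4* and *Dusp5* had log2 ratios to Ctrl of -2.19 and -3.29.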

Importantly, genes involved in 1) phosphatidylinositol 3-kinase pathway (*Rab7b, Pik2, Pik3cb*); 2) mitogen-activated protein kinase/extracellular signal-regulated kinase pathway (*Dusp1*, *Dusp4*, *Dusp5*), 3) AP-1 transcription factors (*Fos, Fosb*); 4) early growth response (*Egr1, Egr2*) (86) and mitochondrial energy metabolism (*Ndufv3*, *Ndufa2*, *Uqcr10*, *Uqcr11*, *Atp5j2*) were down-regulated in lipoprotein treated BMDMs (**Figure 2C**). Down-regulation of these genes suggest that lipoproteins suppress mitochondrial energy metabolism, leading to impaired immune function in macrophages, where DUSP1 plays a key role in regulating the MAPK and PI3K pathways (87–89). This suggests that lipoproteins modulate multiple components in macrophages, impacting immune response efficiency associated with elevated inflammation during spirochete infection (90).

Among the identified DEGs, classical macrophage surface receptors such as *Tlr2*, *Myd88*, and *Il13ra1*, along with ISGs like *Gbp2*, *Gbp5*, *Ifit1*, *Ifit2*, and *Isg15*, were expressed across all subsets of BMDMs (**Supplementary Figure 2**), consistent with prior reports (39, 45, 68). The upregulation of these receptors and ISGs in inflammatory macrophages in response to *Bb*LP correlates with observations in macrophages from atherosclerosis models (91). Receptors such as *Cd274* (PD-L1), *Nr3c1*, and *Ldlr* were upregulated in LP4, suggesting novel roles for these receptors in macrophage interactions with lipoproteins. 

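*Nr3c1* (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421) had 101 CPM in Ctrl and 271 in LP4, a log2 ratio of 1.42 (95% interval 1.37 to 1.47). Between Ctrl and LP1 the log2 ratio was 0.07 (95% interval 0.01 to 0.13).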

Notably, PD-L1 expressing macrophages exhibit properties to promote CD8^+^ T cells proliferation and cytotoxic capacity in tumors (92). *Nr3c1*, a glucocorticoid receptor that is epigenetically regulated, and *Ldlr*, a low-density lipoprotein receptor involved in lipid metabolism, both play crucial roles in controlling inflammation in macrophages, highlighting a complex and multi-faceted macrophage response (93, 94).

Analysis and validation of the scRNA-Seq data sets between LP1 and LP4 in comparison with PBS-treated BMDMs has been directed at three broad areas of focus namely 1) significance of mitochondrial and ribosomal genes affecting the metabolic status of the BMDM; 2) effects of DUSP1 upregulated in LP1 and 3) impact of ISGs and other signaling genes notably chemokines (**Figures 3A–C**). There also appears to be a unique subcellular localization profile with DEGs upregulated in the PBS-treated BMDMs localized to the mitochondria, while those in LP1 and LP4 localized to endosomal compartments/lysosomes and Golgi apparatus, respectively (**Figures 3D–F**). These observations add to the significance of the breakdown products of *Bb*, an extracellular pathogen, in modulating cellular processes influencing macrophage responses and cumulative innate immune responses induced in a mammalian host.

Proteomic analysis of the total lysate from *Bb*LP-infected BMDMs validated levels of DEGs at the protein level between control, LP1 and LP4 samples (**Figure 4**). 

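*Il13ra1* (ENSMUSG00000017057, chromosome X, 36112110 to 36171259) had 262 UMIs in Ctrl, 483 in LP1 and 3853 in LP4, which is 7.34, 9.20 and 62.8 CPM. The log2 ratio was 3.10 (95% interval 2.91 to 3.28) for LP4 over Ctrl and 0.33 (95% interval 0.11 to 0.55) for LP1 over Ctrl. After thinning, a UMI was seen in 1.46% of Ctrl cells and 10.7% (95% interval 9.85 to 11.7) of LP4 cells, and in none of the 28 neutrophil-like cells of LP4, whose upper limit is 12.3%. Without thinning the shares were 4.07% and 42.9%.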

Interleukin receptor, IL13RA1 was upregulated in LP4 clusters at both the transcriptional (**Supplementary Figure 2**) and protein levels (**Figure 4D**). However, genes encoding the *Il13ra2* subunit, as well as *Il13* and *Il4* genes, were not expressed in PBS-treated BMDMs. The IL13RA1 subunit forms a receptor complex with IL4RA, serving as the primary receptor for IL13 and IL4 (95). Binding of IL13 and IL4 proteins to tyrosine kinase TYK2 may mediate signaling processes leading to the activation of JAK1, STAT3, and STAT6, resulting in interferon signaling (96). The presence of peptides specific to MyD88, GBP5 and PD-L1 reflected the transcriptomes upregulated in LP4 compared to LP1 or PBS-treated BMDMs validating the scRNA-Seq findings (**Figure 4D**). The significance of IL13RA1, however, remains to be investigated although it was detected in mouse blood in response to *Bb* (97). Stimulation of toll-like receptors (TLRs) by pathogens activates signaling cascades, leading to the translocation of nuclear factor-κB (NF-κB) to the nucleus (98) and the activation of interferon regulatory factors 3/7 (IRF3/7) (99). Consistent with these known mechanisms, both scRNA-Seq (**Figures 3B, C**) and proteomic analyses (**Figure 4E**) revealed MAPK phosphorylation-mediated NF-κB and IRF pathways in BMDMs exposed to *Bb*LP (**Figures 5**, **9**, **12**).

In addition, unbiased proteomic analysis revealed 21 matches to *B. burgdorferi* proteome with peptide abundance for lipoproteins such as outer surface proteins A, B, C, D and 6.6 kDa lipoprotein. Since the lysates were prepared from macrophages, after washing with PBS, only internalized borrelial proteins were preferentially detected, suggesting that these proteins were processed at higher levels in macrophages. Even though we did not observe any significant levels of the flagellin (FlaB) in the detergent phase by immunoblot assay (**Supplementary Figure 1**), the presence of peptides specific to flagellin indicate either the sensitivity of method used (nanoLC-MS/MS) or the potential for association of FlaA/FlaB with other abundant lipoproteins (**Figure 4C**). However, the abundance of lipoproteins resulted in DEGs leading to activation of macrophages (100).

Validation of scRNA-Seq data either confirmed previous findings from bulk RNA sequencing analyses regarding responses to *Bb*LP (85, 101) and identified novel DEGs involved in enhancing or suppressing the innate immune responses mediated by macrophages in response to *Bb*LP. A major finding of this study is the transient expression of DUSP1 in LP1 compared to LP4, as shown in the scRNA-Seq analysis (**Figure 2D**), which was further validated at both the transcriptional and translational levels (**Figures 5A, B**). 

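A UMI of *Dusp1* was seen in 52.2% (95% interval 50.9 to 53.4) of Ctrl cells, 65.4% (95% interval 64.1 to 66.8) of LP1 cells and 24.7% (95% interval 23.5 to 26.0) of LP4 cells after thinning to 2000 UMIs. In the neutrophil-like cells the shares were 4.76%, 14.3% and 10.7% of 21, 21 and 28 cells. The thinned Ctrl and LP1 cells had medians of 5194 and 9353 UMIs before thinning, and their neutrophil-like cells 3947 and 6261. Without thinning, 78.9% of Ctrl, 95.3% of LP1 and 61.6% of LP4 cells had a UMI. The log2 ratio of LP4 over Ctrl was -1.24 (95% interval -1.28 to -1.21).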

DUSP1 dephosphorylates threonine and tyrosine residues on mitogen-activated protein kinases (MAPKs), preferentially p38 and c-Jun N-terminal kinase. By rendering these kinases inactive, DUSP1 serves as an excellent drug target for the positive and negative regulation of immune responses (102). However, the significance of DUSP1 in modulating the innate response induced by borrelial lipoproteins is unclear. While there was a significant increase both at the transcriptional and translational level at 1 hour of treatment with *Bb*LP, there was a rapid decline at 4 hours suggesting rapid post-translational decay (**Figures 5A, B**). This pattern is consistent with the response observed in mouse spleen following LPS injection, where *Dusp1* gene expression was high at early hours but low at 24 hours (103). Moreover, in our previous study, we demonstrated that intact *Bb* induces *Dusp1* upregulation in splenic neutrophils and macrophages at 1 hour, highlighting its role in modulating the CXCL1 and CXCL2 axis in neutrophils during *Bb* infection and underscoring the role of DUSP1 in early stages of innate immune response (59).

The role of DUSP1 in the signaling events mediated by *Bb*LP via TLRs, MyD88 and IKK were further interrogated using specific inhibitors targeting either IKK or DUSP1. BAY 11-7082, an inhibitor of IKK, prevented the upregulation of DUSP1 by lipoproteins, suggesting a key regulatory role for IKK in regulating the NF-κB resulting in increased levels of DUSP1 in macrophages and thereby influencing early modulation of inflammatory responses (**Figure 5C**). As shown in **Figures 5C, F**, pre-treatment of BMDMs with 2-benzylidene-3-(cyclohexylamino)-1-indanone hydrochloride (BCI), a specific allosteric inhibitor of DUSP1 and DUSP6, completely inhibited *Bb*LP induced DUSP1 expression, confirming that BCI effectively suppresses DUSP1 protein expression in macrophages (104).

A significant increase in the expression of NLRP3-associated genes such as *Nlrp3*, *Il1f9*, and *Ccrl2*, independent of the *Bb*LP dose, was observed in treated BMDMs although the levels of *Nlrp3* was significantly lower at 24 hours, suggesting modulation of NLRP3-associated signaling pathways by *Bb*LP consistent with prior observations with intact spirochetes (**Figure 6A**) (105, 106). Both the transcriptional and protein levels of CXCL1 and CXCL2 were elevated in macrophages exposed to *Bb*LP (**Figures 6A, B**). Interestingly, treatment with the BCI inhibitor significantly enhanced the transcriptional and cytokine levels suggesting that DUSP1 may act as a negative regulator of the NLRP3 inflammasome-mediated CXCL1 and CXCL2 expression in macrophages exposed to lipoproteins (**Figures 6C**, **8A**). This finding aligns with previous research demonstrating enhanced CXCL1 and CXCL2 activation in DUSP1-deficient macrophages following lipopolysaccharide (LPS) stimulation although the TLR involved in LPS driven signaling events is different (107). Inhibition of IKK with BAY, however, resulted in increased levels of transcripts specific to *Cxcl1* and *Cxcl2* (**Figure 6C**) although the level of the cytokines detected in the supernatants were at the same level as from PBS-treated cells indicating a positive regulatory role for IKK in NLRP3 inflammasome-mediated CXCL1 and CXCL2 expression in macrophages (**Figure 8A**). The NF-κB and STAT1 pathways are well-established regulators of CXCL1 and CXCL2 transcription (108). The CXCL1→CXCR2 axis is critical in cellular senescence and immune cell recognition, underscoring its importance in inflammatory responses mediated by macrophages (109, 110). Inhibitors of IKK-mediated NLRP3 responses notably the dampening of the release of inflammatory cytokines such as CXCL1 and CXCL2 are likely candidate formulations to minimize the pathological effects of *Bb* or its PAMPs (111).

It has been shown that DUSP1 mediates TRAF6 dependent regulation of levels of CCL5 and IL1B (112, 113). While *Bb*LP upregulated *Ccl5* and *Il1b* genes and their cytokine levels in BMDMs, with peak gene expression observed at 24 hours (**Figure 7A**), treatment with both IKK and DUSP1/6 inhibitors significantly inhibited the transcriptional and cytokine levels of CCL5 and IL1B compared to PBS-treated *Bb*LP-infected macrophages (**Figures 7B**, **8A**), indicating the essential roles of IKK kinases and DUSP1 in mediating TRAF6 dependent induction of NLRP3-independent proinflammatory cytokines such as IL1B (106). The relevance of these findings is underscored by recent studies demonstrating the therapeutic potential of targeting CCL5 and IL1B in various inflammatory conditions such as in restoration of immune homeostasis and reduction in viral load in critical COVID-19 patients through disruption of the CCL5/RANTES-CCR5 pathway (114). Similarly, blocking IL1B activity has shown rapid and sustained reduction in disease severity in autoinflammatory syndromes (115). Furthermore, IL1B-expressing macrophages have been implicated in inflammatory arthritis interacting with CD8+ T cells via the CCL5/CCL3 axis, serving as potential therapeutic targets for ameliorating a range of inflammatory conditions (116). Using a well-established TLR2 agonist and PAMP associated with *Bb*LP - Pam3CSK4, it was possible to demonstrate that *Cxcl1*, *Cxcl2*, *Ccl5* and *Il1b* were upregulated in BMDMs. However, treatment with either BAY or BC1 did not reduce the cytokine levels of CXCL1 and CXCL2 although the levels of CCL5 and IL1b were lower in the presence of the inhibitors. One possible explanation for this discrepancy is levels of engagement of TLRs by the PAMP alone versus PAMP being a part of a larger sets of proteins as would be expected with *Bb*LP.

*B. burgdorferi* elicits robust innate and inflammatory responses involving both IFN-I (IFN-α and β) and IFN-II (IFN-γ) cytokines that drive the expression of interferon-stimulated genes (ISGs) (117, 118). *Bb*LP upregulate several ISGs, including *Gbp2*, *Gbp5*, *Ifit1*, *Isg15*, *Rsad2*, and *Hcar2*, showing an increasing trend over the course of infection (**Figure 9A**). These observations are consistent with previous study demonstrating the significance of IFN pathway-related genes, such as *Ifnb*, *Cxcl10*, *Gbp1*, *Ifit1*, *Ifit3*, *Irf7*, *Mx1*, and *Stat2*, that were differentially expressed in mice infected with *B. burgdorferi* (97). While treatment with IKK inhibitor BAY reduced the levels of *Gbp2*, *Gbp5*, *Ifit1*, *Isg15*, *Rsad2*, and *Hcar2* significantly, the levels of reduction in response to DUSP1/6 inhibitor BCI only partially reduces ISG expression, suggesting a secondary role for DUSP1/6 in this context (**Figure 9B**). This implies that targeting IKK kinases could potentially impair the host’s ability to clear *B. burgdorferi*, whereas targeting DUSP1/6 may offer a more nuanced approach to modulating the immune response against *Bb* infection in reservoir hosts (43). Among ISGs, guanylate-binding proteins (GBPs) have been shown to contribute to host defense against pathogens and to promote inflammasome activation during bacterial infections (119). GBP2 is elevated in various tissues during *Bb* infection in mice, underscoring its involvement in the innate immune responses (5). Both GBP2 and GBP5 exhibit antiviral activities and play roles in immune responses, with GBP5 specifically promoting NLRP3 inflammasome assembly (120, 121). Moreover, treatment with an IKK inhibitor completely inhibits the expression of these ISGs in *Bb*LP-infected BMDMs, emphasizing the critical role of IKK kinases in their regulation (**Figure 9B**).

The study of programmed cell death protein 1 (PD-1) and its ligand PD-L1 has significant implications in immunotherapy, particularly in diseases like Lyme arthritis (122). Recently, upregulation of PD-1 on CD4+ T cells and PD-L1 on antigen-presenting cells was demonstrated in Lyme arthritis suggesting a role for the PD-1/PD-L1 pathway in modulating T cell responses and inflammation induced by *Bb* (122). Both scRNA-Seq and proteomic analyses revealed that PD-L1 encoded by *Cd274* is markedly expressed in macrophages in response to *Bb*LP in LP4 sample (**Figure 4D**). This was further confirmed using flow cytometry and antibodies specific to PD-L1 on macrophages following treatment with *Bb*LP (**Figures 10A-C**). 

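In LP4, a UMI of *Cd274* was seen in 79.4% (95% interval 78.2 to 80.6) of cells after thinning to 2000 UMIs, against 26.3% (95% interval 25.2 to 27.5) in Ctrl and 26.3% (95% interval 25.1 to 27.5) in LP1. In the neutrophil-like cells of LP4 the share was 3.57% (95% interval 0.0904 to 18.3). Without thinning, the shares were 97.3% in LP4, 49.3% in Ctrl and 62.3% in LP1.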

Inhibition of DUSP1/6 with BCI completely blocked PD-L1 expression in macrophages prior to *Bb*LP treatment (**Figures 10D–F**). Peak levels of PD-L1 was observed at 24 hours by immunoblot analysis and corroborated using confocal microscopy showing PD-L1 on the surface of BMDMs at 24 hours, which was inhibited by the DUSP1/6 inhibitor BCI (**Figures 11A, C, E**). PD-L1 was also upregulated in BMDMs in response to Pam3CSK4 similar to *Bb*LP (**Figure 11B**) These observations aligns with previous studies showing that DUSP1 can regulate PD-L1 expression in the context of microbial infections potentially enhancing the accumulation of PD-1+CD4+ T cells and exacerbating inflammation in response to *Bb* infection (123, 124). Notably, targeting the PD-1/PD-L1 pathway did not impact *Bb* clearance directly although it affected T cell expansion in mice (122). Recent studies demonstrated that PD-L1 expressing macrophages are hyperactive, mature and immunostimulatory and plays a key role in clearing tumors (92). Therefore, targeting DUSP1 to modulate PD-L1 expression might be a novel strategy to improve the clearance of *Bb* from the site of infection.

*Bb*LP upregulated NF-κB-regulated Nlrp3-associated genes (**Figure 6**) and induced IRF-regulated expression of ISGs in murine BMDMs via activation of IKK (**Figure 9**). Similarly, *Bb*LP treatment elicited both SEAP and Luciferase activities in THP1-Dual reporter cells, indicating activation of both NF-κB and ISGs in human macrophages (**Figure 12A**), consistent with the response observed in murine BMDMs. SEAP and Luciferase activities were significantly lower in MyD88-KO-THP1 cells compared to THP1 reporter cells during *Bb*LP treatment (**Figures 12B, G**), demonstrating that MyD88 is essential for the activation of these pathways in macrophages. Treatment with BAY and BCI inhibitors in both THP1 cells and MyD88-KO cells significantly reduced SEAP and Luciferase activities induced by *Bb*LP treatment highlighting the requirement of IκB kinases and DUSP1/6 phosphatases for NF-κB and ISG activation in both human and murine macrophages (**Figures 12C, D, H**). Prior studies have demonstrated that BCI (DUSP1/6 inhibitor) attenuates lipopolysaccharide-induced inflammatory responses in murine macrophage cells by inhibiting the NF-κB pathway (125). These observations further support that BCI inhibits NF-κB and ISG-mediated inflammatory responses in both murine and human macrophages. SEAP activity in BCI-treated (20µM) THP1 cells was significantly increased during Pam3CSK4 stimulation, whereas it was inhibited during *Bb*LP stimulation (**Figures 12E, F, I**). These results are indicative of *Bb*LP activation of NF-κB and ISGs in macrophages is dependent on TLR2/MyD88, while DUSP1’s involvement in NF-κB and ISG activation is independent of the TLR2/MyD88 cascade, consistent with findings in murine BMDMs (126).

scRNA-Seq revealed downregulation of several mitochondrial genes related to ROS production following treatment of BMDMs with *Bb*LP and upregulation of mitochondrial antioxidant genes such as cytidine monophosphate kinase 2 (*Cmpk2*) and mitochondrial superoxide dismutase 2 *Sod2* (**Figures 3A, B**). These observations were validated in THP1 macrophages using qPCR (**Figures 13A, B**), suggesting reduced ROS production. 

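*Cmpk2* (ENSMUSG00000020638, chromosome 12, 26469204 to 26479837) had 15.5 CPM in Ctrl, 14.7 in LP1 and 719.7 in LP4, with log2 ratios over Ctrl of -0.08 (95% interval -0.24 to 0.08) and 5.54 (95% interval 5.42 to 5.66). *Sod2* (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063) had 104, 221 and 847 CPM, with log2 ratios of 1.09 (95% interval 1.03 to 1.14) and 3.03 (95% interval 2.98 to 3.07).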

The transcriptional levels of *Cmpk2* peaked at 16 hours, aligning with previous studies peak levels were observed at 12 hours following LPS treatment in macrophages (127). CMPK2, is an early and highly expressed ISG in macrophages following bacterial and viral infections, as well as in response to lipopolysaccharide (LPS) and polyinosinic:polycytidylic acid (poly IC) (127–129). SOD2 plays a crucial role in developing oxidative stress resistance in M1 macrophages (130). Treatment with *Bb*LP resulted in increased transcriptional and protein levels of SOD2 in THP1 macrophages (**Figures 13B, C**) while no such effect was observed in MyD88 knockout (KO) cells (**Figures 14A, B**) indicating that mitochondrial stress response is partly regulated by MyD88. Moreover, the mitoSOX assay showed that *Bb*LP significantly reduced mtROS activity in THP1 but not in MyD88 KO cells, indicating that *Bb*LP reduces mtROS in a MyD88-dependent manner (**Figure 14G**). Further, our metabolic flux analysis in *Bb*LP stimulated murine BMDM provides functional evidence that borrelial lipoproteins actively reprogram macrophage bioenergetics. *Bb*LP exposure promoted a shift toward glycolysis accompanied by reduced mitochondrial respiratory capacity, indicating a transition from oxidative phosphorylation to a glycolytic phenotype (**Figure 15**). This metabolic remodeling is consistent with our transcriptional data showing induction of oxidative stress-associated genes and with reduced mitochondrial superoxide levels, suggesting that *Bb*LP signaling dampens mitochondrial electron transport activity rather than enhancing mtROS production. Such a shift toward glycolysis is a hallmark of inflammatory macrophage activation and may represent a host adaptation to support rapid effector functions while limiting mitochondrial damage, consistent with earlier findings in *Bb* infected cells (131). Together, these findings strengthen our model in which *Bb*LP-driven innate immune signaling alters mitochondrial metabolism to shape macrophage functional responses during infection. *Bb* decreases the long-term capacity of PBMCs to generate ROS and evade killing while modulating the host immune system (132), consistent with our findings. A recent study demonstrated that borrelial outer membrane vesicles modulate mitochondrial oxidative stress in human neuroblastoma cells (133). These observations suggest that *Bb*LP treatment inhibits mtROS production in macrophages, regulated by SOD2 and CMPK2 in a MyD88-dependent manner.

BAY and BCI inhibited the transcriptional expression of *Bb*LP-induced *Cmpk2* and *Sod2* in THP1 macrophages (**Figures 13C, D**). Similarly, treatment with BAY or BCI prior to *Bb*LP addition reduced the protein levels of SOD2 in differentiated THP1 cells (**Figure 13F**), suggesting that both IKK and DUSP1 regulate mitochondrial stress in macrophages in response to borrelial lipoproteins. Regulation of SOD2 by the NF-κB pathway has been identified during epithelial-mesenchymal transition, and SOD2 induction in transformed keratinocytes was concurrent with the suppression of TGF-β-mediated induction of both ROS and senescence (134). However, BAY and BCI inhibitors elevated the expression of *Cmpk2* and *Sod2* in MyD88-KO cells, independent of lipoprotein treatment (**Figures 14C–E**). Previous studies have shown that NF-κB and DUSP1 modulate mitochondrial transcription factors and mtROS suggesting that inhibition of NF-κB and DUSP1 affects mitochondrial stress homeostasis in macrophages in a MyD88-dependent manner (129, 135, 136). Moreover, LPS stimulation in BMDM increases mtROS, whereas *Bb*LP reduces mtROS, indicating that the *Bb*LP-induced response is distinct from the LPS-stimulated response (137).

Mitochondrial dysfunction is observed in *Bb*LP-treated macrophages, as indicated by the downregulation of mitochondrial energy metabolism and protein synthesis pathways (**Figure 3D**), associated with reduced mtROS (**Figure 14G**) and metabolic reprogramming (**Figure 15**). This dysfunction likely impairs efferocytosis, leading to an accumulation of dead cells and debris (138). In turn, several pro-inflammatory signaling cascades were activated (**Figures 7**, **8**). Extended mitochondrial dysfunction and increased glycolysis are likely to contribute to immunosuppression and tolerance, compromising the overall immune function (132, 139). At early stages of *Bb*LP stimulation, macrophages exhibit active phagocytosis as evidenced by the upregulation of endosomal genes at 1 hour (**Figure 3E**) (140). Further, at 4 hours, the upregulation of lysosome- and vesicle-related genes suggests mechanisms of processing and degradation of internalized lipoproteins by macrophages (**Figure 3F**). However, metabolic alterations at 24 hours suggest that *Bb*LP stimulated macrophages might exhibit tolerance-like phenotype. Further studies will be required to determine how these pathways operate *in vivo* and explain targeting signaling nodes such as DUSP1 or reversing metabolic reprogramming can selectively modulate host responses without impairing antimicrobial defense.

## Conclusion

In summary, this study establishes borrelial lipoproteins as central orchestrators of macrophage immunometabolic reprogramming during infection. Through integrated single-cell transcriptomic, proteomic, and functional analyses, we demonstrate that lipoprotein exposure drives heterogeneous yet coordinated macrophage responses characterized by inflammatory activation, checkpoint regulation, and mitochondrial dysfunction (summarized in **Figure 16**). Our findings identify DUSP1 as a transient but critical signaling modulator that calibrates early MAPK-driven inflammatory output while influencing PD-L1 expression and NLRP3-associated gene regulation. The observed metabolic shift toward glycolysis associated with reduced oxidative phosphorylation and reduced mtROS further underscores the tight coupling between inflammatory signaling and cellular metabolism in macrophage responses to defined borrelial components. Collectively, these data provide a mechanistic framework linking microbial lipoprotein sensing to immune, regulatory, and metabolic pathways, offering new insight into host-pathogen interactions and identifying potential targets for selective immunomodulation during infection.

## Materials and methods

### Mice and ethics statement

All animal experiments were conducted following NIH guidelines for housing and care of laboratory animals and in accordance with protocols approved by the Institutional Animal Care and Use Committee of The University of Texas at San Antonio (UTSA). Based on these guidelines, general condition and behavior of the animals were monitored by trained staff or by laboratory personnel. The animal facilities at UTSA are part of Laboratory Animal Resources Center (LARC), which is an AAALAC International Accredited Unit. Six-week old female C3H/HeN mice (Charles River Laboratories, Wilmington, MA) was used in this study.

### Bacterial strain and growth conditions

A low passage infectious clonal isolate of *Borrelia burgdorferi* B31-A3 were propagated in liquid Barbour-Stoenner-Kelly (BSK II) media supplemented with 6% normal rabbit serum (Pel-Freez Biologicals, Rogers, AR) with appropriate antibiotics (Sigma-Aldrich, St. Louis, MO) as previously described (141–146). Bacteria were grown under conditions that induced lipoproteins and when the cultures reached a density of 1×10^7^ spirochetes/ml, the count and viability of spirochetes was confirmed before lipoprotein extraction.

### Isolation of lipoproteins from B. burgdorferi

Lipoproteins were extracted from wildtype *B. burgdorferi* B31-A3 strain as described previously (147). Briefly, 1x10^9^*Bb* was resuspended in 1 mL of PBS (Phosphate Buffered Saline) pH7.4 containing 1% Triton X-114 (Sigma) by gently rocking at 4 °C overnight. The TX-114 insoluble material was removed by two centrifugations at 15,000xg at 4 °C for 15 mins. The supernatant was transferred to a sterile tube and incubated at 37 °C for 15 mins. Then the mixture was centrifuged at 15,000xg for 15 mins at room temperature (RT). The top aqueous phase was transferred to a new tube and re-extracted one more time with 1% TX-114 as described above. The lower detergent phase was washed with 1 mL PBS pH 7.4 three times. Protein in the final detergent phase was precipitated by adding 10-fold volume of ice-cold acetone followed by centrifugation at 15,000xg at 4 °C for 30 mins. Following vacuum drying, *B. burgdorferi* lipoproteins (*Bb*LP) pellets were resuspended in sterile 1X PBS and stored at -20 °C until further use. Lipoprotein integrity was checked through Coomassie stained SDS-PAGE gel, and the lipoprotein concentration was quantified using BCA assay kit (Thermo Scientific).

### Bone marrow derived macrophages culture

Bone marrow cells were collected from femurs of normal female (*n=5*) C3H/HeN mice, pooled, and centrifuged at 500xg for 5 minutes at 4 °C. The cell pellet was resuspended in 4 mL of 0.14M ammonium chloride solution to lyse RBC. After 5 minutes incubation at RT, RBC lysis was stopped by addition of 8 mL of fresh RPMI supplemented with 10% Fetal bovine serum (R10, FBS, Hyclone), centrifuged at 500xg for 5 minutes at 4 °C. The bone marrow cells were resuspended in 40 mL of R10 + 15% L929 Cell Conditioned Media (LCCM) and passed through 70 µM cell strainer. To generate bone marrow derived macrophages, 10 mL of cell suspension at a density of 1x10^6^/mL was plated in petri dishes (CELLTREAT Scientific Products, MA, USA) and incubated at 37 °C. Following replacement of 70% media with fresh LCCM-supplemented R10 media after 4 days from each Petri dish, the cells were allowed to differentiate for 8 days at which time the culture media was removed and washed with 10 mL of cold PBS twice and treated with 2 mL of Accutase™ Cell Dissociation Reagent (Stem cell). After 20 minutes of treatment with Accutase at 37˚C, the plates were tapped to detach the bone marrow derived macrophages (BMDMs) and were washed once with 4 mL of fresh R10 media and centrifuged at 500xg for 5 minutes. The BMDMs were resuspended and seeded at 1x10^6^ cells/mL in fresh R10 media without Pen/Strep in non-culture treated 6-well plates (Corning).

Based on BCA quantification, approximately 10^9^*B. burgdorferi* yield ~1 mg of total lipoproteins. In our experiments, 1 × 10^6^ BMDMs were treated with 1 μg/mL of lipoproteins, corresponding to the protein amount derived from ~10^7^ spirochetes per mL, which approximates a multiplicity of infection (MOI) of 10. While the exact number of spirochetes interacting with macrophages *in vivo* is difficult to determine, this MOI is commonly used in macrophage stimulation studies and provides a physiologically relevant model to examine host signaling responses to borrelial lipoproteins. Briefly, after overnight incubation, the cells were treated with 1 mL of *Bb*LP (1, 0.1 or 0.01 µg/mL) resuspended in R10 media. PBS treated BMDM was maintained as control. After 1, 4 or 24 hours, culture supernatant was removed, stored at -80 °C for cytokine analysis. BMDMs were detached using Accutase, washed with cold PBS, checked for viability using Trypan Blue and processed for isolation of RNA or protein and for analysis using flow cytometry.

### THP1 and THP1-KO-MyD dual reporter cells

THP1 and THP1-KO-MyD Dual reporter cells (Invivogen) were cultured in RPMI 1640, 2 mM L-glutamine, 25 mM HEPES, 10% heat-inactivated fetal bovine serum, 100 μg/ml Normocin™, Pen-Strep (100 U/ml-100 μg/ml) in T75 flasks. THP1 monocytes were differentiated to macrophages after 3-h exposure to 50 ng/ml phorbol 12-myristate 13-acetate (PMA, Sigma–Aldrich) in 1 mL of growth medium. Cells were washed with fresh medium to remove non-adherent cells. Cells were treated with 100 µL of growth medium containing BAY 11-7082 (IkappaB-IκB kinase inhibitor, Cat# B5556, Sigma) or *(E)*-2-Benzylidene-3-(cyclohexylamino)-2,3-dihydro-1H-inden-1-one (BCI, DUSP 1/6 inhibitor, Cat# 317496, Sigma) at different concentrations as indicated for each experimental condition. Plates were incubated at 37°C under 5% CO_2_ for 1 hour and were treated with 1 µg/mL of *Bb*LP or PBS. At 1, 4, 16 and 24 hours post-treatment culture supernatants were collected to detect and quantify the Secreted embryonic alkaline phosphatase (SEAP) by measuring the absorbance at 655 nm or secreted luciferase using Varioskan luminometer (Thermo scientific), using Quanti-Blue and Quanti-Luc reagents as per manufacturer’s protocol (67).

### Treatment of macrophages with inhibitors

To understand the roles of Iκ kinase complex and DUSP1/6 phosphatases in the regulation of *Bb*LP induced response in macrophages, BMDM grew overnight on a 6-well plate. Supernatant was removed, washed with PBS. BAY 11-7082 (IκB kinase inhibitor, Cat# B5556, Sigma) is an inhibitor of I IκBα phosphorylation and degradation, inhibits stimulant-induced IκBα phosphorylation with IC50 of 10 μM in tumor cells (148). BCI ((2-benzylidene-3-(cyclohexylamino)-1-Indanone hydrochloride), Cat# 317496, Sigma) has been identified as a biologically active allosteric inhibitor of DUSP1 and DUSP6, serving as a DUSP1/6 specific inhibitor at 10 µM using zebrafish screening model (104). To inhibit IKK and DUSP1/6 activity in macrophages, BMDM or PMA-treated THP1 cells were pre-treated with 1 mL of R10 containing 15 µM Bay 11–7082 or 10 µM BCI at 37˚C in CO_2_ incubator for 1 hour, followed by treatment with 1 µg/mL of *Bb*LP or PBS for 1, 4 or 24 hours. Culture supernatants were collected for cytokine analysis and cells were subjected to RT-PCR analysis to study the expression of the identified DEGs or for analysis by flow cytometry to determine expression levels of select markers in BMDMs.

### Single cell RNA: library preparation and sequencing

Single‐cell RNA-seq (scRNA‐seq) analysis was performed to determine the cellular profiles and transcriptomes of individual cells following stimulation with borrelial lipoproteins. Briefly, 1x10^6^ BMDMs derived from three C3H/HeN mice were independently treated either with 1µg/mL of *Bb*LP were collected at 1 and 4 hours or PBS-treated BMDMs were collected at 4 hours as described previously (59). The single cell suspensions from all three individual wells were pooled together and were subjected to droplet-based single cell RNA sequencing using Chromium Single Cell 3’ (v3.1) Reagent Kit as per manufacturer’s protocol and as reported previously (59). We aimed to capture 5000 cells/lane and each cell was labeled with a specific barcode, and each transcript labeled with a unique molecular identifier. The library was generated following the manufacturer’s recommendations for the 3′ Gene Expression v3 kit, followed by Illumina sequencing of each library and FASTQ files were generated.

### Single cell RNA seq: data processing

FASTQ files generated from the scRNA-Seq were uploaded to the 10x genomics cloud (https://cloud.10xgenomics.com/cloud-analysis) and the data was processed using the Cell Ranger tools available on the 10x Genomics cloud. The uploaded FASTQ files comprising R1 and R2 with same Flowcell ID were applied with the library type “Single cell 3’ Gene Expression”. A new analysis was created using the “Cell Ranger Count v7.0.0” pipeline. The FASTQ files were aligned to the mouse transcriptome using the reference “Mouse (mm10) 2020-A” database with Cell Ranger count. In order to compare the cell clusters between PBS-treated (Ctrl), *Bb*LP treated at 1 hour (LP1) and 4 hours (LP4) their corresponding Cell ranger counts from each sample were aggregated together using “Cell Ranger Aggr v7.0.0” pipeline. Further, the CLOUPE files were downloaded, and the data analysis and visualization were carried out using Loupe cell browser v6.1.0. All raw data files are deposited in NIH GEO under the accession number GSE253285.

### scRNA-Seq data analysis using Seurat

Barcodes and matrix files from each sample were processed and integrated with Seurat (v5.1.0) and dplyr (v1.1.4) using R (v4.4.1) in RStudio (2024.04.2). UMAPs integrated with Harmony (v1.2.1) were created to visualize the gene expression patterns of selected genes. Heatmaps were generated using the pheatmap package (v1.0.12), pseudotime plots were created with the monocle3 package (v1.3.7), and various plots were produced using ggplot2 (v3.5.1).

### Proteomics analysis

To compare the proteomics profile with the single cell transcriptomes, 1x10^6^ BMDM were treated with 1µg/mL of *Bb*LP or PBS (for 1 or 4 hours) in a 6-well plate. Supernatant was removed and cells were washed twice with PBS ensuring extracellular *Bb*LP (either not bound or internalized by BMDMs) are excluded from the lysates used for proteomic analysis. Total protein lysates were prepared using RIPA (Radio-Immunoprecipitation Assay) Buffer (Pierce, Thermo Fisher) supplemented with protease inhibitor (Pierce, Thermo Fisher) and stored at -20°C. Total proteins profiles and the integrity of proteins were analyzed using 5 µL of lysates on SDS-PAGE gel. The samples were submitted to proteomics core at UTMB for mass spectrometry analysis. The protein sample digestion, LC/MS analysis and data analysis were performed using previously established methods (149), with slight modifications as follows:

### Protein sample digestion

Each protein sample mixture was solubilized with 5% SDS, 50 mM Triethylammonium bicarbonate (TEAB), pH 7.55, final volume 25 μl. The sample was then centrifuged at 17,000 g for 10 min to remove any debris. Proteins were reduced by treatment with 20 mM Tris(2-carboxyethyl)phosphine hydrochloride (TCEP-HCL, Thermo Scientific) and incubated at 65 °C for 30 min. The sample was cooled to room temperature and 1 μl of 0.5 M iodoacetamide acid added and allowed to react for 20 min in the dark. 2.75 μl of 12% phosphoric acid was added to the protein solution. 165 μl of binding buffer (90% Methanol, 100 mM TEAB; pH 7.1) was then added to the solution. The resulting solution was added to S-Trap spin column () and passed through the column by centrifugation using a bench top centrifuge (30 s spin at 4000×g). The spin column was washed with 400 μl of binding buffer and centrifuged. The column was washed with binding buffer two more times. Trypsin was added to the protein mixture in a ratio of 1:25 in 50 mM TEAB, pH 8, and incubated at 37 °C for 4 h. Peptides were eluted with 75 μl of 50% acetonitrile, 0.2% formic acid, and then washed again with 75 μl of 80% acetonitrile, 0.2% formic acid. The combined peptide solution was then dried in a speed vac and resuspended in 2% acetonitrile, 0.1% formic acid, 97.9% water and placed in an autosampler vial for Mass Spec analysis.

### NanoLC MS/MS analysis

Peptide mixtures were analyzed by nanoflow liquid chromatography-tandem mass spectrometry (nanoLC-MS/MS) using an UltiMate 3000 RSLCnano system (Dionex), coupled to a Thermo Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific, San Jose, CA) via a nanospray ion source. A trap-and-elute method was employed with a C18 PepMap100 trap column (300 µm x 5 mm, 5 µm particle size, Thermo Scientific) and an Acclaim PepMap 100 analytical column (75 µm x 25 cm, Thermo Scientific). After equilibrating the column with 98% solvent A (0.1% formic acid in water) and 2% solvent B (0.1% formic acid in acetonitrile), 1 µL of sample in solvent A was injected onto the trap column. Elution onto the C18 column occurred at a flow rate of 300 nL/min under the following gradient conditions: isocratic at 2% B (0–5 min); 2% to 4% B (5–6 min); 4% to 32% B (5–120 min); 32% to 90% B (120–123 min); isocratic at 90% B (123–126 min); 90% to 2% B (126–129 min); isocratic at 2% B (129–130 min); 2% to 90% B (130–134 min); isocratic at 90% B (134–137 min); 90% to 2% B (137–140 min); and isocratic at 2% B (140–145 min).

LC-MS/MS data were acquired using Xcalibur (version 4.4.16.14, Thermo Scientific) in positive ion mode with a top speed data-dependent acquisition (DDA) method and a 3-second cycle time. Survey scans (m/z 375-1500) were performed in the Orbitrap at 120,000 resolution (at m/z = 400) in profile mode, with automatic maximum injection time and a normalized AGC target of 100%. The S-lens RF level was set to 60. Precursors were isolated in the quadrupole using a 1.6 Da window, and CID MS/MS was performed in centroid mode, detected in the ion trap (Rapid scan rate), with 30% CID collision energy. Maximum injection time was set to Dynamic with a normalized AGC target of 20%. Monoisotopic precursor selection (MIPS) and charge state filtering (charge states 2-7) were enabled. Dynamic exclusion was applied to exclude selected precursor ions within a ±10 ppm mass tolerance for 30 seconds after MS/MS acquisition.

### Proteomic data analysis

Tandem mass spectra were extracted and charge state deconvolved using Proteome Discoverer (version 2.5.0.402, Thermo Fisher). All MS/MS spectra were searched against a concatenated FASTA database comprising the Uniprot mouse database (version 03-29-2016) and the Uniprot *B. burgdorferi* database (downloaded 09-16-2022) using Sequest. The search parameters included a parent ion tolerance of 10 ppm and a fragment ion tolerance of 0.60 Da. Trypsin was specified as the enzyme, allowing up to two missed cleavages. Carbamidomethylation of cysteine was set as a fixed modification, while oxidation of methionine and deamidation of asparagine and glutamine were set as variable modifications. Peptide identifications were filtered using Percolator to achieve a false discovery rate (FDR) of 1%. Label-free quantitation was carried out with Minora, and differential expression analysis between sample groups was performed using the Precursor Ions Quantifier node in Proteome Discoverer. Protein abundance ratios were calculated using a pairwise ratio scheme, with hypothesis testing performed via t-tests on the background population of proteins and peptides.

### Protein network analysis

To understand the key pathways that are differentially activated between PBS-treated, LP1 and LP4 samples and to analyze the interactions between the selected DEGs, protein-protein interaction analysis and the functional enrichments were performed using the STRING database (https://string-db.org/). Briefly, the identified DEGs were submitted to the STRING database via the Multiple Proteins option and employed the mouse protein-protein interaction database from STRING online database version 11.5, and the interaction prediction was determined with high confidence (0.700). Additionally, functional ontology analysis was performed, and the key molecular functions that are found in common within the selected genes were determined. Further, the interactions between the selected genes involved in specific pathways were also predicted.

### RNA isolation and qRT-PCR analysis

RNA was isolated using RNeasy kit (Qiagen, Germany) according to the manufacturer’s protocol from BMDMs treated with or without *Bb*LP seeded in 6-well plates. One microgram of RNA per sample was reverse transcribed into cDNA using Advanced iScript cDNA synthesis kit (BioRad). cDNA was then amplified using murine gene-specific primers (**Supplementary Table 3**) and the primers for Actb gene were used as normalization control. Real-time quantitative PCR (Polymerase Chain Reaction) was performed by StepOne Plus Real-time PCR system (Applied Biosystems) using default PCR program. Results are represented as fold difference using 2^-ddct^ formula comparing the internal and the PBS-treated controls. Data sets obtained from three independent experiments with three technical replicates were analyzed using statistical methods as described in respective figure legends.

### ELISA

Levels of various cytokines such as CXCL1, CXCL2, CCL5 and IL1B present in the culture supernatants of BMDMs treated with or without *Bb*LP were determined using Mouse 1) CXCL1/KC, 2) CXCL2/MIP-2, 3) CCL5/RANTES, 4) IL1B/IL1F2 DuoSet ELISA kits (R&D Systems, Minneapolis, MN, USA), following manufacturer’s protocols. Samples were diluted accordingly to measure the OD450/570 within the linear range using Spark 10M (Tecan) multimode plate reader and recorded using Spark software.

### Immunoblot analysis

Immunoblot analysis was performed to confirm the upregulation of DUSP1 and PD-L1 in BMDMs following treatment with borrelial lipoproteins. Briefly, 1x10^7^ BMDM cells treated with *Bb*LP for 1, 2, 4, 24 and 48 hours. Culture supernatants were removed, and the adherent cells were washed with PBS before being lysed with RIPA buffer. The total protein concentration was quantified using Pierce BCA assay kit (ThermoFisher, USA). Equal amounts of protein (50 µg/sample) were separated using 4 to 20% polyacrylamide gels and then transferred to a polyvinylidene difluoride (PVDF) membrane, blocked with blocking buffer (10% non-fat dry milk in Tris buffer (pH 7.5) containing 200 mM Tris, 1.38 M NaCl, and 0.1% Tween 20) overnight and then incubated with a primary antibody specific for DUSP1, PD-L1 (Rabbit monoclonal IgG antibodies) or ß-actin (mouse monoclonal IgG antibody) at room temperature for 2 hours in blocking buffer and treated with horseradish peroxidase (HRP) conjugated Goat anti-Rabbit IgG secondary antibody (Cell Signaling) or Goat anti-mouse IgG secondary antibody respectively for 1 h at room temperature. The blots were developed using an Enhanced Chemiluminescence System reagents and followed by exposure to X-ray film. Densitometric analysis of protein bands was performed using ImageJ software (NIH). Briefly, original, non-saturated TIFF images of immunoblots were converted to 8-bit grayscale and inverted to generate positive peaks. Equal-sized rectangular selections were used to define individual lanes, and band intensities were quantified using the gel analysis function to calculate the area under each peak following background subtraction. For each sample, target protein intensity was normalized to the corresponding loading control (ß-actin) to account for variations in protein loading. Data from two independent experiments are presented as mean ± standard deviation, and statistical comparisons between treated and control samples were performed using Student’s *t*-test, with *p* < 0.05 considered statistically significant.

### PD-L1 expression analysis by flow cytometry

The cell surface expression of *Cd274* gene encoded PD-L1 protein in bone marrow-derived macrophages (BMDMs) treated or PBS-treated with *Bb*LP was assessed by flow cytometry. Briefly, 1 × 10^6^ BMDM cells were plated in each well of a 6-well plate and incubated overnight at 37 °C with 5% CO_2_. The BMDMs were pre-treated with 10 µM BCI inhibitor for 30 minutes, followed by treatment with 0.1 µg/mL *Bb*LP. After 24 hours, the cells were washed with PBS and detached using Accutase. The cells were then stained with anti-PD-L1-PE (Cat#12-5982-83, eBioscience) for 30 minutes, washed with PBS, and resuspended in sheath fluid. Flow cytometry analysis was performed using a BD-LSRII flow cytometer following standard protocols at the UTSA Cell Analysis Core. Data processing was conducted with FlowJo software. The difference in PD-L1 cell surface expression was quantified by gating PE^hi^ events and represented as stagger offset format of histogram overlays and dot plots showing the PD-L1^hi^ population (92). Bar graphs represent the percentage of PD-L1^hi^ population determined from three independent experiments, with error bars indicating the standard error of the mean (SEM).

### Mitochondrial ROS detection by mitoSOX assay using flow cytometry

Mitochondrial ROS were measured using the MitoSOX™ Red indicator (Invitrogen). MitoSOX™ Red is specifically targeted to mitochondria in live cells and is oxidized by superoxide reactive oxygen species. To assess mtROS levels in macrophages, *Bb*LP-treated or PBS-treated PMA-differentiated THP1 cells were stained with 10 μM MitoSOX™ Red according to the manufacturer’s protocol. Flow cytometry was conducted on a BD-LSRII flow cytometer. Data analysis was performed using FlowJo software, and the results were presented as median fluorescence intensity in a bar graph format. Error bars represent the standard error of the mean (SEM) across replicates.

### Bioenergetic profiling of glycolysis and mitochondrial respiration

BMDMs were seeded at 65,000 cells per well in Seahorse XF cell culture microplates and incubated overnight at 37 °C with 5% CO₂ to allow adherence. Cells were then treated with *Bb*LP at 1 µg, 0.1 µg, or 0.01 µg for 24 h, or with 1 µg BbLP for 4 h or 1 h prior to the assay. PBS treated cells were maintained as controls. Following treatment, the culture medium was replaced with Seahorse XF assay medium supplemented with 25 mM glucose, 2 mM glutamine, and 1 mM pyruvate, and plates were equilibrated for 60 min in a non-CO_2_ incubator. Basal oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were recorded before sequential injection of metabolic modulators to assess mitochondrial respiration and glycolytic activity. Oligomycin (5 µM final) was injected first to inhibit ATP synthase and reveal ATP-linked respiration and compensatory glycolysis, followed by FCCP (4 µM) to uncouple oxidative phosphorylation and determine maximal respiratory capacity. Rotenone and antimycin A (2 µM each) were then added to inhibit complexes I and III, respectively, allowing determination of non-mitochondrial respiration. In parallel wells on the same plate, OCR and ECAR were measured in BMDMs treated with or without *Bb*LP after injection of rotenone and antimycin A to induce compensatory glycolysis, followed by 2-deoxy-D-glucose (100 mM) to inhibit glycolysis and confirm ECAR specificity. Drug injections and measurement cycles were performed using the Seahorse XF Extracellular Flux Analyzer XFe96 (Agilent Technologies) instrument’s default settings. OCR and ECAR values were normalized to total protein per well after the assay, and basal respiration and glycolysis were calculated by subtracting post-rotenone/antimycin A OCR and post-2-DG ECAR values, respectively following previously established methods (150). The experiment was repeated twice independently.

### Immunofluorescence staining and confocal imaging

Cell surface expression of PD-L1, CD11b and intracellular levels of DUSP1 in BMDMs with or without *Bb*LP treatment was visualized by confocal imaging (92). Briefly, 1x10^6^ BMDM cells were plated in each well on a 6-well plate pre-loaded with a coverslip, incubated overnight at 37 °C under 5% CO_2_, further treated with 10 µM BCI inhibitor for 30 minutes, followed by treatment with *Bb*LP (0.1 µg/mL) (151). BMDMs with no inhibitor or *Bb*LP treatments were maintained as appropriate controls. For PD-L1 staining, cells were incubated with *Bb*LP for 24 hours. For staining, cover slips were washed with PBS, fixed with 4% paraformaldehyde for 15 mins, blocked with 10% normal donkey serum for 30 minutes, then stained with antibody anti-CD11b-FITC, anti-PD-L1-PE for 1 hour at room temperature (152). For DUSP1 staining, BMDM were incubated with *Bb*LP for 1 and 4 hours, fixed with 4% PFA and permeabilized with 0.3% Triton-X 100 in PBS for 5 minutes, washed with PBS, stained with primary antibody anti-CD11b-FITC and anti-DUSP1 (Rabbit IgG) for 1 hour and counter stained with secondary antibody anti-Rabbit IgG-AF647 for 1 hour. Slides were washed with PBS to remove unbound antibodies (92). Finally, the cells were stained with Hoechst nuclear stain for 5 minutes and washed thoroughly and mounted on a slide in ProLong™ Gold Antifade Mountant (Thermo Scientific), covered by a cover slip and allowed to cure overnight at room temperature. Microscopic analysis was performed using a Zeiss 710 NLO 2P system, and images were analyzed using Zen software.

### Statistical analysis

Graphs were prepared and statistical analysis was performed using GraphPad Prism 7.0. Statistical differences between groups were reported to be significant when the P value was less than or equal to 0.05. Data are presented as mean ± standard error of mean (SEM). All statistical analysis methods are indicated either in the figure legends or in the results section.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE253285.

# Supplementary material for: Role of dual specificity phosphatase 1 in influencing inflammatory pathways in macrophages modulated by Borrelia burgdorferi lipoproteins
**Source:** Front Immunol. 2026 Apr 7;17:1766756. doi: 10.3389/fimmu.2026.1766756

**Table 1: Genes upregulated in each cluster.** Comparative DEG analysis within samples identified the genes that are upregulated in each cluster compared to all other clusters in the study. Genes that are significantly upregulated ( $p < 0.05$ ) in each cluster are listed below.

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Cluster 1:</b> Il31ra, Plau, Fgf13, Fos, Cacna1a, Fat3, Nfkbid, Romo1, Dusp5, Rab7b, Uqcr11, Crip1, Lyzl4, Ndufa2, Dock2, Rasgef1b, Pitpnc1, Dusp4, Rpl41, Nav2, Xylt1, Ndufv3, Atp6v0a1, Hip1, Myo1e, Zdhhc14, Atp5j2, Ifi27l2a, Lncpint, Mef2c, Fosb, H2afj, Hmga2, Uqcr10, Dhrr3, Flna, Arhgap6, Hal, Dapk1, Rpl36, Atp5k                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| <b>Cluster 2:</b> Hilpda, Fgf13, Fat3, Plk2, Rgs2, Phlda1, Pik3cb, Egr2, Tnf, Hmga2, Gramd1b, Prkcb, Pacrg, Junb, Dusp4, Ccnd1, Dnmt3a, Airn, Ckb, Plau, Cdk18, Arhgap25, Mmp12, Pbx1, Mgl                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| <b>Cluster 3:</b> Ms4a4a, Il4ra, Cxcl5, Serpinb2, AW112010, Mxd1, Cxcl3, Mmp13, Mt2, Ifit1, F13a1, Cxcl10, Gbp5, Cmpk2, Isg15, Rsad2, Gbp3, Nos2, Vcan, Mmp14, Ccl5, Gbp2b, Ccl4, Fmn12, Ifit2, Dst, Ptgs2, Gbp2, Saa3, Ifit3, Ccr1, Il15, Ptges, Il1rn, Slfn8, Socs3, Thbs1, Sdc4, Il1a, Sod2, Cebpb, Nupr1, Rnf213, Slc28a2, Ifi204, Nlrc5, Ifi203, Ms4a6d, Herc6, Oasl1, Slc9a3r1, Il1b, Notch1, Slfn5, Stat2, Acod1, Pfkfb3, Gbp7, Rai14, Dtx3l, Hdac9, Parp14, Mndal, Ddx60, Ezr, Usp18, Cd14, Ch25h, Cemip2, Daxx, Sp140, Clmp, Aoah, Cept1, Fcgr2b, Ifi211, Timp1, Zup1, Pnp, Sbn2, Nampt, Hif1a, Plagl2, Marcks, Ifi202b, Slc39a14, Cd274, Aff1, Mt1, Jak2, Stat3, Sdc1, Slfn9, Etnk1, Ifi44, Mdm2, Tor1aip2, Filip1l, Pdga, Rtp4, B2m, Tmtc2, Ms4a6c, N4bp1, Samhd1, Stat1, Parp9, Zfp36, Sipa1l1, Oasl2, Ccl3, Fam241a, Stk40, Trim25, Sat1, Pla2g4a, Atxn1, Ifih1, Sppl2a, Clec2d, 45352, Sp100, Trim30a, Hk2, Il17ra, Lgm, Eif2ak2, Lrch1, Fcgr1, Adap2, Tiparp, Usp25, Clec4e, Fndc3a, Tlk2, Ptpn1, Wfdc17, Cxcl16, Mcoln2, Samd9l, Slc7a2, Btg1, Susd6, Cd40, Serp1, Mmp19, Nr3c1, Mgst1, Peli1, Errf1, Ddx58, Tlr2, Ikzf1, Tor1aip1, Ggta1, Bach1, Xrn1, Glrx, Atxn7l1, Casp4, Selenop, Hck, Tab2, 45356, Il10, Camkk2, Aftph, Epsti1, Ifi207, Ascc3, Ifitm1, Mir155hg, Map2k1, Akt3, Lcp2, Ldlr, Znfx1, Arf5, Cacna1d, Etv3, Exoc6b, Stx11, Ankrd17, B3gnt2, Xdh, Gna13, Prr13, H3f3b, Dock4, Rab31, Cd47, Ranbp2, Slc7a11, Tor3a, Marcks1l, Tapbp, Prdx5, Smg1, Dram1, Zc3h7a, Snx10, Irf7, Tax1bp1, Lgals9, Tmbim6, Spen, Sgk3, Map4k4, Dennd1a, Ccl2, Dusp16, Vmp1 |
| <b>Cluster 4:</b> Ch25h, Pla2g4a, Oasl1, Nos2, Ccl5, 45352, Serpine1, Timp1, Saa3, Usp18, Gbp5, Cxcl3, Herc6, Fmn12, Nlrc5, Nupr1, Vcan, Rsad2, Il15, Cmpk2, Slc28a2, Ddx60, Stat2, Ccl4, Ifit2, Ifit1, Il4ra, Zup1, Rai14, Cept1, Socs3, Rnf213, Cxcl10, Gbp2b, Mmp14, Gbp2, Etnk1, Hdac9, Sipa1l1, Cacna1d, Cxcl5, Pfkfb3, Fam241a, Mt2, Ikzf1, Acod1, Cd40, Cebpb, Parp14, Cd274, Peli1, Gbp3, Dtx3l, Aoah, Gbp7, Ifih1, Pdga, Sbn2, Isg15, Dram1, Daxx, Slfn8, Stat1, Hck, Epsti1, Eif2ak2, Oasl2, Ccl3, Adap2, Xrn1, Slfn9, Ddx58, Sp100, Slc39a14, Ifi204, Slfn5, Cemip2, Hif1a, Ifi203, Plagl2, Ifi44, Slc7a11, Ms4a6d, Aff1, Jak2, Tor1aip2, Dst, Parp9, Lrch1, Filip1l, Sp140, Sod2, Notch1, Samhd1, Ezr, Fndc3a, Slc7a2, Tlr2, Ifi211, Clmp, Ifi202b, Xdh, Trim25, Sgk3, Stat3, Ptges, Trim30a, Bcl2a1d, Marcks, Clec2d, Tnfrsf11a, Atxn1, Exoc6b, Ptgs2, Usp25, Camkk2, N4bp1, Mob3b, Rab31, Fnbp1l, Ifit3, Ankrd17, Map2k1, Rtp4, Sdc1, Zfp36, Mndal, Nampt, Tcf4, Aim2, Fcgr2b, Ccr1, Susd6, B3gnt2, Mmp13, Znfx1, Samd9l, Etv3, Chst11, Tiparp, Spp1, 45356, Sdc4, Mcoln2, Clec4e, Arf5, Mxd1, Ccl2, Sppl2a, Akt3, Lar1, B2m, Aftph, Slc9a3r1, Tor3a, Morrbid, Eml4, Tlk2, Cd14, Il17ra, Nr3c1, Actr2, Tab2, Synj1, Ext1, Nek6, mt-Nd1, Hipk2, Dennd1a, Plpp3, Cxcl16, Ggta1, Fcgr1, Msr1, Ascc3, Srgap2, Anpep, Pfn1, Notch2, Selenof, Snx10, Ptpn1, Diaph2, Bcl2a1b, Stk40, Akap13, Lgm, Sem1, Nsd3, Tmtc2, AW112010, Parp8                                                                                                                                           |
| <b>Cluster 5:</b> Id3, Egr3, Ccl7, Slc9a9, Nr4a3, Cd86, Zfp36l1, Nr4a2, Arhgap15, Egr1, Apoe, Ccl2, Fosb, C1qa, Arl15, Atrnl1, Ier3, Cd74, Eepd1, Man1a, Arhgap24, Trib1, Ifitm1, Osbp18, C1qc, Dusp1, Bcas3, Rcbtb2, Clec4n, Rgs1, Fcgrt, Mertk, Dennd4a, Fnip1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| <b>Cluster 6:</b> Ifitm1, Lst1, Fosb, Ngp, Aif1, Cd74, Slc9a9, Fcgrt, Apoe, Nr4a2, S100a8, S100a9, Atrnl1, Egr3, Thbs1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| <b>Cluster 7:</b> Hist1h1b, Cenpf, Hist1h2ap, Prc1, Top2a, Nusap1, Hist1h2ae, Hist1h4d, Cenpe, Pclaf, Birc5, Cdca8, Diaph3, Hist1h1e, Tpx2, Stmn1, Smc2, Incenp, Atad2, Hmgb2, Tmpo, Rad51b, S100a9, Rrm1, S100a8, Ezh2, Smc4, Mki67, Ngp, Tuba1b, Tubb4b, Mcm6, Dnmt1, Tubb5, Nasp, Ckap5, Hist1h1c, Rad21, Ccnd1, Ube2s, Hmgb1, Nsd2, Fam111a, Dek, Anp32b, Nucks1, Smc1a, Ranbp1, Ran, Nap1l1, H2afz, Anp32e, Csf1, Snrpd1, Baz1b, Hnmpab, Arl6ip1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| <b>Cluster 8:</b> Egr3, Mertk, Cd86, Nr4a3, Slc9a9, Nr4a2, Man1a, Apoe, Atrnl1, C1qa, Fosb, Ccl7, Eepd1, Zdhhc14, Egr1, Entpd1, Arl15, Arhgap15, Emp1, Rcan1, Fcgrt, Zfp36l1, Trib1, Ier3, Clec4n, Ctsc                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <b>Cluster 9:</b> Eef1a2, Mgl, Mfge8, Atp6v0d2, Dnmt3a, Itgax, Ckb, Pdpf, Ctsk, Mmp19, Arhgap25, Tspan5, Fn1, Pacrg, Prkcb, 1110008P14Rik, Hvcn1, Myo1f, Acp5                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| <b>Cluster 10:</b> Ctsk, 45352, Mmp12, Slc28a2, Eef1a2, Ifit2, Cmpk2, Ddx60, Rsad2, Fn1, Ifit1, Itgax, Txnip, Ifih1, Samhd1, Gbp5, Sdc1, Mgl, Herc6, Cd274, Atp6v0d2, Bcl2a1b, Cept1, Mfge8, Gbp2b, Rnf128                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| <b>Cluster 11:</b> Hist1h1b, Nusap1, Hist1h2ap, Hist1h2ae, Pclaf, Top2a, Hist1h1e, Birc5, Prc1, Cenpe, Smc2, Cenpf, Diaph3, Cdca8, Tpx2, Serpine1, Smc4, Rrm1, Hist1h4d, Tmpo, Stmn1, Ccl2, Incenp, Mki67, Cxcl10, Timp1, Nos2, Hmgb2, Tuba1b, Ckap5, Hist1h1c, Tubb5, Nucks1, Ube2s                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

**Table 2: Genes upregulated in each sample.** Comparative DEG analysis between samples identified the genes that are upregulated in each sample compared to other sample (provided as the title). Genes that are significantly upregulated ( $p < 0.05$ ) in each cluster are listed below.

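The lists name genes that the authors chose from these same libraries, so their direction here is not independent evidence. The table for LP1 against uninfected cells names 29 symbols, of which 27 are in the matrices. Some symbols are damaged in the copy of the tables used here, so a symbol that was not found is not read as a gene without RNA. The tables hold more genes than the paper's text counts, which applies a stricter limit on p. All 27 had a higher CPM in LP1 than in Ctrl, with a median log2 ratio of 1.00 and a range from 0.80 to 1.81, and 14 were at least 2-fold higher. For LP4, 339 symbols are named, 328 are in the matrices and 327 had at least 20 UMIs. All 327 were higher in LP4 than in Ctrl, with a median log2 ratio of 1.18, and 201 were at least 2-fold higher. As higher in uninfected cells than in LP4, 307 symbols are named and 296 are in the matrices, all with at least 20 UMIs. Of these, 294 (99.3%, exact binomial 95% interval 97.6 to 99.9) were lower in LP4, with a median of -0.88 over the list. *Mafk* and *Msr1*, named here because they are the exceptions, had log2 ratios of LP4 over Ctrl of 0.06 and 0.88, and *Msr1* is also named as higher in LP4. Median of ratios, the alternative that moved these lists most, left the number of genes in each direction unchanged and gave medians of 1.08, 1.39 and -0.68.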

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p><b>Uninfected vs LP4:</b></p> <p>Egr1, Fos, Plau, Rasgef1b, Dusp5, Jun, Snx29, Zdhhc14, Pitpnc1, Dennd4a, Cacna1a, Lncpint, Rgs1, Il31ra, Rab7b, Slc9a9, Fat3, Xylt1, Slc16a10, Dusp4, Mtss1, Nav2, Arhgap15, Mef2c, Jmjd1c, Maml3, Fgf13, Fnip1, Sgms1, Dock2, Pde7b, Snx24, Vav3, Ier2, Mafk, Snx8, Dapk1, Cadm1, Cmss1, Plk2, Dock10, Cxcl2, Dhrr3, Lpin2, Tnf, Nlrp3, Peak1, Asap1, Plaur, Cd83, Gramd1b, Runx1, Airn, Antxr2, Fnbp1, Rbm47, St3gal5, Itpkb, Myo1e, Arhgap10, Atp6v0a1, Nfam1, St3gal1, Zbtb20, Ptpn18, Bcl2l11, Arhgap6, Plekho2, Pbx1, Ndufv3, Dgkz, Hmga2, Gm42418, Ifrd1, Osbp18, Man1a, Lrmda, Zswim6, Nfe2l2, Neat1, Camk1d, Lars2, Dnmt3a, Fnip2, Dusp1, Cdk8, H2afj, Fam20c, Tmem164, Trps1, Ubc, Slc43a2, Hal, Piezo1, Rpl36, Map3k5, Wwox, Rps15, Rabgef1, Ndufb7, Uqcr11, Lyzl4, Gripar1, Myo1f, Ndufs7, Cd44, Romo1, Atp13a2, Rpl41, Erp29, Sema4d, Dleu2, Gapdh, Spag9, Ndufa11, Slc38a6, Atp5j2, Myo9b, Rpl37, Fbxo11, Slc37a2, Ndufa2, Uqcr10, Wwp1, Itgav, Ndufs6, Rps29, Sestd1, Timm10b, Epb41l2, D8Erd738e, Crip1, Rpl31, Atp8b4, Ap2s1, Ptpa, Stap1, Tpm1, Lyst, Tyrobp, Rps21, Atp5k, Cbl, Ncf1, Plekho1, AY036118, Cd84, Gphn, Gas7, Ankrd33b, Tgfb1, Csf1r, Fau, Cmp, Colec12, Apoe, Rpl37a, Rps26, Atox1, Tmem160, Irak2, Cops9, Uqcrq, Tmem256, Sertad2, Exoc4, Tln1, Top1, Pgl, Soat1, Scand1, Igf1, Hivep2, Rpl28, 0610012G03Rik, Mif, Specc1, Ndufa13, Rpl18a, Ucp2, Syk, Gadd45b, Lgals1, Syng1, Zc3h12c, Metap2, Ano6, Ifi27l2a, Rel, Apbb2, Rpl35, Fermt3, Cox4i1, Tnfrsf8, Lamtor4, Ubl5, Nsa2, Rpl10a, Pstpip2, Rtf2, Wasf2, Large1, Rrp1, Rpl26, Ptms, Sms, Eno1, Itga5, Ubap2l, Nav1, Mef2a, Map4k3, Cdc37, Trem2, Plekhm3, Capns1, Rpl38, Nfkbiz, S100a1, Pam, Elob, Rplp1, Abca1, Emp1, Actb, Fxyd5, Mapre2, Cttd, Coro1a, Abr, Cd52, Vps13c, Ier3, Flna, Cox5b, Tcf25, Slc41a2, Ndufs5, Mtch1, Gm10076, Emp3, Rps14, Gm26917, Gpi1, Csf2ra, Sf3b2, Gstm1, Ptpre, Fuca1, Pfdn5, Fabp5, Rps12, Pld4, Atp5e, Rps5, Nckap1l, 1810058I24Rik, Tle5, Zeb2, Capg, Timm13, Aprt, Coro1c, Ubb, Elk3, Nfat5, Rps11, Lsp1, Hint1, Rpl36a, Hmgb1, Rps8, Atpif1, Msr1, Nceh1, Rrbp1, St13, Cox7a2l, Ctta, Fam129b, Lrrfip2, Aldh2, Atp5g1, Hsp90ab1, Lill4b, Kcnn4, Ccnl1, Rpl10, Rps20, Rps17, Arhgap31, Atp5o, Cyba, Atp5d, Mitf, Gpnmb, Dot1l, Prelid1, Dhrr9, Lmna, Rps19, Rplp2, Cd68, Chmp2a, Mbnl2, Atp6v0d2, Pltp</p>                                                                                                                                                                                             |
| <p><b>LP1 vs Uninfected:</b></p> <p>Cebpb, Gnb2, Pfn1, Ccl4, Btf3, Card19, Lgmn, Atp5g2, Sod2, Rpl9, H2-D1, Cd14, Junb, Ppia, Ccl3, Atp6v0e, Hlpa, Unc93b1, mt-Atp6, Ran, Cxcl1, mt-Cytb, Pcn, mt-Co2, Spp1, Snx3, H3f3a, Slc25a5, mt-Nd4</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| <p><b>LP4 vs Uninfected:</b></p> <p>Nos2, Cxcl3, Ifit1, Cmpk2, Cxcl10, Rsad2, Gbp5, Ccl5, Slc28a2, Ccl4, Il4ra, Ifit2, Cebpb, Fmnl2, Vcan, Saa3, Herc6, Il15, Gbp2b, Socs3, Timp1, Oas1, Ddx60, Nlrp5, Isg15, Usp18, Gbp2, Pla2g4a, Mmp13, Stat2, Mt2, Rnf213, Sod2, AW112010, Zup1, Ccr1, Pfkfb3, Rai14, Etnk1, Cd274, Ms4a6d, Ifi204, Acod1, Ccl3, Parp14, Ifi203, Slfn8, Fam241a, Dst, Daxx, Arf5, Pdga, Sdc1, Slfn5, Cd14, Ifih1, Ifit3, Peli1, Ikzf1, Ptg2, Cemip2, B2m, Lgmn, Tor1aip2, Ezr, Ms4a4a, Ptges, Samhd1, Aff1, Sbn2, Cd40, Zfp36, Plagl2, Sdc4, Bcl2a1d, Slc7a2, Jak2, Ifi202b, Hif1a, Lrch1, Mndal, Epsti1, Filip1l, Eif2ak2, Nampt, Ifi44, Stat1, Oas2, Aoah, Ifi211, Marcks, Cacna1d, Slc7a11, Adap2, Sp140, Stat3, Sp100, Fndc3a, Il1rn, Clmp, Selenof, Gnb2, Xrn1, Trim30a, Ccl2, Ddx58, Dram1, Pfn1, Srp9, Hck, Pnp, 45356, Usp25, Card19, Trim25, Clec2d, Bcl2a1b, Map2k1, N4bp1, Atxn1, Sppl2a, Rab31, Bst2, Tlr2, Samd9l, Sat1, Cstb, Aftph, Abracl, Xdh, Mob3b, Ankrd17, Susd6, Akt3, Tlk2, H2-D1, Mdm2, Nr3c1, Sem1, B3gnt2, Clec4e, Btf3, Tiparp, Mcoln2, Il1a, Chst11, Tmbim6, Tor3a, Il17ra, Txn1, Ptpn1, Exoc6b, Ascc3, Plpp3, Znfx1, Etv3, Larp1, Tab2, Casp4, Tcf4, H3f3b, Il1b, Snx10, Ms4a6c, Hipk2, Cxcl16, Aim2, Btg1, Pcbp2, Unc93b1, Prr13, Glrx, mt-Co2, Spred1, Dennd1a, mt-Cytb, Capza2, Fcgr1, Eml4, Mbd2, Ext1, Nek6, Parp8, mt-Atp6, Pcn, Actr2, Ctst, Bach1, Ldlr, Tor1aip1, Slc6a6, Dazap2, mt-Nd1, Spp1, Hnrnpk, mt-Nd4, Ifi207, Morrbid, Txnip, Gna13, Pabpc1, Zc3h7a, Srgap2, Sumo2, Diaph2, Synj1, Vmp1, Nsd3, Snx3, Srxn1, Rpl9, Ranbp2, Cd47, Tnfrsf11a, H3f3a, Tapbp, Fnbp1l, Mt1, Smg1, Arf1, Vapa, Mir155hg, Atxn7l1, Hmgcs1, Marcks1l, Hnrnpa2b1, Esyt1, Cd53, Lgals9, Tax1bp1, Rala, Denr, Resf1, Anpep, Ppp2r5a, Atp5g2, Notch2, Msr1, Mmp12, Akap13, Irf2, Sdcbp, St8sia4, Zc3hav1, Rbm3, Ptafr, Galnt7, Ptbp3, Ppp4r2, Atp6v0e, Prdx1, Ube2d3, Slc25a5, Pla2g7, Prdx5, Gsap, Rin2, Gl, Tbc1d9, Ran, Spen, Rhob, S100a10, Gch1, Tnfrsf1b, Creb5, Lpp, Fabp4, Ppia, Sh3bgrl, Rab11fip1, Dusp16, Eif4g2, Ube2e2, Pid1, Atp5g3, Cers6, Basp1, B4galt5, Med13l, Alpk1, Tmsb4x, Cd9, Brd2, Foxp1, F10, Sh3glb1, Txndc17, Apobec1, Rpl22l1, mt-Nd2, Wdr1, Adam8, Rpl7a, Ap3b1, Ctsc, Pik3ap1, Esd, Ostf1, Rassf4, Cul3, Eif2s2, H2-K1, Cap1, Tut7, Csf2rb, Cdc42, Laptm4a, Kpna4, Cggbp1, Tnip3, Tomm20, Hnrnpf, Tnip1, Bmp2k, Wfdc17, Snd1, Ptges3, Adgre1, Mtpn, Dab2, Pcbp1, Txnrd1, Kpna3, Sptlc2, Vti1a, Gng12, Lamp2, Ube2d2a, Eif4g3, Ifnar1, Serinc1, Dnaja2, Lyn, Csnk1a1, Ilrn, Ptpri, Psma3, Itgam</p> |

**Table 3: Primers used in this study.** Following are the primers used for the qPCR analysis.

|          |                                 |
|----------|---------------------------------|
| Actb-F   | GAC TCA TCG TAC TCC TGC TTG     |
| Actb-R   | GAT TAC TGC TCT GGC TCC TAG     |
| Cxcl1-F  | GTG CCA TCA GAG CAG TCT         |
| Cxcl1-R  | CCA AAC CGA AGT CAT AGC CA      |
| Cxcl2-F  | CTT TCC AGG TCA GTT AGC CTT     |
| Cxcl2-R  | CAG AAG TCA TAG CCA CTC TCA AG  |
| Dusp1-F  | GAA CAA ACA CTC TCC CTC CAG     |
| Dusp1-R  | CAC TAC CAG TAC AAG AGC ATC C   |
| Clec4d-F | CAG TTT CAC CAC ACT TCC TCT     |
| Clec4d-R | CTG ATC CCT TGC GTC TTC G       |
| Gbp2-F   | GAT GGC ACC AAC ATA GGT CTG     |
| Gbp2-R   | GCA GAA TTC ACC TCA TAC ATC TTG |
| Gbp5-F   | TGC TAC TGA GGA GGA TTG CTA     |
| Gbp5-R   | GGA TCT GGA TGT GGT GTG TG      |
| Nlrp3-F  | CGG TTG GTG CTT AGA CTT GA      |
| Nlrp3-R  | CAC TCA TGT TGC CTG TTC TTC     |
| ccl5-F   | CCT CTA TCC TAG CTC ATC TCC A   |
| ccl5-R   | GCT CCA ATC TTG CAG TCG T       |
| Ifit1-F  | TGA AGC AGA TTC TCC ATG ACC     |
| Ifit1-R  | GCA AGA GAG CAG AGA GTC AAG     |
| Isg15-F  | CCC CCA TCA TCT TTT ATA ACC AAC |
| Isg15-R  | CAC AGT GAT CAA GCA TTT GCG     |
| Il1b-F   | CTC TTG TTG ATG TGC TGC TG      |
| Il1b-R   | GAC CTG TTC TTT GAA GTT GAC G   |
| Cebpb-F  | CCG CAG GAA CAT CTT TAA GTG A   |
| Cebpb-R  | GTT TCG GGA CTT GAT GCA ATC     |
| Il1f9-F  | CAG GTG TGG ATC TTT CGT AAT CA  |
| Il1f9-R  | CAT GGG AGG ATA GTC ACG CTG     |
| Rsad2-F  | ACG CCA ACA TCC AGA ATA GAC     |
| Rsad2-R  | CCA GAA GAT GAA AGA CTC CTA CC  |
| Ccl4-F   | CAA CTC CAA GTC ACT CAT GTA CT  |
| Ccl4-R   | GGA TTA CTA TGA GAC CAG CAG TC  |
| Hcar2-F  | GAG TAG ATG TCA CAG TTG CGT     |
| Hcar2-R  | TCA TTT GCT TCC TAC CCA GTG     |
| Ccrl2-F  | TGT TGT CCA GGT AGT CGT CTA     |
| Ccrl2-R  | ATC AAG CAA CCT GCC TCA A       |

**Fig. 1: Extraction and antigenicity characterization of lipoproteins from *Borrelia*.** A) Lipoproteins were purified from B31 strain of *Bb* using Triton X-114 and the proteins in different fractions were visualized by coomassie staining of SDS-PAGE gel [Lanes: 1-Ladder, 2-insoluble fraction (Pellet), 3-water soluble fraction (aqueous) and 4-Triton X-114 soluble fraction (Lipoproteins)]. Immunoblots showing the reactivity of three fractions of *Bb* proteins against B) *Bb*FlaB antibodies showing the purity of the purified lipoproteins and C) B31-strain of *Bb* infected mouse serum showing the antigenicity of the purified lipoproteins. Molecular weight of the ladder proteins mentioned on the left side of each figure and the fraction details are mentioned at the top of each lane.

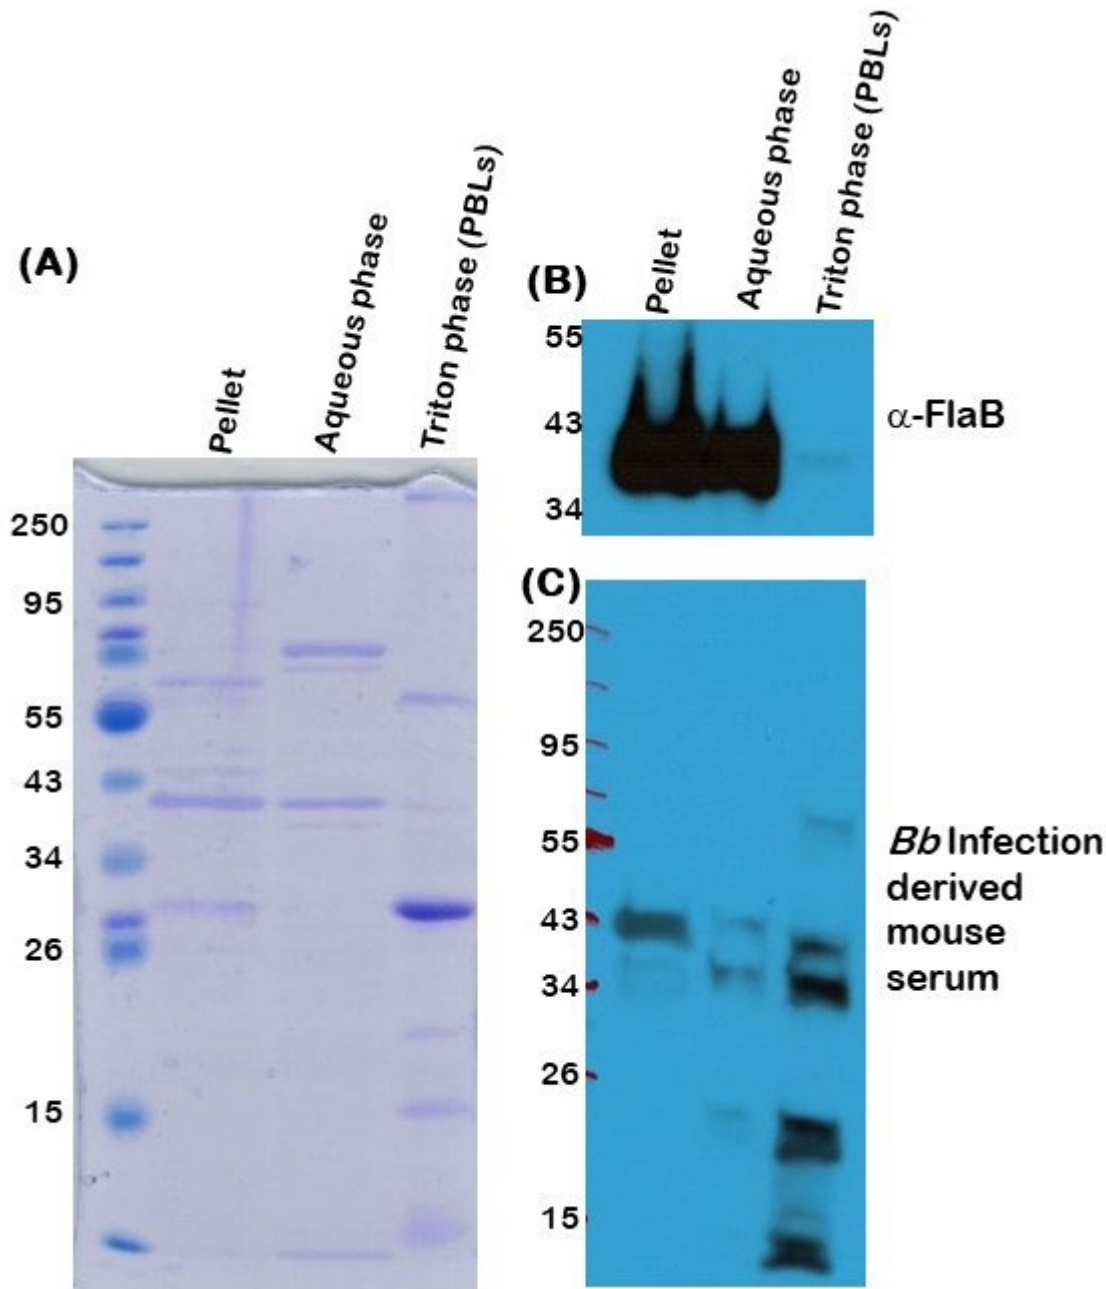

**Fig 2: scRNAseq analysis of Borrelial lipoprotein infected BMDM.** Total BMDM barcodes were subjected to cell count analysis and the a) tSNE plot and b) UMAP plots showing three separate clusters of control BMDM and lipoprotein treated BMDM at 1 hpi and 4 hpi. c) tSNE plot showing the clusters of Ptpcr+Actb+ barcodes within each sample. d) Violin plots showing the log2 expression and cellular distribution of the leukocyte marker gene, Ptpcr and macrophage marker gene, Adgre1. e) Heatmap showing the DEGs among the three clusters of BMDM and the putative names of each cluster along with the putative functions were mentioned over the respective blocks. f) Venn diagram showing the distribution of clusters between the three samples. g) Heatmap showing the DEGs between all the identified clusters and the putative functions are represented over each set of genes. h) Violin plots showing the log2 expression and cellular distribution of M1 and M2 macrophages specific genes among the eleven clusters. i) tSNE plots showing the expression of selected genes involved in inflammation, antigen presentation, cell cycle and M2 polarization, colour scale represent the log2 expression level of genes.

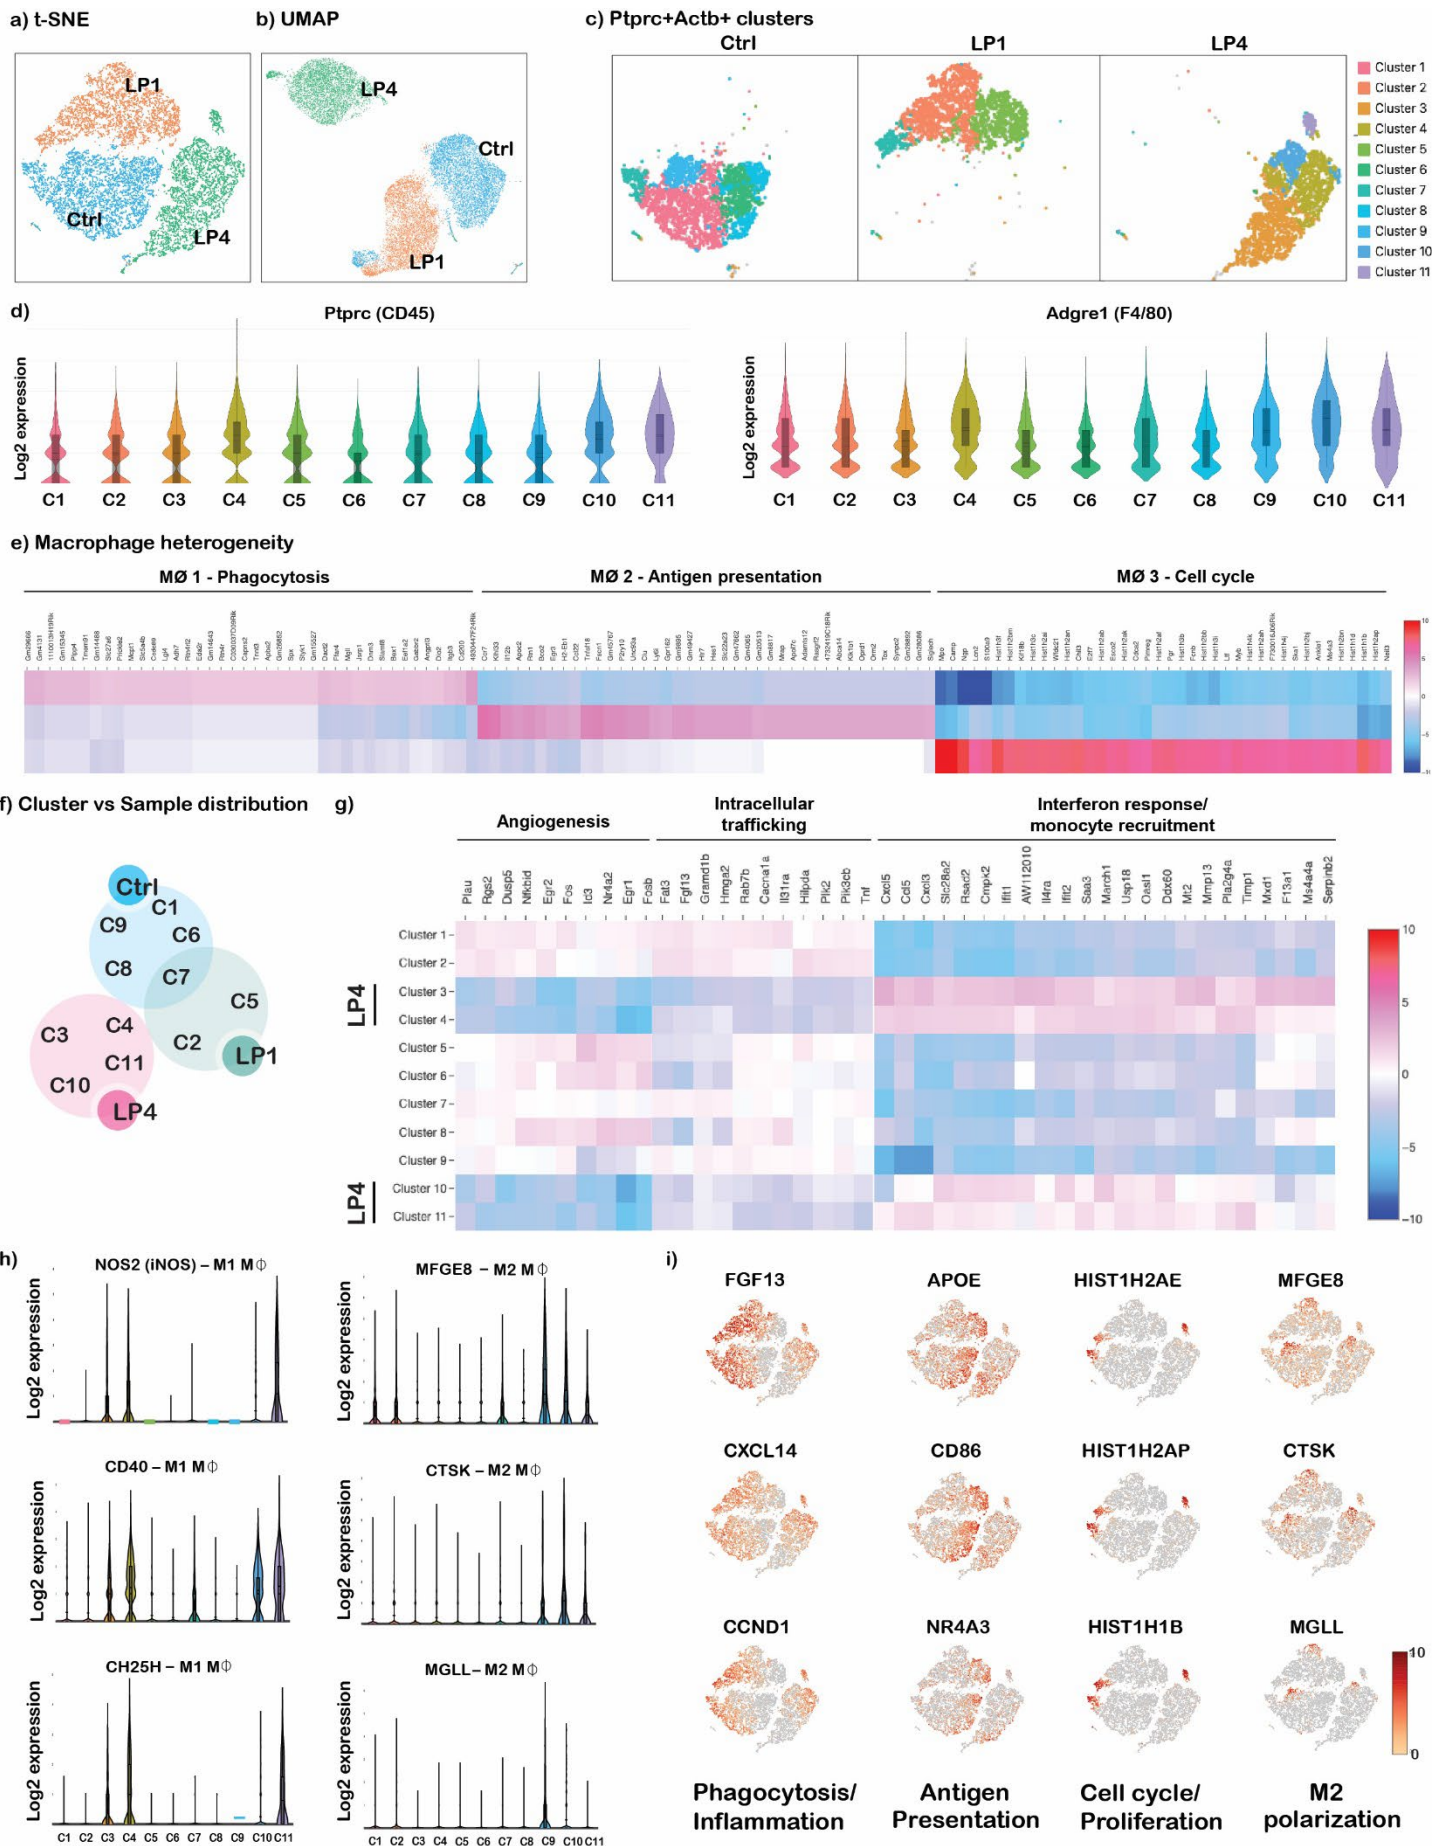

**Fig 3: Gene expression pattern of Borrelial lipoprotein infected BMDM.** tSNE plots showing the log2 expression and cellular distribution of the identified genes. Sample information of each tSNE plot was represented at the bottom of the plots and the corresponding genes are represented at the left of each plot. Scale at the right end represent the expression levels of each gene, where red represent the highest expression and grey represent the lowest expression.

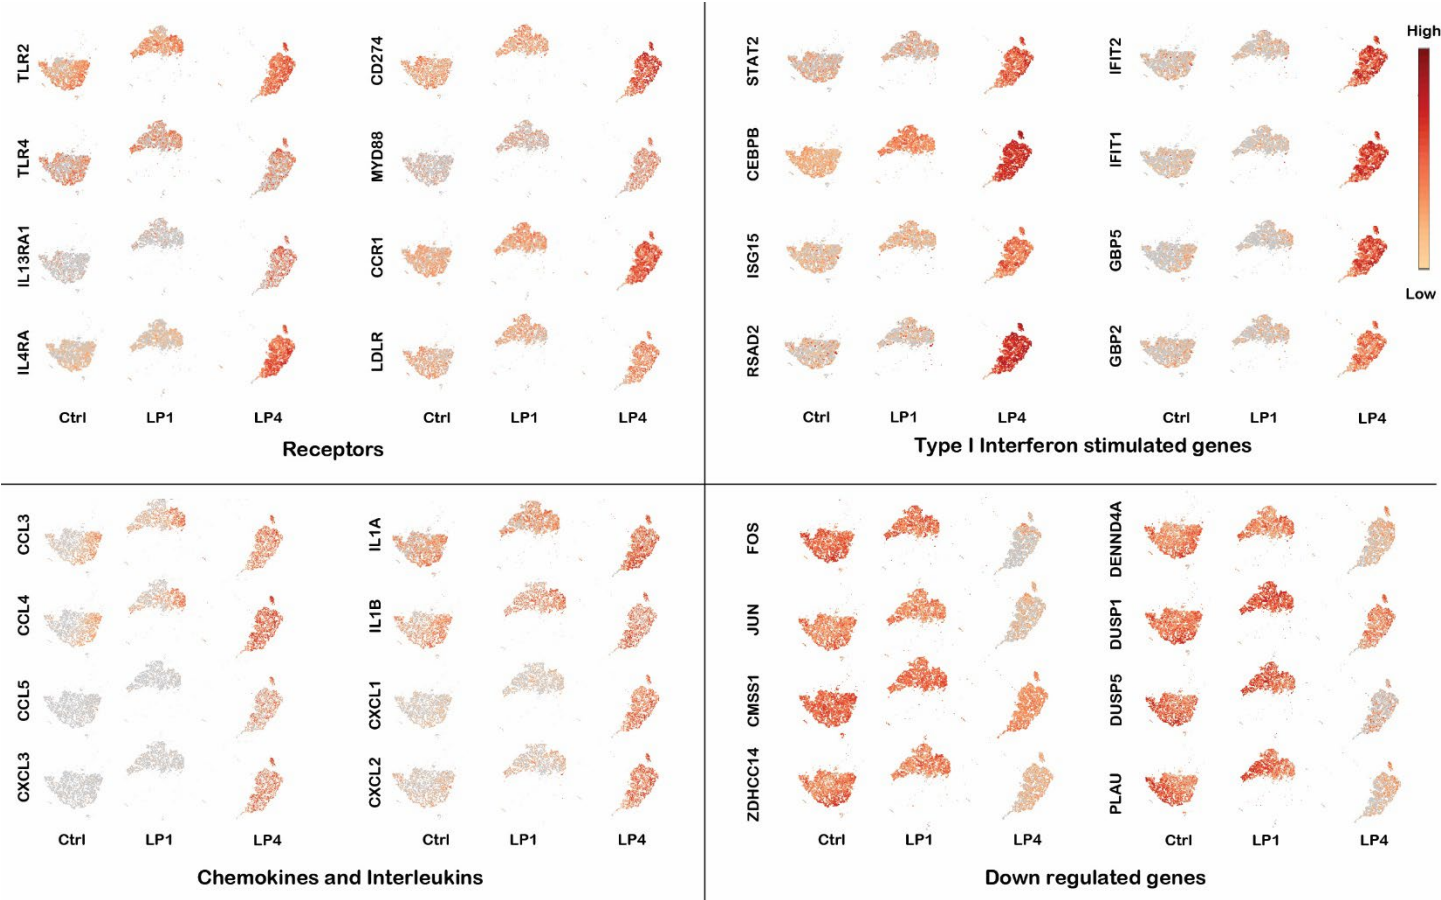

**Fig 4: Pseudotime analysis revealing *Bb*LP induced transcriptional changes in BMDM:** Harmony integrated UMAPs were generated using Seurat and Pseudotime analysis was performed using monocle3. a) UMAP plot showing the pseudotime analysis split by clusters, where the clusters are identified as numbers 1-13. The trajectories are represented as lines and the stages of the BMDM are represented as numbers within the circle, where smaller numbers (0-5) indicate early stages, while larger numbers (6-20) denotes advanced stages in macrophages. b) UMAP plot showing the clusters split by samples, where the samples are marked as Ctrl, LP1 and LP4. These plots revealed that macrophages in Ctrl samples showed smaller numbers (0-5) denoting early stages, while macrophages in LP1 showed medium numbers (6-12) and LP4 showed larger numbers (6-20).

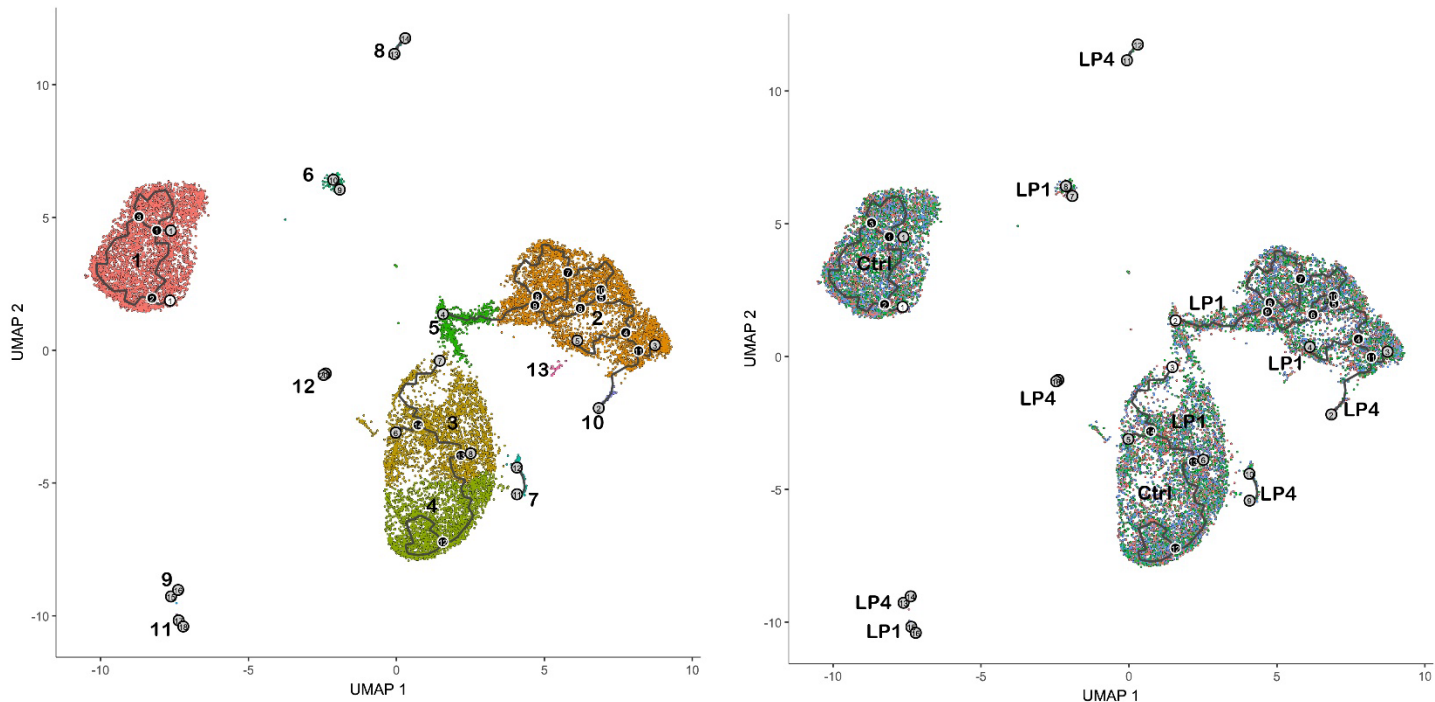

**Fig 5a: KEGG pathway of upregulated genes from Ctrl.** KEGG pathway analysis of the identified upregulated genes in Control. Each red bar represents the number of genes involved in each pathway as  $-\text{Log}_{10} P$  value and the corresponding pathway information of each bar is mentioned at the left of each bar.

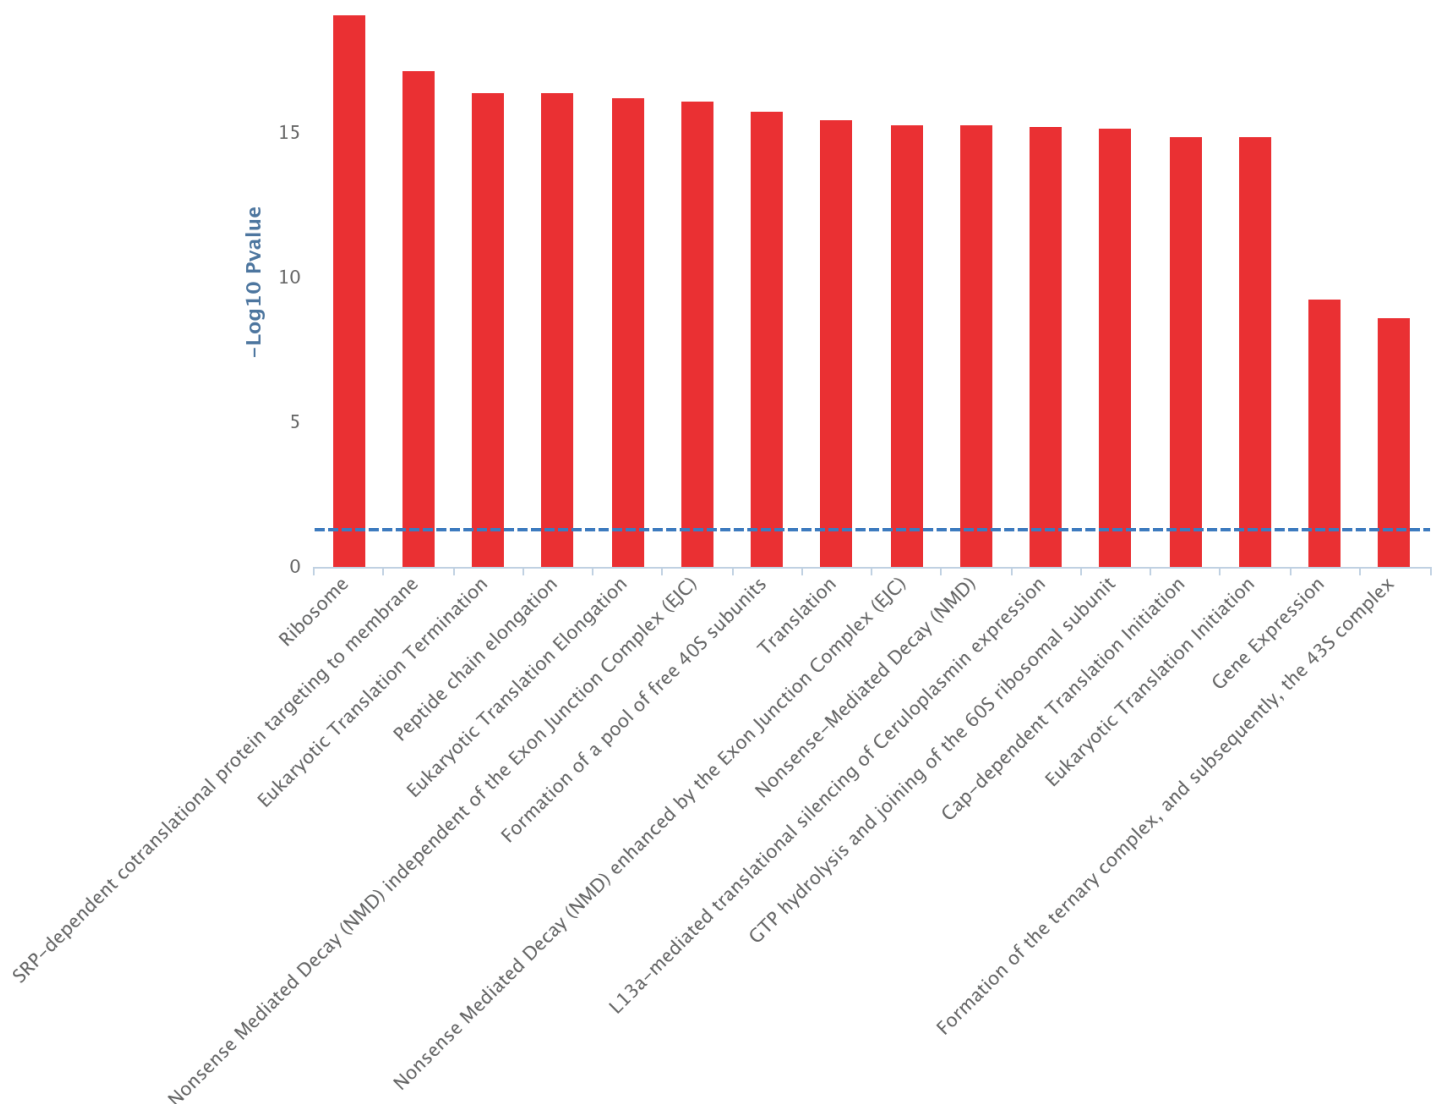

**Fig 5b: KEGG pathway of upregulated genes from LP1.** KEGG pathway analysis of the identified upregulated genes in LP1. Each red bar represents the number of genes involved in each pathway as -Log10 P value and the corresponding pathway information of each bar is mentioned at the left of each bar.

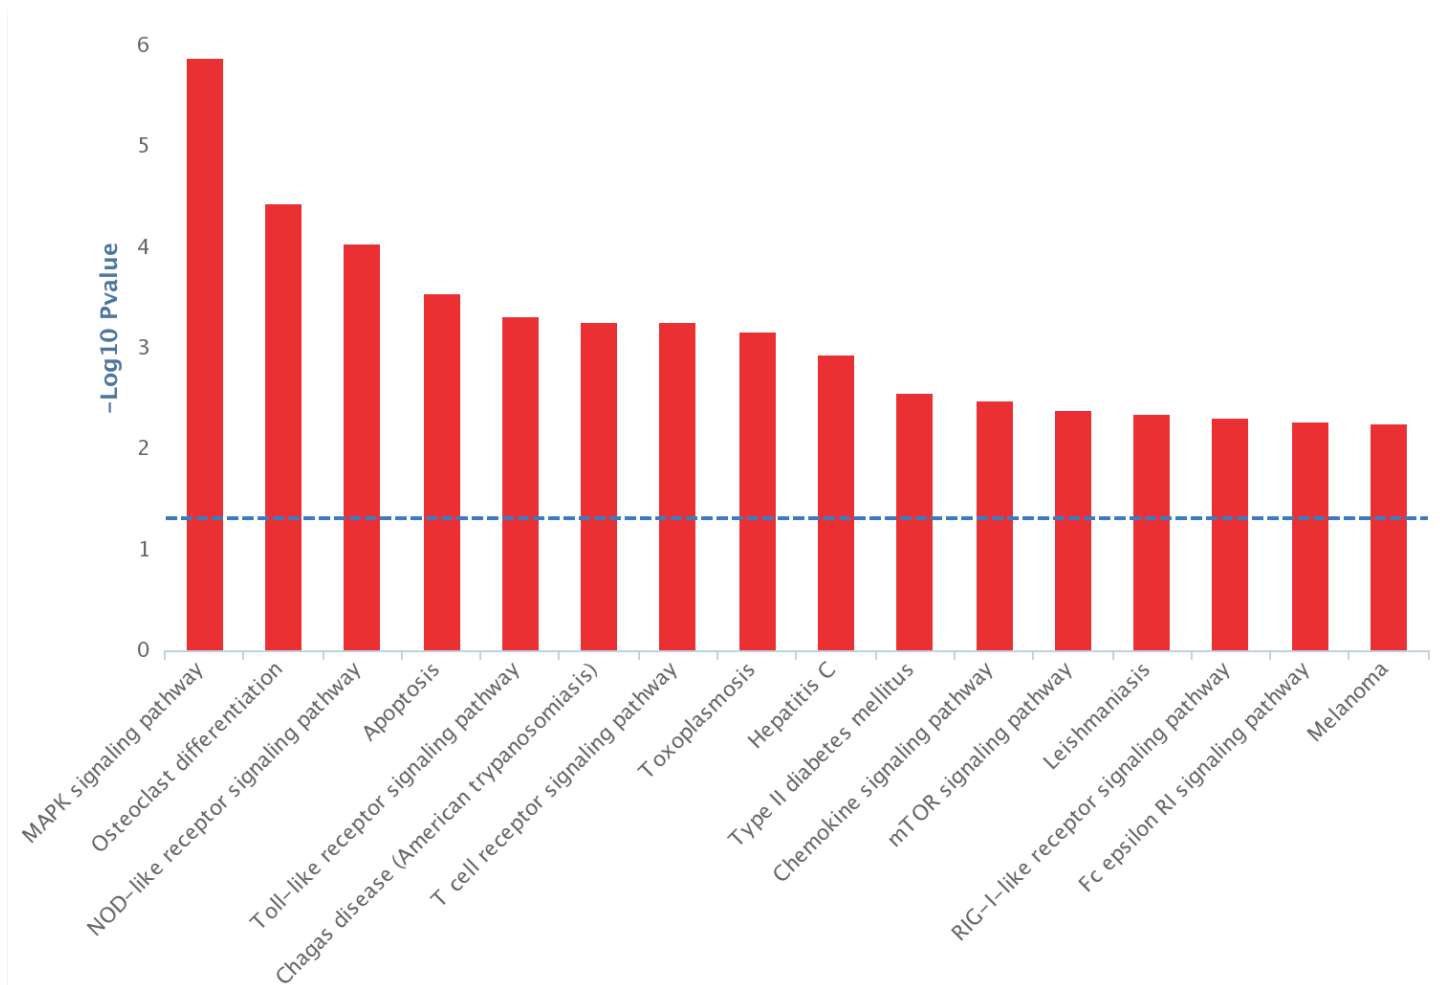

**Fig 5c: KEGG pathway of upregulated genes from LP4.** KEGG pathway analysis of the identified upregulated genes in LP4. Each red bar represents the number of genes involved in each pathway as -Log10 P value and the corresponding pathway information of each bar is mentioned at the left of each bar.

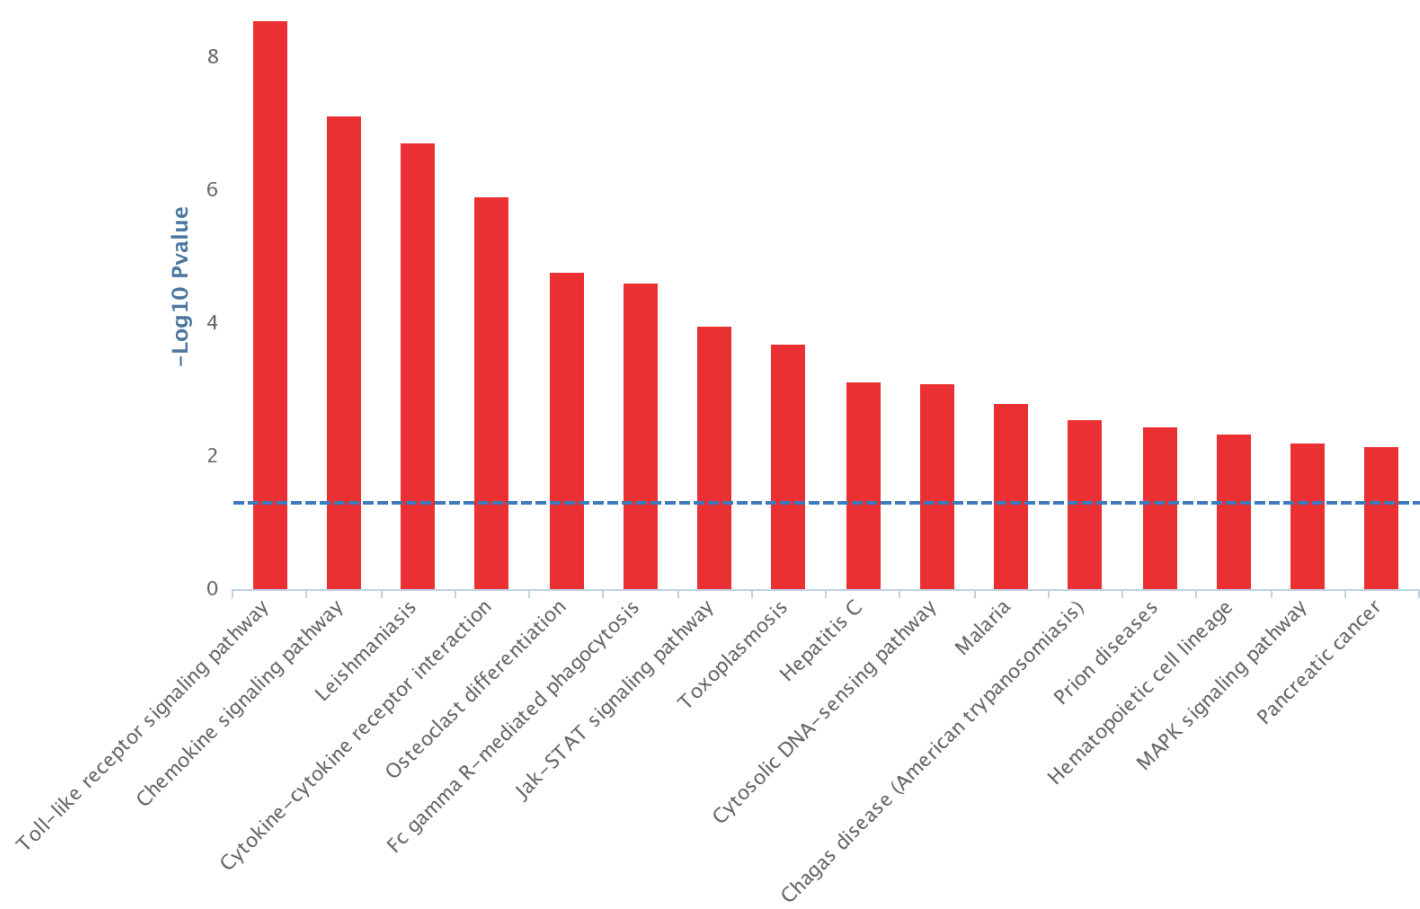

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

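RNA of single BMDMs was sequenced from 1 library each of untreated cells (Ctrl) and of cells treated with *Bb*LP for 1 hour (LP1) or 4 hours (LP4). The authors made the counts with Cell Ranger on the mouse mm10 transcriptome. As deposited, and per the file headers, they are UMI counts per gene and barcode without normalization, in the barcodes that Cell Ranger called as cells. They were checked to be whole numbers of at least 1 whose totals differ between cells and libraries. Each library pools the cells of 3 wells, so no condition has a replicate, and no test between conditions was made.

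Barcodes with more than 500 UMIs, more than 500 genes and under 5% mitochondrial UMIs were kept. 10 barcode sequences occur in both Ctrl and LP1, 7 in both Ctrl and LP4 and 4 in both LP1 and LP4. UMIs were summed over the kept cells and scaled to CPM, with exact Poisson intervals for CPM, exact conditional binomial intervals for log2 ratios and exact binomial intervals for shares, all at 95%. A gene with 0 counts was given a floor of 3 counts and its ratio read as a bound. The sums are deep enough that a gene of 90.3 CPM, *Dusp2* in LP4, has a counting interval of -0.59 to -0.48 around its log2 ratio of -0.54 to Ctrl. The median of each gene list, over genes with at least 20 UMIs in the 2 libraries compared, was compared with those of 10000 random lists matched on expression in 20 bins; this rank is given only for the nuclear respiratory and ribosomal protein families, which were set by gene names, not by values in these libraries, though the paper's lists hold some of their members. The genes named are those the paper names for these data and, for each pair of libraries, the 5 with the largest ratio in each direction among genes with at least 50 CPM in the higher library, leaving out mitochondrial, ribosomal protein and unnamed genes.

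For clustering, counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were taken from 5294 with at least 200 UMIs, less than 1.5 times between libraries and no mitochondrial or ribosomal role. Each gene was centred within its library and clipped at 10 standard deviations, and 30 principal components, 20 nearest neighbours and Leiden clustering at a resolution of 0.5 followed. Clusters were named from lists of macrophage, neutrophil, dendritic cell and cell cycle genes written beforehand, by at least 3 markers among the 10 leading genes with at least 50 CPM, or 3 macrophage markers seen in at least 50% of cells. Clusters with at least 50 cells in every library were compared between libraries. Shares of cells with a UMI were computed after thinning each cell to 2000 UMIs. Random steps used a seed of 20.

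The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 with leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3 with edgeR 4.0.16 for TMM. Tested on simulated data built from the libraries, the comparisons gave the true direction for 99.5% (LP1 against Ctrl), 98.5% (LP4 against Ctrl) and 100% (LP4 against LP1) of 200 changed genes, and a true slope of 0.25 was found as 0.249.

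Alternatives tried, whose effect the closing section gives, were other cell filters, TMM and median-of-ratios scaling, CPM without mitochondrial and ribosomal genes, means of cell shares, macrophage-like clusters alone, removal of cells with high doublet scores, no minimum for list genes, other depths of thinning, other resolutions, clustering without centring and other neighbour settings. The paper's Harmony integration and its pseudotime were not repeated, since the programs were not among those installed for this work, and its tests over cells were not repeated, since cells are not replicates of a condition. The result for 1 gene that the rule names is not reported here. Other experiments of the paper were not analysed here.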

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

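*Dusp1*, *Id3*, *Nos2* and *Ccnd1* are the genes named by the paper that moved in opposite directions from Ctrl at the 2 times by at least 0.5 in log2 at both, with intervals that leave out 0. Others moved in opposite directions by less at one of the times, such as *Junb* with 1.02 in LP1 and -0.25 in LP4 and *Dusp2* with 0.45 and -0.54, and *Il13ra2* reached this size on few UMIs, with an interval in LP1 that includes 0. The log2 ratios to Ctrl were 0.61 in LP1 and -1.24 in LP4 for *Dusp1*, 0.74 and -3.27 for *Id3*, -1.36 and 8.92 for *Nos2* and 0.54 and -0.58 for *Ccnd1*. The difference between the times was not tested, since each is 1 library. The fall of *Nos2* in LP1 rests on 14 UMIs in Ctrl and 8 in LP1, with a counting interval of -2.82 to -0.01. For *Dusp1* and *Id3*, RNA counted in cells of other clusters would need the pattern to fade in the macrophage-like clusters, where the ratio nearest 0 over both genes and times was 0.62. A difference in depth per cell would need it to fade in cells of 5000 to 9000 UMIs, where the ratio nearest 0 was -0.96; within the clusters with at least 50 cells of both compared libraries in that range, both genes were higher in LP1 in all 5 and lower in LP4 in all 4. These values argue against these explanations. The same tests were applied to *Nos2* and *Ccnd1*, a choice made after the result was seen. In the macrophage-like clusters, *Ccnd1* had 0.51 in LP1 and -0.56 in LP4, which argues against the cells of other clusters as the source. For none of these genes was free RNA in the droplets removed. In cells of 5000 to 9000 UMIs it had -0.31 in LP1 and -1.95 in LP4, but this range compares different mixes of cells, with cluster B at 12.7% of them in Ctrl and 39.7% in LP1. Within clusters in that range, *Ccnd1* was higher in LP1 in 5 of 5 clusters (3 with intervals that leave out 0), with a median of 0.17, and lower in LP4 in 3 of 4 (2 with such intervals), with a median of -0.84. These values argue against depth per cell as the whole of either change; the smaller rise in LP1 leaves it open for a part. The rise of *Nos2* in LP4 was 8.71 in the macrophage-like clusters and 6.39 in cells of 5000 to 9000 UMIs of cluster B. In that range, clusters A, C and D had 233, 279 and 77 UMIs in LP4 against 0 in Ctrl, so no ratio was formed. Over all cells of that range the ratio was 9.63, with 3 UMIs in Ctrl. These values argue against both explanations for the rise. The fall of *Nos2* in LP1 was -1.34 in the macrophage-like clusters. In cells of 5000 to 9000 UMIs it was -0.49, and -2.16 in those of cluster B. The intervals of these values include 0, so the few UMIs leave both explanations open for the fall. Library batch and condition cannot be told apart, since each condition is 1 library, and a response that changes with time stays open beside it; Ctrl was collected at 4 hours, so the 1-hour library has no control of its own time.

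Among the LP4 barcodes, 5.42% passed the limits on UMIs and genes with 5% or more mitochondrial UMIs, data that the paper leaves out, against 0.294% in Ctrl and 0.840% in LP1. Low-quality cells would hold clearly fewer UMIs than the cells under the limit. In LP4 their median was 10884 UMIs against 11784, which is 7.64% lower (95% interval -2.49 to 13.5), and this argues against low quality for the LP4 barcodes. In Ctrl the median was 61.8% lower over 18 barcodes, and in LP1 29.2% lower over 43. A library batch cannot be told apart from the treatment here, and a response of mitochondrial RNA to *Bb*LP stays open.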

How the results depend on the processing

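All alternatives but 1 were chosen before the data were examined; removal of the 791 cells with the highest doublet scores was chosen after seeing the data. It stands in for the planned removal of cells called doublets, which was not usable because the call marked 2 of 15806 cells. No paired analysis was possible because each condition is 1 library.

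Of 199 log2 ratios of named genes of at least 0.5 in size, all kept their sign with all barcodes, with a mitochondrial limit of 10%, under TMM, under median of ratios, without mitochondrial and ribosomal genes, with means of cell shares and with the highest doublet scores removed. In the macrophage-like clusters 197 did. The exceptions there were *Hist1h1b* in LP1 over Ctrl at -0.28 and *S100a9* in LP4 over Ctrl at -2.10, genes of the cycling and neutrophil-like cells that this alternative leaves out. Of all 2400 values of named genes under the alternatives, 1738 lay within the counting interval and 660 outside it with the same sign or below 0.5 in size.

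The 20 list medians of at least 0.5 in size kept their sign under all 9 alternatives run for lists. TMM and median of ratios raise every ratio to Ctrl of LP4 alike, by their construction. They gave 5.70 and 5.74 for *Cxcl10*, *Cmpk2*, *Gbp2* and *Ifit1*, -0.26 and -0.22 for the nuclear respiratory genes and -0.25 and -0.21 for ribosomal protein genes in LP4 over Ctrl. In LP4 over LP1 they gave -1.96 and -1.93 for the trafficking genes, 0.0568 and 0.0899 for the nuclear respiratory genes and -0.0261 and 0.00700 for ribosomal protein genes. Relative to the median of all genes, which these scalings cannot change, the LP4 over LP1 median of the nuclear respiratory genes was 0.0319, and 0.00129 with means of cell shares; that of ribosomal protein genes was -0.0511, and -0.0659 with means of cell shares.

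The cells kept were 99.4% in Ctrl, 99.7% in LP1 and 97.9% in LP4 with a mitochondrial limit of 10%, 99.4% in Ctrl, 99.8% in LP1 and 98.1% in LP4 with one of 20%, and 99.4% in Ctrl, 99.8% in LP1 and 98.1% in LP4 with none, by construction. The clusters led by phagocytosis genes held 31.8% of Ctrl, 27.8% of LP1 and 29.5% of LP4 cells at a resolution of 0.3, 25.6% of Ctrl, 22.2% of LP1 and 1.39% of LP4 cells at 0.8, 30.3% of Ctrl, 21.7% of LP1 and 0.0214% of LP4 cells without centring and 25.4% of Ctrl, 22.2% of LP1 and 1.30% of LP4 cells with a mitochondrial limit of 10%; the cause was not tested. The low share in LP4 thus depends on the resolution. Neighbours from the own library were 70.3% for Ctrl and 74.0% for LP1 with 50 neighbours, 76.1% for Ctrl after thinning, and 36.4%, 51.9% and 70.1% for Ctrl, LP1 and LP4 with centred genes that do not differ, which removes differences between libraries by construction. With genes of at least 50 CPM, the LP1 and LP4 changes had a Pearson correlation of 0.297, a Spearman correlation of 0.388 and a slope of 0.0887. The cause was not tested.

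Of 96 values of the response within clusters at other resolutions, 21 lay outside the counting interval. None of at least 0.5 in size changed sign; of the smaller ones, the highest ratio of LP1 over Ctrl went from -0.08 to 0.21 for *Gbp2* at a resolution of 0.8 and from 0.18 to -0.10 for *Ifit1* at 0.3. The directions of the supplementary lists were unchanged in all 24 comparisons. Of 342 shares of cells with a UMI, 241 moved with the depth of thinning, so these shares hold only at the stated depth. Depth limits genes with few UMIs, such as *Il1f9* with 31 UMIs in Ctrl, whose log2 ratio of LP4 over Ctrl was 2.17 with means of cell shares.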

Differences from the paper's values

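The numbers of barcodes and of clusters lie within 1.5 times of the paper's in every case. The files hold 6123 Ctrl barcodes beside the paper's 6125, and the paper's limits keep 15806 cells beside the paper's 12111; the other limits tried keep between 16125 and 16140.

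For the genes it ties to NLRP3, the paper gives higher expression with *Bb*LP. It draws on the single-cell data, on RT-PCR and, for CXCL1 and CXCL2, on ELISA. Only the single-cell libraries are compared here. Of 5 genes, 4 were higher and 1 lower than Ctrl in LP1, and 3 were higher and 2 lower in LP4. *Nlrp3* had log2 ratios of -0.10 in LP1 and -1.54 in LP4, and *Cxcl2* of -1.56 in LP4, while *Ccrl2* had 0.52 and 0.47.

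The paper names *Icam1* with *Cd274* among receptors higher in LP4. *Icam1* had a log2 ratio of 0.02 to Ctrl and *Cd274* one of 2.60. Under TMM and median of ratios *Icam1* had 0.19 and 0.22.

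Of the DUSP genes that the paper gives as higher in LP1, 3 were higher and 1 lower than in Ctrl, *Dusp5* at -0.06; *Dusp4* had 0.11, and against LP4 all 4 were higher in LP1. Under median of ratios *Dusp5* had 0.02.

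The paper describes all clusters as expressing *Csf1r* and *Ptprc*. The neutrophil-like cluster had 113 CPM and the unnamed cluster 74.6 CPM of *Csf1r* over the cells of all libraries. Cluster J had 350.5 CPM, and clusters A to H had between 601 CPM in G and 1084 CPM in B in Ctrl, between 421 CPM in G and 759 CPM in B in LP1 and between 312 CPM in E and 599 CPM in F in LP4. Over the cells of all libraries, *Ptprc* had 109.6 CPM in the unnamed cluster and 289 CPM or more in the others.

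The paper places most LP4 cells in its phagocytosis cluster. The cluster led by phagocytosis genes held 2.70% of LP4 cells. Cluster F, where *Apoe*, *Slc9a9*, *Zfp36l1*, *Ier3* and *Selenop* were highest within LP4, held 23.6%. The other phagocytosis genes, *Ccl3*, *Ccl4* and *Cd86*, were highest within LP4 in cluster H. At a resolution of 0.3 the cluster led by phagocytosis genes held 29.5% of LP4 cells. Clustered on all variable genes without centring, 93.2% of LP4 cells and no Ctrl or LP1 cells lay in 1 cluster. It had none of the phagocytosis genes among its 10 leading genes. As it holds LP4 cells alone, genes that fell in LP4 rank low in it whatever the type of cell. Its leading genes therefore cannot decide the placement.

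The paper gives *Hist1h1b* and *Hist1h2ap* as expressed in its cell cycle clusters alone. They were highest in the cycling-like cluster among clusters A to H, but the neutrophil-like cluster held 1539.7 and 1255 CPM. That cluster had 1 of the paper's cell cycle genes, *S100a9*, among its leading genes. A cluster in the paper's supplementary lists names both histone genes with *S100a8*, *S100a9* and *Ngp*. Such cells can therefore lie in the paper's cell cycle clusters, and a disagreement is not shown.

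The paper gives genes of the phosphatidylinositol 3-kinase and MAP kinase pathways, AP-1, early growth response and energy metabolism as lower in treated cells. In LP4 all of these found in the files were lower than in Ctrl. In LP1 the energy genes, *Rab7b*, *Dusp5*, *Fos* and *Fosb* were lower. *Pik3cb*, *Dusp1*, *Dusp4*, *Egr1* and *Egr2* were higher, with log2 ratios of 0.26, 0.61, 0.11, 0.14 and 0.39.

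The supplementary table of genes higher in uninfected cells than in LP4 holds *Mafk*, with a log2 ratio of LP4 over Ctrl of 0.06. It also holds *Msr1*, with 0.88, which the table names as higher in LP4 as well. The other 294 genes compared were lower in LP4.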

Other observations

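The energy genes that the paper names were lower in LP1 and in LP4 than in Ctrl and differed little between the 2 times, with a median of 0.07 in LP4 over LP1. If a few genes took most of the counts, the fall would vanish relative to all genes; relative to their median it was -0.99 in LP1 and -0.90 in LP4. In the macrophage-like clusters it was -0.98 and -0.89, which argues against the cells of other clusters as its source. Those clusters hold most cells, and free RNA in their droplets was not removed. Other genes of the same length show 4.22% of the fall in LP1 and 20.0% in LP4. Other genes of the same GC content show 7.47% and 22.4%. These matched genes exclude the ribosomal protein, nuclear respiratory and mitochondrial families. Some ribosomal protein genes fell as far, such as *Rpl36* at -1.09 in LP1 and -1.14 in LP4. Of 82 such genes, 31 were higher than Ctrl in LP1 and 17 in LP4. The matched genes cannot show an effect of length or GC content within the excluded families, so both stay open for the fall of the energy genes. In cells of 5000 to 9000 UMIs, 103% of the fall in LP1 and 111% of that in LP4 remained, and within clusters in that range its median over clusters, relative to all genes, was -1.04 in LP1 and -0.92 in LP4, which argues against depth per cell. Reads shared with pseudogenes were not tested, library batch cannot be told apart from the treatment, and a response to *Bb*LP stays open. The 8 named genes lie in the lower part of the 83 nuclear respiratory genes, whose medians against Ctrl at 1 and 4 hours were -0.16 and -0.43.

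The median of the 13 RNAs of the mitochondrial genome moved the other way, with 9 higher in LP1 and 10 higher in LP4. *mt-Atp8*, *mt-Nd4l* and *mt-Nd5*, named because they are the exceptions in LP4, had -0.74, -0.12 and -0.10 there and were lower in LP1 as well; TMM, which raises ratios to Ctrl in LP4 by 0.17, puts the last 2 above 0 in LP4. Among cells with at least the median UMIs of their library, 109.9% of the rise of their median in LP4 remained, and their median relative to that of all genes was 0.58 with means of cell shares and 0.63 with summed counts. These values argue against low-quality cells and against a few genes taking most of the counts; library batch and a response to *Bb*LP stay open.

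Ctrl cells held *Cxcl2* at 4378 CPM, *Tnf* at 839.8 CPM and *Fos* at 712 CPM. *Fignl1* had a log2 ratio of LP4 over Ctrl of 0.08 (95% interval -0.20 to 0.36). *Nos2*, *Cd40* and *Ch25h* had a median of 8.92 in LP4 over Ctrl and 0.05 in LP1 over Ctrl.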
